# Parallel Genome-wide Profiling of Coding and Non-coding RNAs to Identify Novel Regulatory Elements in Embryonic and Maturated Heart

**DOI:** 10.1016/j.omtn.2018.04.018

**Published:** 2018-05-04

**Authors:** Davood Sabour, Rui S.R. Machado, José P. Pinto, Susan Rohani, Raja G.A. Sahito, Jürgen Hescheler, Matthias E. Futschik, Agapios Sachinidis

**Keywords:** genomics, miRNA and gene expression, heart development, HeartMiR database, bioinformatics, signal transduction pathways, transcription factors, transcriptomics, microarrays, gene ontologies

## Abstract

Heart development is a complex process, tightly regulated by numerous molecular mechanisms. Key components of the regulatory network underlying heart development are transcription factors (TFs) and microRNAs (miRNAs), yet limited investigation of the role of miRNAs in heart development has taken place. Here, we report the first parallel genome-wide profiling of polyadenylated RNAs and miRNAs in a developing murine heart. These data enable us to identify dynamic activation or repression of numerous biological processes and signaling pathways. More than 200 miRNAs and 25 long non-coding RNAs were differentially expressed during embryonic heart development compared to the mature heart; most of these had not been previously associated with cardiogenesis. Integrative analysis of expression data and potential regulatory interactions suggested 28 miRNAs as novel regulators of embryonic heart development, representing a considerable expansion of the current repertoire of known cardiac miRNAs. To facilitate follow-up investigations, we constructed HeartMiR (http://heartmir.sysbiolab.eu), an open access database and interactive visualization tool for the study of gene regulation by miRNAs during heart development.

## Introduction

Heart development comprises a series of temporally and spatially coordinated processes, involving distinct cell populations.^1^ In mice, a primitive linear heart tube is formed from the lateral mesoderm at embryonic day 8 (E8.0). As the embryo continues to develop, chamber formation and septation lead to formation of a functional four-chambered heart.^2^ Key cardiac transcription factors (TFs), including Tbx5, Nkx2-5, Gata4, Isl1, and Mef2c, have been identified and their roles in heart development extensively studied (for review, see Meganathan et al.^8^).^3^, ^4^, ^5^, ^6^, ^7^, ^8^ These TFs form a conserved network and drive differentiation of cardiac progenitor cells toward cardiomyocytes, cardiac endothelial cells, and other cell types that constitute a functional heart. In addition, extrinsic signaling molecules, such as bone morphogenic proteins (BMPs) in the anterior lateral plate mesoderm, are essential for the initiation of myocardial differentiation and cardiac developmental processes.^9^ More recently, small non-coding RNAs, termed microRNAs (miRNAs) have been recognized as key regulators of organ development in several organisms, such as *Caenorhabditis elegans*, *Drosophila melanogaster*, and humans.^10^, ^11^, ^12^, ^13^

miRNAs (21–25 nt in length) commonly regulate gene expression at post-transcriptional level through imperfect base pairing to target mRNAs,^14^ leading to translational inhibition and mRNA degradation.^15^ Formation of mature miRNAs occurs in four steps: (1) transcription of a primary miRNA (pri-miRNA) via RNA polymerase II; (2) processing of the pri-miRNA by Drosha (a RNase III type endonuclease) and the double-stranded RNA binding protein DGCR8 (DiGeorge syndrome critical region gene 8) complex to produce a hairpin precursor miRNA (pre-miRNA), consisting of ∼70 nt in the nucleus; (3) export of the pre-miRNA to the cytosol via the protein exportin-5; and (4) cleavage by Dicer (a the RNase III type endonuclease) to produce ∼22-bp double-stranded miRNA. Following this final step, one strand is typically degraded, whereas the other strand is integrated into the RNA-induced silencing complex (RISC). The RISC complex targets complementary sequences in the mRNAs that are mainly located in the 3′ UTR but can also be found in the 5′ UTR and coding region, resulting in degradation of the mRNA or inhibition of its translation.^13^

A number of studies have suggested crucial roles for miRNAs in heart development and function. For instance, overexpression of miR-1 in a developing mouse heart inhibits proliferation of ventricular cardiomyocytes, causing developmental arrest at E13.5, as a result of thinning of the ventricle walls and heart failure.^14^ Meanwhile, overexpression of the miR-17-92 cluster induced proliferation of both neonatal and adult cardiomyocytes. Overexpression of this miRNA cluster in adult cardiomyocytes also protected the heart from myocardial-infarction-associated injury, potentially through reducing the expression of phosphatase and tensin homolog (Pten)—a proliferation repressor.^16^ Moreover, miRNA dysregulation has been associated with various cardiac events, influencing myocardial structure, contractility, fibrosis, and apoptosis.^17^ Despite evidence of the impact of miRNAs on heart development and functional integrity, no comprehensive profiling of their expression during cardiogenesis has been undertaken to date. To address this salient lack of knowledge, we performed parallel genome-wide profiling of miRNAs and polyadenylated [poly(A)]-RNAs from developing hearts of mice embryos from E10.5 until E19.5, as well as from mature hearts of young and old adult mice. Profiles of poly(A)-RNA and miRNA were analyzed independently, and their differential expression was determined. Gene clustering analysis revealed a distinct temporal activation during the developmental processes, indicating specific genes involved in cardiogenesis. Integrative analysis of gene expression profiles and gene targets led to prioritization of 27 miRNAs as novel potential regulatory factors of heart development. Finally, an open access database and interactive visualization tool, called HeartMiR (http://heartmir.sysbiolab.eu), was developed to identify (anti-) correlated expression patterns of miRNAs and their target genes during heart development and in mature heart tissue. This database provides a resource for cardiac gene regulation by miRNAs and a basis for further investigation of heart development, congenital heart diseases, or cardiac regenerative medicine.

## Results

### Parallel Profiling of the poly(A)-RNA and miRNA Transcriptomes

To assess dynamic expression of poly(A)-RNA and miRNA during murine heart development *in vivo*, tissue samples from embryonic hearts were taken each day from E10.5 to E19.5 (Figure 1A). For comparison, we also collected samples from young and old adult hearts. Microarray experiments were performed for triplicate biological samples of both poly(A)-RNA and miRNA. Notably, heart tissue was dissected from both male and female embryos and adults to identify any gender-specific effects on gene expression. 

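The messenger RNA part of the study rests on 36 arrays, 3 from each of 12 stages: daily from E10.5 to E19.5, young adult and old adult. From E12.5 on, the 3 arrays of a stage are labelled female, male and mixed sex, and at E10.5 and E11.5 all 3 are mixed. Young adults were 10 weeks old, and old adults 10 months according to the paper and 14 months according to the sample labels. Each array carries 45101 probe sets, groups of short probes that together read 1 transcript, and a gene may have several. The authors' robust multi-array average subtracts background, gives the probes of all arrays the same distribution and summarizes each probe set on the log2 scale. The deposited probe set values still differ in distribution, with an SD from 1.89 to 2.24 across arrays. These deposited values were used without further scaling. Stage means were compared in limma, a linear model that steadies each probe set's variance with that of all others, with all 36 arrays in 1 model. A gene was counted as a DEG when a probe set had a Benjamini-Hochberg adjusted p under 1e-05, an absolute log2 fold change above 2 and a mean above 5 in at least 1 stage. The 3 arrays per stage limit the precision, and from E12.5 on they differ in sex label, so variation between hearts of 1 stage cannot be separated from sex. Genes are named by the symbols in the array's annotation. The microRNA arrays were not analysed here.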

Seventy-two samples were profiled using Affymetrix Mouse Genome 430 2.0 Arrays and Affymetrix miRNA 3.0 GeneChips. Although the majority of probes on the Affymetrix Mouse Genome platform target mRNAs, this platform also included probes against numerous long non-coding RNAs (lncRNAs).

**Figure 1:**
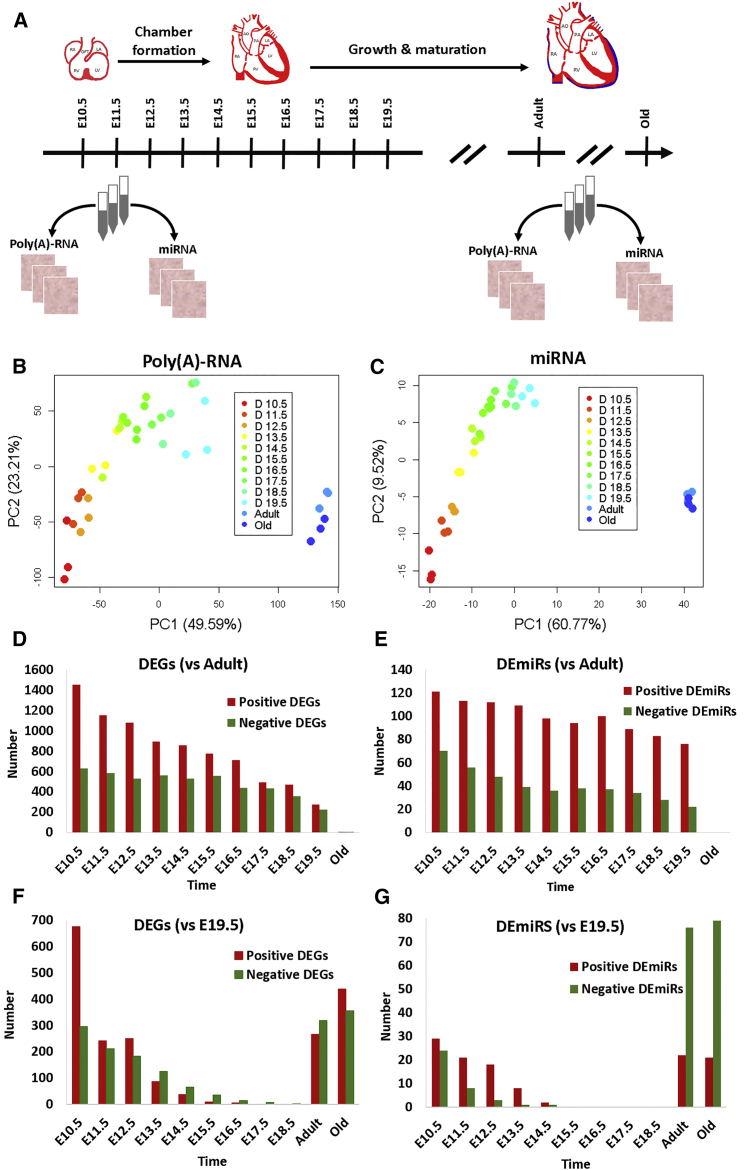
Experimental Design, Principal-Component Analysis of Transcriptome Data, and Number of Differentially Expressed Genes and miRNAs (A) Tissue samples from the developing heart at time points from E10.5 to E19.5, as well as from young and old adult hearts, were taken, and the extracted RNA was analyzed by microarray experiments. (B) Principal-component analysis of the expression of genes coding for poly(A)-RNA is shown. (C) Principal-component analysis of miRNAs is shown. (D and E) Number of differentially expressed genes (D) and miRNAs (E) in developing heart and older adult heart tissues, compared with young mature heart tissue, is shown. (F and G) Number of differentially expressed genes (F) and miRNAs (G) in developing heart and older adult heart tissues, compared with E19.5 heart tissue, is shown.

For both poly(A)-RNAs and miRNAs, clustering of the full microarray profiles was carried out. In general, samples from the same developmental status were grouped, suggesting a robust temporal expression signature (Figure S1). 

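Hierarchical clustering of the 36 arrays used the Euclidean distance over all probe sets and complete linkage. For 22 arrays the nearest neighbor was of the same stage, and for the others it was of an adjacent stage. The E13.5 mixed-sex array lay nearest to an E14.5 array, and the E14.5 mixed-sex array nearest to an E13.5 array. The 3 arrays of a stage formed a group of their own in 0 of 12 stages, and in 1 under average linkage. Over probe sets, which are not independent replicates, Pearson's r between 2 arrays ranged from 0.852 to 0.996, and was at least 0.969 within a stage.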

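Under complete linkage, no embryonic array joined the group of the 6 adult arrays. Old adult arrays lay at a mean distance of 93.6 (SD 9.71, n = 3) from the mean young adult profile, and E19.5 arrays at 144 (SD 8.83, n = 3). The young adult arrays, which are themselves part of that mean, lay at 53.2 (SD 1.82, n = 3).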

Expression profiles of young and old adult hearts formed a distinct cluster. Similar patterns also emerged through principal-component analysis (PCA). 

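The principal components were computed on centred, unscaled values. PC1 held 49.6% of the variance (jackknife SE 5.36) and PC2 23.2% (SE 4.16); scaling each probe set to unit variance moved both most, to 34.1% and 18.2%. The mean PC1 coordinate rose at each embryonic stage, from −78.0 (SD 1.40, n = 3) at E10.5 to 33.7 (SD 9.88) at E19.5. It reached 139 (SD 4.02) in young and 134 (SD 6.02) in old adults. PC2 also followed the hybridization controls, bacterial transcripts added to each labelled sample at fixed amounts. Within stages of the 30 embryonic arrays, Pearson's r with their level was 0.880 and Spearman's rho 0.874 (two-sided permutation p of r = 1e-05, the smallest that 100000 resamples can give). The adjusted p over 15 such relations was 0.00015, and the pooled r was 0.927. For PC1, r within stages was 0.766. The poly-A controls, another set of control probe sets, followed PC2 as closely (r within stages 0.885, adjusted p 0.00015). No other batch is named for these arrays in the paper's text.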

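The Euclidean distance between a stage's mean profile and the mean young adult profile was 229 at E10.5, 194 at E13.5, 177 at E16.5 and 136 at E19.5. For old adults it was 76.4. Across the 30 embryonic arrays, distance and embryonic day had a Pearson's r of −0.969 and a Spearman's rho of −0.983 (permutation p = 1e-05 for each, the smallest possible). This was the only correlation with day that was computed. The permutation shuffled single arrays, although the 3 arrays of a stage share their day, so its p can come out too low. Without the 2 arrays farthest from the median, r was −0.967, and quantile renormalization moved it most, to −0.946. Day does not vary within a stage, but the distance does: there, r with the hybridization control level was −0.337 and rho −0.375 (permutation p = 0.0873, adjusted p 0.141).

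**Figure D1:**
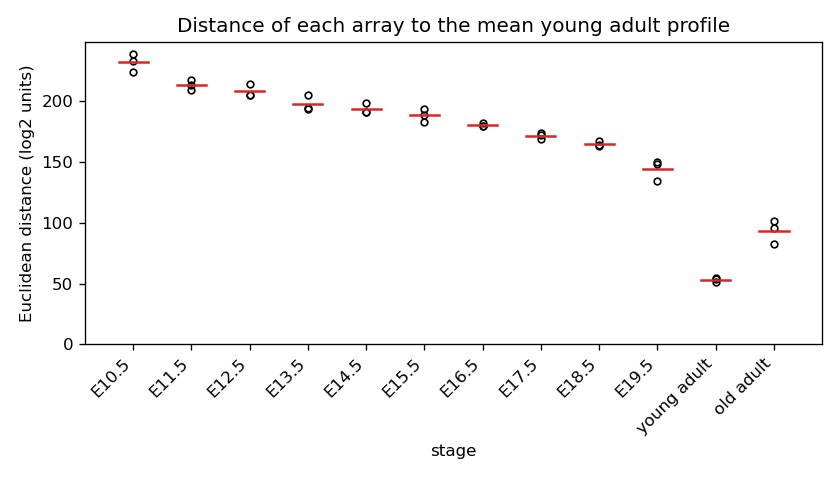
Euclidean distance in log2 units of each array to the mean young adult profile (vertical axis) by stage (horizontal axis), with 3 arrays (points) and their mean (bar) per stage. Distances fall through the embryonic stages, and old adult arrays lie between E19.5 and young adult arrays.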

Global expression during development (E10.5–E19.5) gradually approximated the mature heart, although a clear segregation of embryonic and mature samples remained (Figures 1B and 1C). This indicates substantial differences in expression between developing and mature cardiac tissue. 

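Between E19.5 and young adult hearts, limma's test gave an adjusted p under 0.05 for 13120 of 45101 probe sets. The largest increases in the embryo were those of *Tnni1*, with a log2 fold change of 5.86 (SE 0.323, adjusted p 4.3e-15), *H19* (5.63), *Tmem255a* (5.15) and *Fbn2* (5.07). *Ces1d* was lower by the most, at −5.81 (SE 0.174, adjusted p 1.8e-21), followed by *Mela* (−5.13), *AW112010* (−5.06) and *Art1* (−5.01). Some of these sizes depend on means under 5. These are the young adult means of *Tnni1* (4.02) and *Tmem255a* (4.35), and the E19.5 means of *Ces1d* (1.96), *AW112010* (3.76) and *Art1* (3.82). From the segregation of embryonic and mature samples, the paper reasons that developing and mature heart tissue differ substantially in expression.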

Interestingly, the distribution of poly(A)-RNA levels for E10.5–E13.5 showed a notable “shoulder,” suggesting an underlying bimodal distribution, whereas samples from later time points displayed a gradual decrease in the number of genes with high expression values (Figure S2). Such bimodality might suggest a greater tendency toward an “on or off” mode of expression during early development, with more gradual adjustment during later stages of development.

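To put a number on the shape of each array's distribution, the least steep slope of its density between 4.5 and 7 on the log2 scale was taken; a shoulder moves it toward 0. It averaged −0.00787 (SD 0.00606, n = 12 arrays) at E10.5–E13.5 and −0.0131 (SD 0.00756, n = 18) at E14.5–E19.5. The difference was 0.00520 (permutation p = 0.0565), and a bandwidth 1.5 times as wide moved it most, to 0.00667 (p = 0.00505). In young and old adults the slope was −0.0335 (SD 0.00523, n = 3) and −0.0260 (SD 0.00618, n = 3). The share of probe sets above 5 was 36.7% in the earlier and 36.3% in the later embryonic stages (permutation p = 0.00902), and the share above 6 was 24.6% and 22.8% (p = 9e-05). The hybridization control level also differed between these groups, at 10.1 (SD 0.451) and 10.9 (SD 0.390, permutation p = 4e-05). The permutations between early and late shuffled single arrays, although whole stages of 3 arrays are early or late. Their p values can thus come out too low. Within stages, slope and control level had an r of −0.792 and a rho of −0.764 (permutation p of r = 0.00011, adjusted p 0.00049), against −0.727 pooled and −0.776 without the 2 farthest arrays. For the poly-A controls, r with the slope within stages was −0.676 (adjusted p 0.00517).

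**Figure D2:**
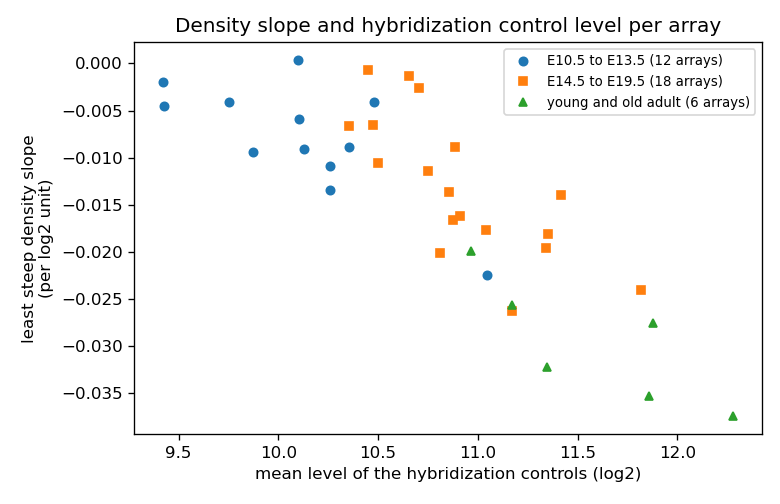
Least steep density slope per log2 unit (vertical axis) against the mean log2 level of the hybridization controls (horizontal axis) for 12 arrays of E10.5–E13.5, 18 of E14.5–E19.5 and 6 of adults. Within each embryonic group the slope falls as the control level rises.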

### Genes Linked to Heart Development and Function Show Distinct Expression Changes

To detect differentially expressed genes (DEGs) transcripted as poly(A)-RNAs, normalized Affymetrix GeneChip signal intensities of various developmental stages were compared with intensities for young adult hearts. Because a large number of genes displayed changes in expression, a very stringent threshold for differential expression was set, using an adjusted p value of ≤10^−5^ and an absolute log2 fold change of ≥2 (4-fold change). Collectively, we found 2,708 non-redundant genes to be differentially expressed for at least one time point. These represent 13% of the genes covered by the array. 

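Against young adult hearts, 2632 genes were DEGs in at least 1 of the other 11 stages. In all, 3886 probe sets passed these limits, of which 450 carry no gene ID and do not enter the count of genes. Leaving out 1 array at a time gave 2504 to 2803 genes, and a log2 limit of 1, the alternative that moved the count most, gave 6015. At E10.5 the largest increases were those of the embryonic globins *Hbb-y* (log2 fold change 10.69, SE 0.402, adjusted p 5.4e-20), *Hbb-bh1* (9.65) and *Hba-x* (7.27), followed by *Slc38a4* (6.75). The largest decreases were those of *Myom2* (−9.34, SE 0.346, adjusted p 4.5e-20), *Fabp4* (−9.15), *Dpt* (−8.47) and *Mgp* (−7.88).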

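Counted over the 20701 Entrez gene IDs in the array's annotation, these DEGs made up 12.7%. The difference between 3′ and 5′ probe sets for *Gapdh*, read as RNA quality, averaged at least 2.80 in each embryonic stage. In young and old adults it averaged 1.84 and 2.32, and its part in these calls was not tested.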

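DEGs against young adult hearts numbered 2050 at E10.5, 1710 at E11.5, 1586 at E12.5, 1426 at E13.5 and 1356 at E14.5. They numbered 1298 at E15.5, 1126 at E16.5, 890 at E17.5, 806 at E18.5 and 479 at E19.5. At E10.5, 1431 were higher and 620 lower than in young adults, with 1 gene in both because its probe sets differ. From E11.5 to E19.5, 1138, 1064, 882, 845, 764, 702, 485, 461 and 266 were higher, and 573, 523, 545, 511, 535, 425, 407, 347 and 213 lower. This balance depends on scaling. Centring each array on the median of the probe sets whose mean over all arrays is above 5, which shifted arrays by −0.31 to 0.32 log2, gave 696 higher and 1063 lower at E10.5. For E11.5 to E19.5 it gave 637, 593, 557, 540, 522, 463, 348, 325 and 206 higher against 939, 846, 827, 750, 773, 658, 574, 479 and 289 lower. Over all probe sets, array medians ranged from 4.002 to 4.196 and the lowest is that of an E10.5 array, so the shift depends on which probe sets are centred. Quantile renormalization gave 940 higher and 782 lower at E10.5, 865 and 715 at E11.5, and 800 and 655 at E12.5.

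**Figure D3:**
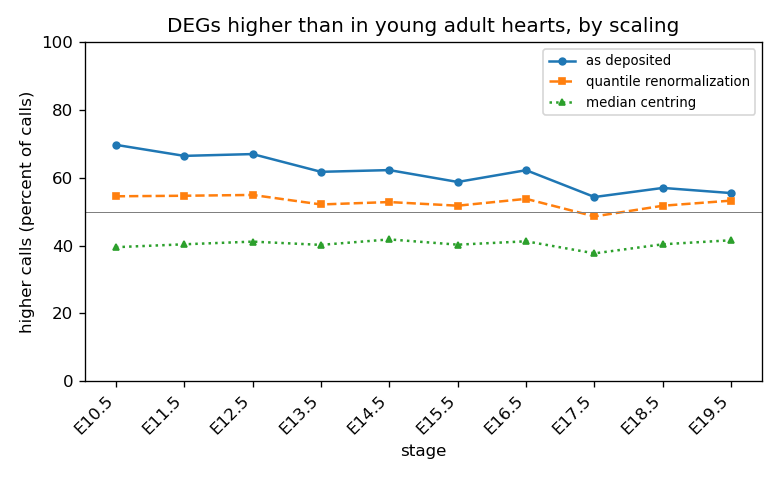
Percent of the DEGs that are higher than in young adult hearts (vertical axis) by stage (horizontal axis), for the deposited values, after quantile renormalization and after median centring (lines). The deposited values lie above the others at each stage, and the median centred values stay under the line that marks as many higher as lower.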

Notably, the number of DEGs reduced drastically with ongoing development, reducing to 2,080 at E10.5 and further to 495 at E19.5 (Figure 1D). DEGs at each time point are listed in Table S1. To evaluate the dynamics of gene expression during cardiogenesis, we initially inspected the transcript levels of genes associated with heart development in Gene Ontology (GO: 0007507; Table S2). 

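Means are log2 values ± SD over the 3 arrays of a stage. *Nkx2-5* fell at each of the 9 daily steps, from 8.23 ± 0.09 at E10.5 to 7.03 ± 0.16 at E19.5, and *Gata3* at 8 of the 9, from 5.17 ± 0.31 to 3.08 ± 0.14. *Gata4* was highest at E12.5 (6.25 ± 0.16) and reached 5.23 ± 0.13 at E19.5, and *Hand2* was highest at E11.5 (9.27 ± 0.06) and reached 8.36 ± 0.24. *Myocd* measured 9.71 ± 0.27 at E10.5, 10.23 ± 0.06 at E15.5 and 9.88 ± 0.26 at E19.5.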

TFs essential for heart development, such as *Gata3*, *Gata4* (Figure 2A), *Nkx2-5*, and *Hand2*, were gradually downregulated during embryonic development, whereas *Myocd* (transcriptional co-activator of serum response factor) displayed an initial increase in expression but plateaued from E15.5 to E18.5 (Figure 2B). 

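In young adults the means were 3.05 ± 0.40 for *Gata3*, 4.10 ± 0.23 for *Gata4*, 5.31 ± 0.19 for *Nkx2-5*, 6.70 ± 0.08 for *Hand2* and 7.21 ± 0.07 for *Myocd*. In old adults they were 3.61 ± 0.48, 4.42 ± 0.20, 5.78 ± 0.13, 6.83 ± 0.62 and 7.35 ± 0.43. From E10.5 to young adult, the log2 fold change of E10.5 ranged from 2.07 (SE 0.139, adjusted p 7.2e-14) for *Gata4* to 2.93 (SE 0.166, adjusted p 1.3e-15) for *Nkx2-5*. Other probe sets pointed the other way for *Gata4* (−0.33) and *Hand2* (−0.60), both under the expression limit, and for *Myocd* (−0.02). The DEG limit of 2 on the log2 scale was missed by *Gata4* and *Hand2* after quantile renormalization (1.91 each), and by *Gata3* (1.58), *Gata4* (1.54), *Hand2* (1.89) and *Myocd* (1.97) after median centring. *Gata3* missed it without E10.5 array mf1 (1.97) or the young adult male array (1.88), and *Gata4* without the latter (1.94).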

All these TFs were only weakly expressed in mature hearts. Expression of *Foxc1*, *Foxc2*, and *Foxp1* of the forkhead family of TFs, known to play an important role in embryonic heart development,^18^ decreased with progressive development, reaching lowest levels in adult tissue (Figure 2C). 

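At E10.5, *Foxc1*, *Foxc2* and *Foxp1* measured 7.15 ± 0.10, 8.34 ± 0.29 and 7.17 ± 0.34, and in young adults 5.69 ± 0.60, 5.56 ± 0.38 and 5.11 ± 0.65. *Foxc1* was highest at E12.5 (7.75 ± 0.07) and *Foxc2* at E11.5 (8.71 ± 0.08). The log2 fold changes were 1.46 (SE 0.261, adjusted p 1.9e-05), 2.78 (SE 0.188, 8.5e-14) and 2.07 (SE 0.326, 2.9e-06). After quantile renormalization (1.68) or median centring (1.54), no *Foxp1* probe set passed the DEG limits. Without a single E10.5 array (mf1, 2.11 at 2.1e-05; mf2, 1.88) or young adult array (female, 2.12 at 1.7e-05; mixed, 1.71) the probe set read here no longer passed, while another one, 2.13 at 1.4e-11 on all arrays, did. The remaining *Foxp1* probe sets, all past the expression limit, changed less on all arrays, by 0.74 to 1.18. Among them, the one with the highest mean (9.43) changed by 0.93 and measured 8.38 in young adults. Without the young adult female array, *Foxc1* reached 1.79 (1.2e-06). *Foxc1* and *Foxp1* had lower means at E17.5, 5.59 ± 0.17 and 4.82 ± 0.11, than in young adults.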

Consistent with the established role of BMPs in transforming growth factor beta and Wnt signaling pathways during cardiac development,^9^ the expression of *Bmp2*, *Bmpr1a* (bone morphogenetic protein receptor type 1A), *Tgf-β*, and *Wnt5a* was downregulated over time (Figure 2D). 

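From E10.5 to young adult, *Bmp2* went from 7.35 ± 0.29 to 5.07 ± 0.10, *Bmpr1a* from 6.69 ± 0.32 to 3.87 ± 0.21, *Tgfb2* from 8.45 ± 0.17 to 6.47 ± 0.24 and *Wnt5a* from 7.99 ± 0.17 to 4.06 ± 0.65. The log2 fold changes of E10.5 were 2.28 (SE 0.148, adjusted p 3.4e-14), 2.82 (SE 0.267, 1.7e-10), 1.98 (SE 0.188, 1.9e-10) and 3.93 (SE 0.239, 7.1e-15). *Tgfb2* was highest at E12.5 (8.93 ± 0.12). *Bmp2* was highest at E12.5 too, *Wnt5a* at E11.5 and *Bmpr1a* at E10.5. *Bmp2* fell under the DEG limit of 2 after quantile renormalization (1.86) and median centring (1.75). The *Tgfb2* probe set read here missed that limit, but others passed the DEG limits, at 2.85 (adjusted p 1.4e-07) and 2.45 (3.8e-08). The gene is thus a DEG, and its remaining probe set measured 1.01. A pair of other *Bmpr1a* probe sets, both under the expression limit, measured −0.27 and −0.69.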

Next, we inspected expression of genes associated with contraction of cardiac muscle, affecting the primary function of the heart (Figure 2E). 

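Of all probe sets, the one for *Actc1* had the highest mean at E10.5, 13.72 ± 0.29, ahead of *Tmsb10* (13.70 ± 0.10) and *Hbb-y* (13.60 ± 0.20). The SD of *Actc1* spans the means of both others, so the order among them is not settled. *Actc1* measured 12.52 at E15.5, 12.67 ± 0.12 at E19.5, 11.69 ± 0.40 in young and 12.00 ± 0.71 in old adults. From young adult to E10.5 its log2 fold change was 2.03 (SE 0.268, adjusted p 1.4e-07). It was under the DEG limit of 2 after quantile renormalization (1.99) and median centring (1.50), and without E10.5 array mf1 (1.96) or mf2 (1.93), or the young adult male (1.87) or mixed-sex array (1.97).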

Strikingly, cardiac alpha actin gene (*Actc1*), a known marker for early myogenesis,^19^ had the highest signal intensity of all genes at E10.5 but was subsequently downregulated, having minimum expression in the adult heart. Likewise, *Myh7*, which encodes for the β-myosin heavy chain, was highly expressed at all developmental stages but weakly expressed in adult hearts. This finding is consistent with previous observations of postnatal downregulation of *Myh7* in mice and other rodent hearts.^20^ In contrast, the expression of cardiac troponin I (*Tnni3*) was gradually upregulated during development, with maximum expression occurring in mature hearts. 

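*Myh7* was highest at E16.5 (13.74 ± 0.11), measured 13.29 ± 0.35 at E19.5 and averaged 11.52 ± 0.54 in young and 12.56 ± 0.85 in old adults. Its log2 fold change at E10.5 against young adults was 1.83 (SE 0.242, adjusted p 1.3e-07), and without the young adult male array 2.13, past the DEG limit of 2. Old against young adults it was 1.04 (adjusted p 0.0080).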

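*Tnni3* was lowest at E11.5 (10.26 ± 0.33), and measured 10.39 ± 0.21 at E10.5, 11.97 ± 0.05 at E19.5, 12.32 in young and 12.39 ± 0.27 in old adults. The log2 fold change of E10.5 was −1.94 (SE 0.156, adjusted p 5.2e-12) against young adults and −1.58 (adjusted p 1.8e-09) against E19.5. Against young adults it passed the DEG limit of 2 after quantile renormalization (−2.15) and median centring (−2.46), and without E10.5 array mf1 (−2.05).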

An even more extreme case, showing almost switch-like upregulation, was observed for titin-cap (*Tcap*), linked to sarcomere assembly. Throughout most of the monitored developmental stages, it was expressed at marginal levels but began to accumulate at E19.5 only and was more than 10-fold upregulated in adult hearts. 

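*Tcap* measured 6.55 ± 0.17 at E10.5, 6.23 ± 0.42 at E14.5, 7.17 ± 0.23 at E19.5, 10.69 ± 0.15 in young and 10.96 ± 0.15 in old adults. E19.5 and young adults differed by a log2 fold change of −3.51 (SE 0.195, adjusted p 4.6e-15), so that young adults were 11.4-fold higher.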

We also investigated expression in epigenetic regulators. In particular, expression of histone deacetylase 2 (*Hdac2*) strongly reduced in a linear manner during development, exhibiting a greater than 10-fold change (Figure 2F). 

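*Hdac2* fell at 8 of 9 daily steps, from 9.57 ± 0.01 at E10.5 to 7.28 ± 0.40 at E19.5, and measured 6.09 ± 0.36 in young and 6.07 ± 0.15 in old adults. The log2 fold change from young adult to E10.5 was 3.48 (SE 0.278, adjusted p 3.9e-12), or 11.2-fold. For its other probe sets it was 2.98 and 0.85.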

*Hdac2* deacetylates lysine residues at the N-terminal regions of the core histones H2A, H2B, H3, and H4, playing an important role in transcriptional regulation and plasticity.^21^ Table S3 indicates differentially expressed genes associated with the activity of ion channels in GO identified in our study. Close scrutiny suggests that ion channels undergo major remodeling during cardiac development. For instance, *Cacna1h* and *Cacna2d2* encoding for the α_1_- and α_2_-δ subunits of voltage-gated calcium channels, respectively, were gradually downregulated during development and were expressed at relatively low levels in adult hearts. In contrast, the gene *Cacna1g*, which is a paralog of *Cacna1h* that encodes for an alternative α_1_ subunit, was initially upregulated, reaching a maximal plateau during late developmental stages (Figure 2G). 

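From E10.5 to young adult, *Cacna1h* went from 7.81 ± 0.27 to 3.45 ± 0.25, a log2 fold change of 4.36 (SE 0.169, adjusted p 1.3e-19) for E10.5, and *Cacna2d2* from 8.97 ± 0.07 to 6.24 ± 0.39 (2.72, SE 0.182, 6.6e-14). At E19.5 they measured 5.93 ± 0.15 and 6.83 ± 0.12. Another *Cacna2d2* probe set, under the expression limit, measured −0.24.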

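*Cacna1g* rose from 4.18 ± 0.66 at E10.5 to 7.08 ± 0.19 at E17.5 and 6.67 ± 0.15 at E19.5. E10.5 against E19.5 gave a log2 fold change of −2.49 (adjusted p 2.3e-10). Young and old adults measured 4.98 ± 0.42 and 4.53 ± 0.26.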

Among the genes corresponding to sodium channels, we found that the α subunit encoded by the *Scn7a* gene remained very weakly transcripted in embryonic hearts but had up to 10-fold higher expression in mature hearts, displaying a switch-like expression pattern (Figure 2H). 

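*Scn7a* measured 4.16 ± 0.08 at E10.5, 3.89 ± 0.45 at E19.5, 7.46 ± 0.05 in young and 7.75 ± 0.66 in old adults. The means at E10.5 and E19.5 are under the expression limit of 5. E10.5 differed from young adults by a log2 fold change of −3.30 (SE 0.214, adjusted p 3.4e-14).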

The genes for potassium channels, *Kcna5* and *Kcnb1*, were very lowly expressed in all developmental stages but induced in both young and old adult hearts (Figure 2I). In contrast, transcripts of *Kcne1* gradually accumulated during development but were markedly depleted in adult hearts (Figure 2J). 

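*Kcna5* rose from 4.93 ± 0.14 at E10.5 to 6.01 ± 0.34 at E19.5 and 8.09 ± 0.08 in young adults, with 7.33 ± 0.14 in old adults; the log2 fold change of E10.5 against young adults was −3.15 (SE 0.369, adjusted p 1.4e-08).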

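*Kcne1* rose from 5.98 ± 0.31 at E10.5 to 8.18 ± 0.51 at E19.5 without a fall at any daily step. It averaged 3.93 ± 0.60 in young and 3.23 ± 0.43 in old adults, both under the expression limit of 5, and the log2 fold change of E19.5 against young adults was 4.25 (SE 0.378, adjusted p 2.3e-10).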

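From E10.5 to E19.5 and young adult, *Kcnq5* went from 6.75 ± 0.17 to 5.52 ± 0.33 and 3.93 ± 0.33, a log2 fold change of 2.82 (SE 0.363, adjusted p 8.3e-08) for E10.5 against young adults. *Kcna4* was highest at E15.5 (6.71 ± 0.11), against 3.87 ± 0.21 at E10.5, 5.22 ± 0.38 at E19.5 and 3.34 ± 0.39 in young adults. E15.5 differed from young adults by 3.37 (SE 0.198, 5.6e-15), and from E19.5 by 1.48 (5.5e-06). Another *Kcna4* probe set, under the expression limit, measured −0.31 for E15.5 against young adults.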

Expression of *Kcnq5* tended to be more strongly repressed as development occurred, whereas expression of *Kcna4* showed a parabolic expression pattern, with maximal expression at E15.5 (Figure 2J). A remarkable transcriptional plasticity was also observed for chloride (Cl^−^) channels. 

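*Clcn5*, the chloride channel gene that Table S3 and Fig. 2K list, measured 8.46 ± 0.15 at E10.5, 7.67 ± 0.05 at E19.5, 4.90 ± 0.50 in young and 5.01 ± 0.21 in old adults. The log2 fold change of E10.5 against young adults was 3.56 (SE 0.154, adjusted p 1.6e-18).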

Expression of *Clinc5* progressively decreased between E10.5 and E19.5, resulting in very low levels in adult hearts (Figure 2K). A transient pattern was observed for *Clca3a1.* After an initial increase from E10.5 to E13.5, an almost stable expression level was maintained until E19.5 before a drastic reduction occurred, yielding very low levels in both young and old adult hearts. In contrast, *Clic5*, which encodes for a chloride channel located in cardiomyocyte mitochondria of different rodents,^22^ displayed a linear increase in expression during development, with a considerable boost in expression in adult heart tissue. 

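*Clca3a1* rose from 6.13 ± 0.13 at E10.5 to 7.76 ± 0.14 at E13.5 and 7.99 ± 0.10 at E16.5, and measured 7.50 ± 0.25 at E19.5. Young and old adults measured 3.82 ± 0.64 and 4.66 ± 0.84. For E19.5 against young adults the log2 fold change was 3.68 (SE 0.284, adjusted p 1.0e-11).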

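*Clic5* rose from 4.25 ± 0.38 at E10.5 to 5.75 ± 0.67 at E19.5, 7.24 ± 0.25 in young and 7.96 ± 0.72 in old adults. The log2 fold change of E10.5 was −2.98 (SE 0.306, adjusted p 9.2e-10) against young adults and −1.50 (adjusted p 0.00020) against E19.5.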

Finally, the transcript level of cell division cycle (Cdc) genes, such as *Cdc27*, *Cdc20*, and *Cdca3*, decreased during embryonic development and were further reduced in mature cardiac tissue, reflecting the ceasing of cell cycle activity with progressing heart development. 

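From E10.5 to E19.5, *Cdc27* went from 8.50 ± 0.10 to 7.02 ± 0.16 and *Cdca3* from 8.32 ± 0.03 to 7.20 ± 0.09, and young adults measured 5.48 ± 0.35 and 4.26 ± 0.26. *Cdc20* fell at 4 of 9 daily steps and was highest at E15.5 (9.96 ± 0.07), with 9.08 ± 0.18 at E19.5 and 5.68 ± 0.35 in young adults. The log2 fold changes of E10.5 against young adults were 3.02 (SE 0.181, adjusted p 4.5e-15), 4.07 (SE 0.131, 1.9e-21) and 3.91 (SE 0.136, 1.0e-20). A pair of other *Cdca3* probe sets, both under the expression limit, measured −0.47 and −0.65.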

Interestingly, we found that *Rgcc* (regulator of cell cycle) displayed a contrasting pattern with low transcript levels during earlier development but high levels in adult heart. This suggests that *Rgcc* might contribute to postnatal cell cycle arrest in cardiomyocytes.

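*Rgcc* measured 4.32 ± 0.24 at E10.5, 3.51 ± 0.14 at E12.5, 6.87 ± 0.23 at E19.5, 8.54 ± 0.55 in young and 8.66 ± 0.31 in old adults. The log2 fold change of E10.5 against young adults was −4.22 (SE 0.296, adjusted p 2.0e-13).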

**Figure 2:**
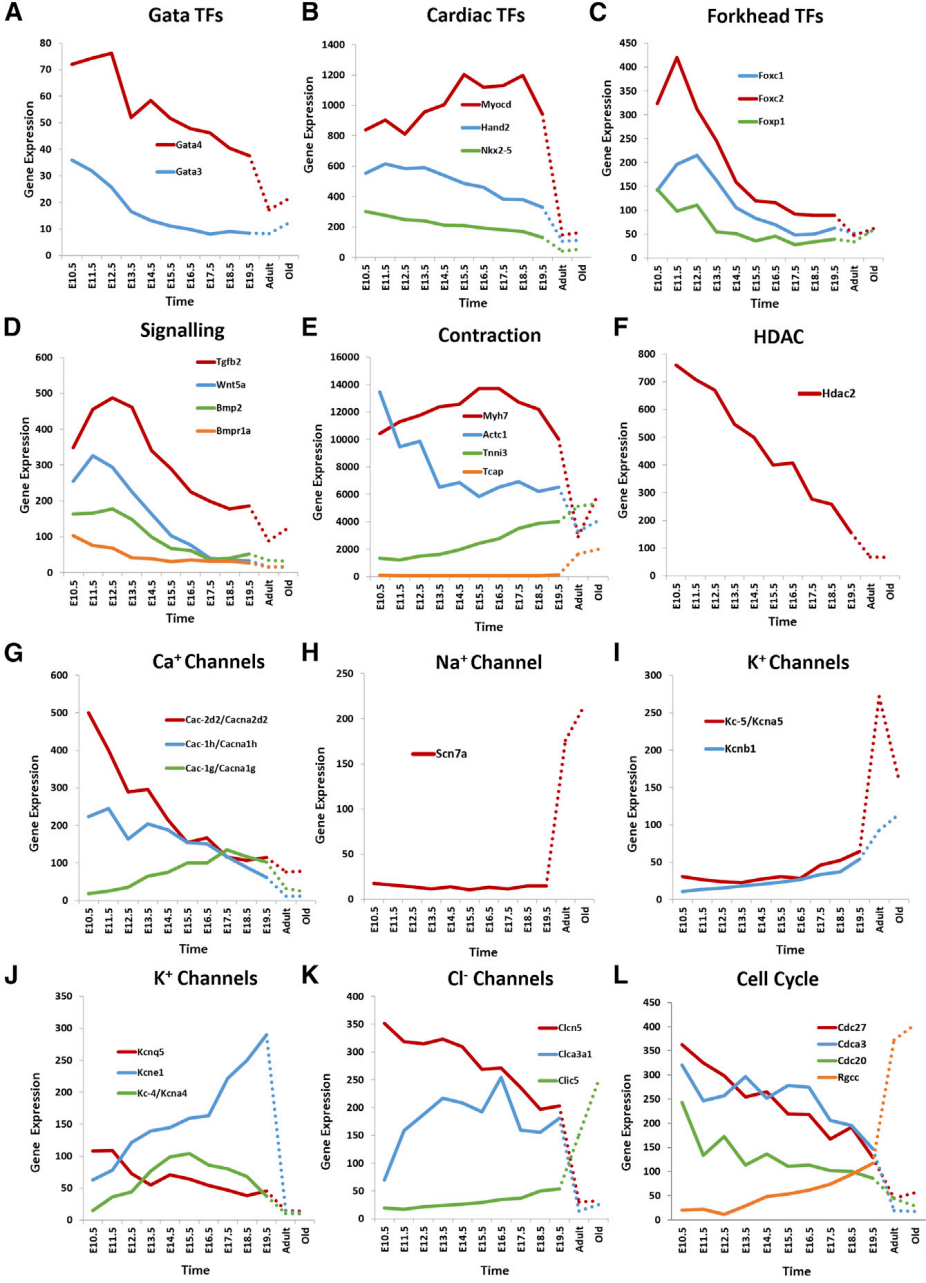
Temporal Expression Profiles of Selected Genes with Existing Association with Heart Development and Ion Channel Function (A) Gata transcription factors (TFs). (B) Known key TFs for cardiogenesis are shown. (C) Fox family TFs are shown. (D) Signaling pathway molecules linked for cardiac development are shown. (E) Genes encoding for structural cardiac proteins are shown. (F) Histone deacetylase is shown. (G) Calcium channel genes are shown. (H) Sodium channel gene is shown. (I and J) Potassium channel genes upregulated (I) and downregulated (J) in young mature heart tissue are shown. (K) Chloride channel genes are shown. (L) Cell cycle genes are shown. Dotted lines were plotted between E19.5, young, and old adult stages to emphasize the largely increased time intervals between these time points compared to the previous time points.

To assess the reliability of the generated transcriptomics data, we compared them with those reported in a related microarray study of murine heart development.^23^ A cross-correlation analysis verified both time series studies were in concordance on the transcriptome level (Supplemental Information; Figure S3).

### Gene Expression of Transcripts of Unknown Function during the Heart Development and Adult Heart

We were especially interested in genes listed as Riken genes or predicted in the Mouse Genome Informatic (MGI) database. The former originate from sequencing of full-length cDNA libraries collected at the Riken Institute, and many of these remain poorly characterized. 

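Among the DEGs, 122 genes have a Riken or predicted gene symbol. The RefSeq annotation lists 53 of them under that symbol: 36 as protein coding, 15 as long non-coding RNA and 2 as transcribed pseudogene.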

In our study, we found 127 Riken and predicted genes among the DEGs. After removal of genes functionally annotated in GO, 107 DEGs remained (Table S4). Remarkably, almost a quarter (23%) was curated as (long) non-coding RNA genes in the MGI database.

We assigned protein-coding Riken and predicted genes to three classes, based on whether their expression patterns showed (1) a gradual decrease in expression over time (29 genes; Figure 3A); (2) a transient higher expression during development (37 genes; Figure 3B); or (3) a gradual increase in expression over time (16 genes; Figure 3C). 

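Sorted by the stage with the highest mean, 46 of the 122 genes peaked at E10.5–E12.5, 45 at E13.5–E19.5 and 31 in young or old adults. This sorting takes in genes with a GO annotation too and rests on the highest mean alone, so a gene that changes little after its peak is counted as well.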

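*1110002E22Rik* measured 9.05 ± 0.20 at E10.5, 11.13 ± 0.06 at E15.5, 11.17 ± 0.19 at E18.5, 10.49 ± 0.11 at E19.5 and 8.74 ± 0.35 in young adults (log2 mean ± SD, n = 3). E15.5 was 5.26-fold above young adults (log2 fold change 2.39, SE 0.203, adjusted p 2.5e-11) and 4.23-fold above E10.5. Its other probe set gave 2.68 for E15.5 against young adults.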

A particularly strong increase of over 6-fold change and a high absolute expression level at E15.5 was recorded for *1110002E22Rik*. This was also one of the few Riken genes, for which a putative protein domain was detected. Close to the C terminus, a histone deacetylase superfamily domain (IPR000286) was predicted by Interpro, providing an interesting clue to the function of *1110002E22Rik*.

**Figure 3:**
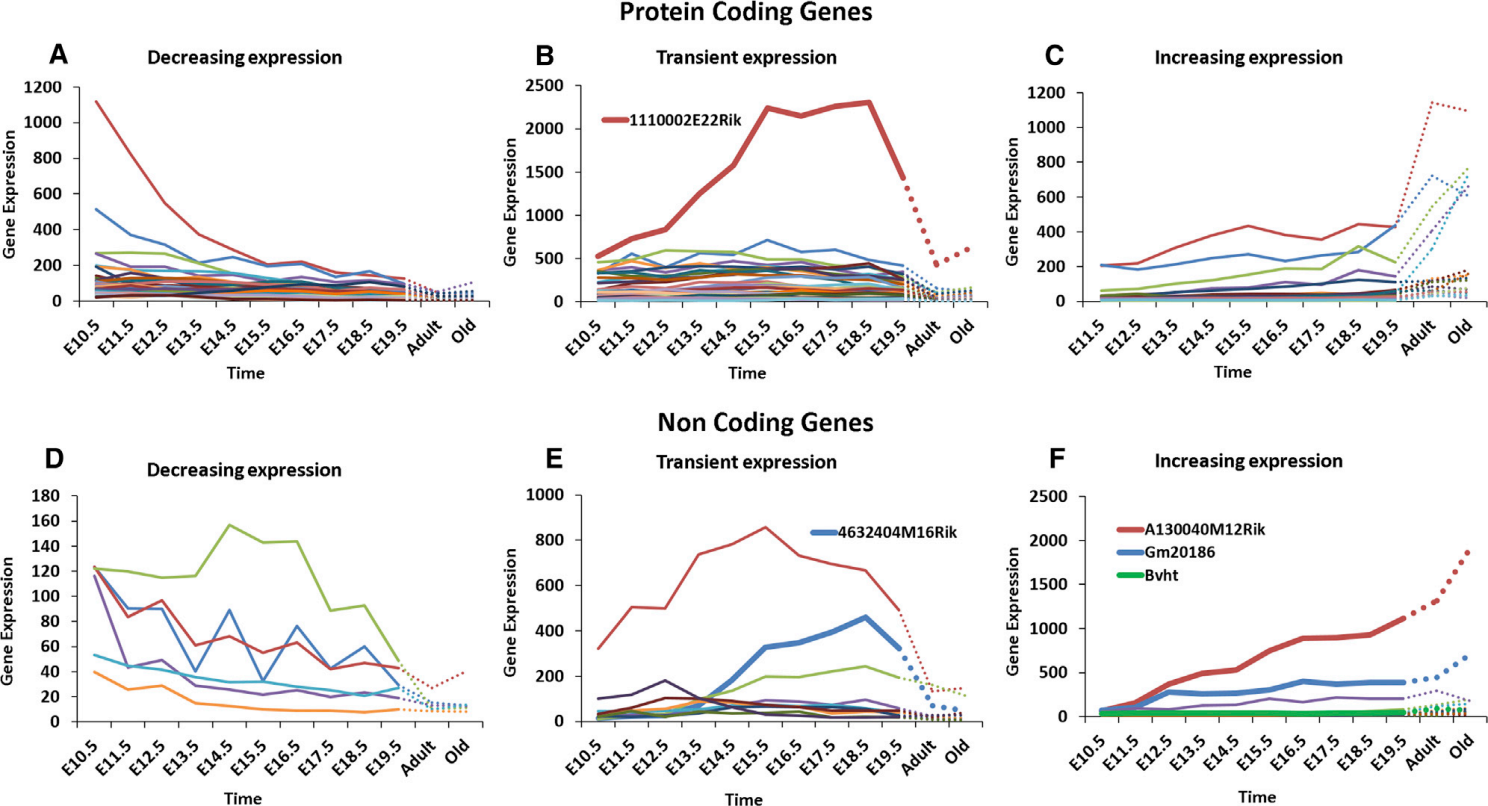
Differentially Expressed Genes Encoding for Poly(A)-RNA without Current Functional Annotation (A–C) Protein-coding genes with decreased (A), transient (B), or increased (C) expression. (D–F) Non-coding genes with decreased (D), transient (E), or increased (F) expression during embryonic development are shown.

Similarly, the differentially expressed non-coding genes were grouped into three classes, reflecting their expression patterns. In this case, six genes were downregulated during development (Figure 3D) and ten genes displayed transiently higher expression (Figure 3E), whereas nine genes were gradually induced (Figure 3F). Two lncRNAs showed an especially strong increase in expression during development: Riken *A130040M12* (29-fold) and *Gm20186* (10-fold). 

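*A130040M12Rik* rose from 6.05 ± 0.20 at E10.5 to 10.12 ± 0.46 at E19.5, 10.36 ± 0.16 in young and 10.90 ± 0.31 in old adults. Its highest mean was 28.8-fold its lowest, and its log2 fold change at E10.5 against young adults was −4.31 (SE 0.212, adjusted p 3.7e-17). *Gm20186* went from 6.17 ± 0.16 to 8.61 ± 0.60, 8.79 ± 0.49 and 9.47 ± 0.63, which is 9.81-fold from lowest to highest (−2.62, SE 0.269, 9.7e-10).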

The former has a 3,366-nt transcript derived from Viral-like 30 elements (VL30s). The later leads to a 741-nt transcript and was detected as widely expressed across multiple organs in mouse embryos by *in situ* hybridization (MGI-Gene Expression database). The expression of lncRNAs increased in old compared with young adult hearts. 

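For the 25 non-coding genes of Table S4, the median log2 fold change of old against young adults was −0.02, and 12 were higher in old adults. Quantile renormalization gave 13 and median centring 11. At an adjusted p under 0.05, limma gave 2 higher and 1 lower, and 0 were DEGs. Among the 15 DEGs annotated as long non-coding RNA, 7 were higher in old adults, and among all 122 Riken and predicted DEGs 83 were.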

A similar expression pattern was found for Braveheart, an lncRNA that was recently shown to modulate the expression of cardiac TFs. Whereas Braveheart was not included in the list of DEGs because of our stringent threshold, its previously reported expression is consistent with our data.^24^ 

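*Gm20748*, the symbol of Braveheart on the array, measured 5.15 ± 0.14 at E10.5, 5.60 ± 0.18 at E19.5, 6.52 ± 0.08 in young and 6.17 ± 0.11 in old adults. Young adults were 2.59-fold above E10.5 (log2 fold change of E10.5 −1.37, SE 0.176, adjusted p 7.8e-08) and 1.90-fold above E19.5. Old adults were at 0.785 times the young adult level (log2 fold change −0.35, adjusted p 0.230). Another probe set gave −1.42 for E10.5, but rose from 6.20 in young to 6.53 in old adults.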

In our study, Braveheart displayed low transcript levels during developmental stages but was two-fold upregulated in mature heart tissue (Figure 3F). 

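*4632404M16Rik* rose from 3.77 ± 0.12 at E10.5 to 8.84 ± 0.21 at E18.5, and measured 8.34 ± 0.20 at E19.5. For E18.5 against young adults the log2 fold change was 2.75 (SE 0.194, adjusted p 7.5e-13). Another probe set, under the expression limit, measured −0.30 in that comparison.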

A more transient expression pattern was observed for *4632404M16Rik* (Figure 3E), which is an intronic lncRNA of 2,882 nt length. It initially follows the upregulation of cardiac calsequestrin 2 (*Casq2*), in which *4632404M16Rik* is located. 

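*Casq2* rose 28.3-fold from 6.42 ± 0.15 at E10.5 to 11.24 ± 0.18 at E19.5. E10.5 differed from E19.5 by a log2 fold change of −4.82 (adjusted p 2.9e-17).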

CASQ2 is the most abundant Ca^2+^-binding protein in the sarcoplasmic reticulum and integral to the high Ca^2+^ capacity of the sarcoplasmic reticulum. 

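In young and old adults *Casq2* measured 10.10 ± 0.29 and 10.14 ± 0.41, and *4632404M16Rik* 6.09 ± 0.10 and 5.53 ± 0.34. The log2 fold change of *Casq2* at E10.5 against young adults was −3.68 (SE 0.217, adjusted p 3.1e-15).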

Although *Casq2* remained highly expressed after development, *4632404M16Rik* expression was only weak in mature tissue, suggesting that its function is evoked mainly during cardiogenesis (Figure S4).

### Genes Expressed in an Age- or Gender-Dependent Manner

PCA and clustering analysis (Figures 1B and S1) indicate that gene expression in the hearts of older adult mice (10 months old) closely resembles that in hearts of younger adult (10 weeks old) mice. 

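Old against young adults, limma's test gave an unadjusted p under 0.05 for 10398 probe sets and an adjusted p under 0.05 for 3138, most with a fold change inside the DEG limit. The 6 arrays hold 1 female, 1 male and 1 mixed-sex array per age, so age was compared across sexes.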

Only seven genes were found to be differentially expressed (Table S1). 

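With the limits of the paper's methods, 2 genes were DEGs between old and young adults. *Cpeb1* rose from 3.74 ± 0.24 to 5.93 ± 0.95 (log2 fold change 2.19, SE 0.249, adjusted p 4.8e-06), and *Chad* fell from 5.14 to 3.08 (−2.06, SE 0.192, 8.4e-08). A probe set that carries no gene ID changed by 4.19 (SE 0.222, 6.7e-14). The count rests on single arrays: it was 17 without the young adult female, 3 without the young adult male, 1 without the young adult mixed, 24 without the old adult female, 6 without the old adult male and 4 without the old adult mixed array. An adjusted p limit of 1e-04 with the filter before the test, chosen after the values were seen, gave 7 genes, *Adamts9* and *Ccdc141* among them. In the part of the paper's E10.5 list that was read, adjusted p values reach 8.2e-05, above the limit its methods state. An adjusted p limit of 0.05 gave 23 genes. With sex as a block on these 6 arrays alone, limma gave 0 genes, 6163 probe sets at an unadjusted p under 0.05 and a smallest adjusted p of 0.0201.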

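*Adamts9* had the largest increase of the genes in this comparison, with a log2 fold change of 3.93 (SE 0.581), but an adjusted p of 1.1e-04 kept it out of the DEGs. It averaged 3.10 ± 0.87 in young and 7.03 ± 2.35 in old adults. Without the old adult female array the log2 fold change was 5.26 (adjusted p 2.7e-10). Its other probe sets gave 0.90 and 0.75.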

The most upregulated gene in older hearts was *Adamts9*, which is a member of the ADAMTS (a disintegrin and metalloproteinase with thrombospondin motifs) family. It encodes for a secreted protease, acting as an angiogenesis inhibitor.^25^ 

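*Ccdc141* had the largest decrease, from 7.85 ± 1.06 in young to 5.52 ± 0.30 in old adults, with a log2 fold change of −2.33 (SE 0.327, adjusted p 6.3e-05). It became a DEG without the young adult female array (−2.93, 9.8e-08). Its other probe sets gave −1.66, −1.49, −0.35, 0.31 and 0.58.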

The most downregulated gene was the coiled-coil domain containing 141 (*Ccdc141*).

Over our time series, only three genes were consistently differentially expressed between male and female tissue samples. 

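Male and female arrays were paired by stage from E13.5 to old adult, 9 pairs on 18 arrays, in a limma model with stage as a block. The limits used for stages gave 3 genes from 7 probe sets, of which 2 carry no gene ID, and 3518 probe sets at an unadjusted p under 0.05. Leaving out 1 array at a time gave 3 genes each time; requiring a value above 5 on any single array, which moved the count most, gave 5.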

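*Xist* averaged 10.95 ± 0.50 on the 9 female and 2.72 ± 1.74 on the 9 male arrays from E13.5 on, a log2 fold change of −8.23 for male against female (SE 0.395, adjusted p 2.7e-09), in the same direction in 9 of 9 pairs. *Eif2s3y* and *Ddx3y* changed by 5.72 (SE 0.208, 3.8e-11) and 5.63 (SE 0.148, 5.8e-13). Female arrays ranged from 9.76 to 11.3 for *Xist* and male arrays from 2.00 to 7.34; the highest male value is that of E15.5, and the median of male arrays was 2.10. *Eif2s3y* ranged from 6.55 to 8.37 on male and from 1.89 to 2.75 on female arrays, and *Ddx3y* from 7.02 to 8.55 and from 1.71 to 2.50.

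**Figure D4:**
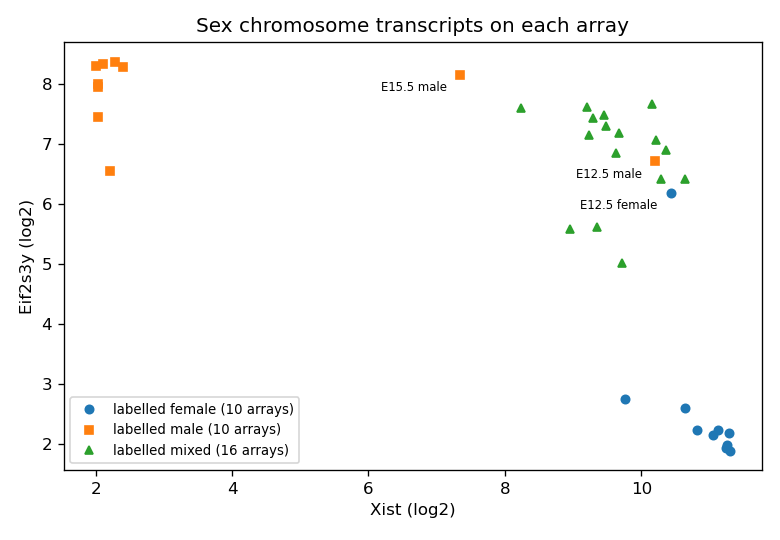
Log2 value of *Eif2s3y* (vertical axis) against *Xist* (horizontal axis) on each of the 36 arrays, by the label female, male or mixed. The E15.5 male array lies at a higher *Xist* value than the other male arrays from E13.5 on, and the E12.5 arrays labelled female and male lie among the mixed-sex arrays.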

As expected, *Xist* was detected only in female samples, whereas *Eif2s3y* and *Ddx3y*, both located on the Y chromosome, were detected only in male samples. 

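Over the probe sets that pass the expression filter, the variance of the log2 difference between the male and the female array was 0.0889 at E19.5, 0.236 in young and 0.265 in old adults. Over all probe sets the order of the adult stages reversed, with 0.203 in young and 0.200 in old adults. With 1 array per sex and stage, a difference between 2 arrays cannot be told from a difference between the sexes at any 1 stage.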

Clearly, the extent of gender-specific expression was marginal during development, although we observed significantly larger variability in expression between male and female samples in adult samples, especially in older mature heart tissue (Figure S5). 

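Probe sets whose male and female arrays of a stage differ more than 4-fold came from 0 genes at E12.5, 7 at E13.5, 6 at each of E14.5, E15.5 and E16.5, and 5 at each of E17.5, E18.5 and E19.5. Young adults had 30 and old adults 98. At a 2-fold limit the counts were 95 at E12.5, 22 at E13.5, 29 at E14.5, 113 at E15.5, 92 at E16.5, 168 at E17.5, 83 at E18.5 and 70 at E19.5, and 1118 in young and 930 in old adults. No test stands behind these counts, since each compares 1 array with 1 array. Requiring the expression filter left 3 at E18.5, 3 at E19.5, 26 in young and 78 in old adults.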

The number of genes having more than a 2-fold expression change between male and female samples increased from five at E19.5 to thirty in adult tissue and up to 98 in older mature tissue (Table S5). Of these, 55 genes were upregulated and 43 were downregulated in male heart tissue. 

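In old adults 55 genes were higher and 43 lower in the male array, and in young adults 21 were higher and 9 lower. The largest differences toward the young adult male were those of *Ddx3y* (5.87), *Mela* (4.23), *Eif2s3y* (3.80), *Slc15a2* (3.40) and *Hspa1b* (2.89), and those toward the female included *Xist* (−7.55), *Sfi1* (−3.48), *Mmp3* (−2.56) and *Serpina1b* (−2.42). In old adults *Xist* (−8.61), *Igj* (−5.54), *Ighm* (−4.35) and *Cxcl13* (−3.81) were lower in the male by the most.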

A GO enrichment analysis of these upregulated genes showed significant overrepresentation of cytoskeletal genes, especially those associated with actin filament and organization. 

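*Gsn* measured 12.48 on the old adult male, 5.44 on the female and 12.40 on the mixed-sex array, a difference of 7.04 between male and female; in young adults it was 0.05. The value rests on 1 probe set on 1 array: other *Gsn* probe sets gave −0.63, −0.21 and −0.59.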

The most upregulated gene was gelsolin, which encodes for a protein regulating the actin cytoskeleton. In contrast, no enriched GO categories were associated with downregulated genes.

### Differential miRNA Expression during Heart Development

The same method and thresholds for DEGs were used to identify differentially expressed miRNAs (DEmiRs). We identified 217 DEmiRs in this study. Similar to DEGs, the number of DEmiRs gradually decreased from 191 at E10.5 to 98 at E19.5, as heart development progressed (Table S6; Figure 1E). Comparing the number of upregulated and downregulated DEmiRs, we found 2.5–3.5 times more upregulated than downregulated DEmiRs during heart development. This contrast with the ratio of upregulated to downregulated DEGs, which is more balanced in later stages of development (Figure 1D). 

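Of the DEGs against young adult hearts, 69.8% were higher at E10.5, 54.4% at E17.5 and 55.5% at E19.5. After quantile renormalization these shares were 54.6%, 48.6% and 53.3%. After centring on the median of the probe sets with a mean above 5, which moves all values of an array by the same amount, they were 39.6%, 37.7% and 41.6%. The size of the excess of higher genes at E10.5 thus depends on the scaling.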

Among the DEmiRs, we identified a number of miRNAs associated with the cardiac cell lineage, including miR-17, miR-29-3p,^26^, ^27^ miR-199a-3p,^28^, ^29^ miR190-3p,^30^ and miR-1.^31^, ^32^, ^33^ The expression of miR-17-5p was gradually downregulated from E10.5 to E19.5, with a subsequent 3-fold drop in expression in adult heart tissue (Figure 4). In contrast, the expression levels of miR-29a-3p, miR-195a-5p, and miR-1a were relatively low during all developmental stages but highly upregulated in adult hearts. More transient expression patterns were displayed by miR-199a-3p and miR-133a, for which we recorded maximum and minimum signal intensities at developmental stages of E12.5 or E13.5, respectively. As in the case of poly(A)-RNAs, we searched for differentially expressed miRNAs in older versus younger adult heart tissue, as well as for gender-specific changes. However, no significant differential expression was detected in these comparisons.

**Figure 4:**
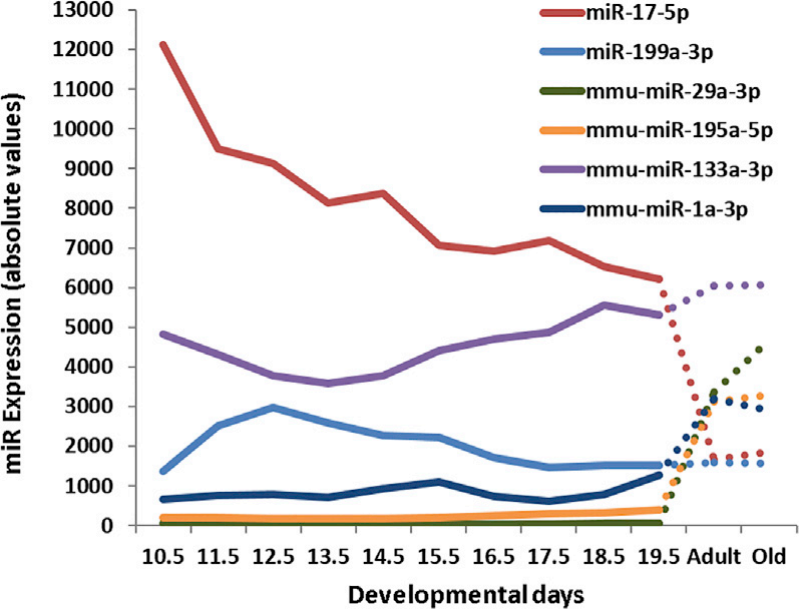
Temporal Expression Profiles of Selected DEmiRs for Embryonic and Mature Heart Tissues

### Dynamics of Gene Expression during Embryonic Heart Development

Our approach to use the young heart tissue as reference delivered a large number of genes that were differentially expressed in embryonic compared to mature tissue. To demarcate genes that showed significant expression changes during the embryonic development, we reanalyzed the transcriptomic with E19.5 as new reference. As shown in Figures 1F and 1G, the number of the newly detected DEGs and DEmiRs rapidly decreased in the early stages of the development (E10.5–14.5) in exponential manner. 

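With E19.5 as reference, DEGs numbered 758 at E10.5 (531 higher, 227 lower), 330 at E11.5 (166 and 164), 309 at E12.5 (166 and 143), 149 at E13.5 (62 and 87) and 78 at E14.5 (30 and 48). Median centring gave 258 and 373 at E10.5, 112 and 228 at E11.5, 103 and 196 at E12.5, 49 and 118 at E13.5, and 14 and 64 at E14.5. Quantile renormalization gave 313 and 280 at E10.5, and 122 and 162 at E12.5. A log2 limit of 1 gave 2373 at E10.5 and 1136 at E11.5, and 2 stages in the fit gave 161 and 168. At E10.5 the largest changes were those of *Hapln1* (5.62) and *Hemgn* (4.95) after the globins, and of *Aspn* (−6.68) and *Ogn* (−6.40) after *Myom2*, *Fabp4* and *Dpt*. For each of these genes the lower stage mean is under the expression limit of 5, so the sizes depend on values under it.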

Compared to the higher large numbers of genes and miRNAs observed in the previous comparison (Figures 1D and 1E), the numbers of genes and miRNAs with significant dynamic expression during development were considerably smaller. In particular, only a few genes and no miRNAs were found differentially expressed for E15.5–E18.5. 

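In at least 1 stage from E10.5 to E18.5, 821 genes were DEGs against E19.5. Young adults had 479 DEGs in this comparison and old adults 639 (358 higher, 281 lower).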

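Against E19.5, E15.5 had 31 DEGs (6 higher, 25 lower), E16.5 15 (4 and 11), E17.5 4 and E18.5 2, all of the last 6 lower. After median centring E16.5 had 2 higher and 15 lower. Without 1 array at a time E17.5 had 3 to 12 DEGs, the 12 without the E19.5 mixed-sex array, and E18.5 had 2 throughout. limma's test gave an unadjusted p under 0.05 for 7640 probe sets at E17.5 and 5357 at E18.5.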

Analyzing the expression in mature tissue with E19.5 as reference confirmed the striking imbalance between positively and negatively regulated miRNAs. We identified 3.5 times more negatively regulated than positively regulated miRNAs in mature tissue when compared to E19.5. Tables S7 and S8 list the genes that were found differentially regulated at the different heart developmental stages using the E19.5 heart developmental stage as a reference in comparison to young adult heart applied as a reference, respectively. Tables also show commonly differential expressed genes and miRs identified by applying the adult and E19.5 developmental stage as references. Moreover, we have also identified non-uniquely and uniquely genes (Table S9) and miRs (Table S10) that were expressed for each developmental stage.

### Integrative Analysis of Dual Transcriptome Data and miRNA Gene Targets

To obtain comprehensive coverage of potential miRNA targets, we integrated miRNA interactions from five independent resources (see Materials and Methods). Stringent filtering procedures were applied to predicted miRNA interactions to reduce the number of false positives (see Supplemental Information). We only included interactions in which the miRNA or its target was expressed at least at one time point in this study. This led to compilation of 102,083 potential interactions between 368 miRNA and 9,211 gene targets, covered by our microarray platforms. To cope with this complexity and evaluate major expression trends, we clustered the DEGs and DEmiRs separately, based on their standardized expression profiles using fuzzy c-means clustering.^34^ This resulted in the detection of six clusters of DEGs and three clusters of DEmiRs. 

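The 2632 DEGs were clustered on their standardized stage means by fuzzy c-means with 6 clusters and a fuzzifier of 2, and the start with the lowest error out of 20 was kept. Of these genes, 2002 had a membership above 0.5 in 1 cluster. Each gene was then counted in the cluster of its highest membership.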

Each possible pair of clusters of DEGs and DEmiRs was subsequently evaluated for putative miRNA-gene interactions to derive a regulatory interaction matrix (M_all_). Because miRNAs are commonly considered to be post-transcriptional repressors, we also determined an interaction matrix M_neg_, which included only anti-correlated interactions between miRNAs and their target genes. In this way, we combined our clustering approach and interaction data to generate a compact network of miRNA and gene clusters displayed in Figure 5, together with the regulatory interaction matrices M_all_ and M_neg_. Given that, in classical models, miRNA binding leads to repression of their targets, we focused on the links between DEmiR and DEG clusters, in which putative negative regulatory interactions dominated.

**Figure 5:**
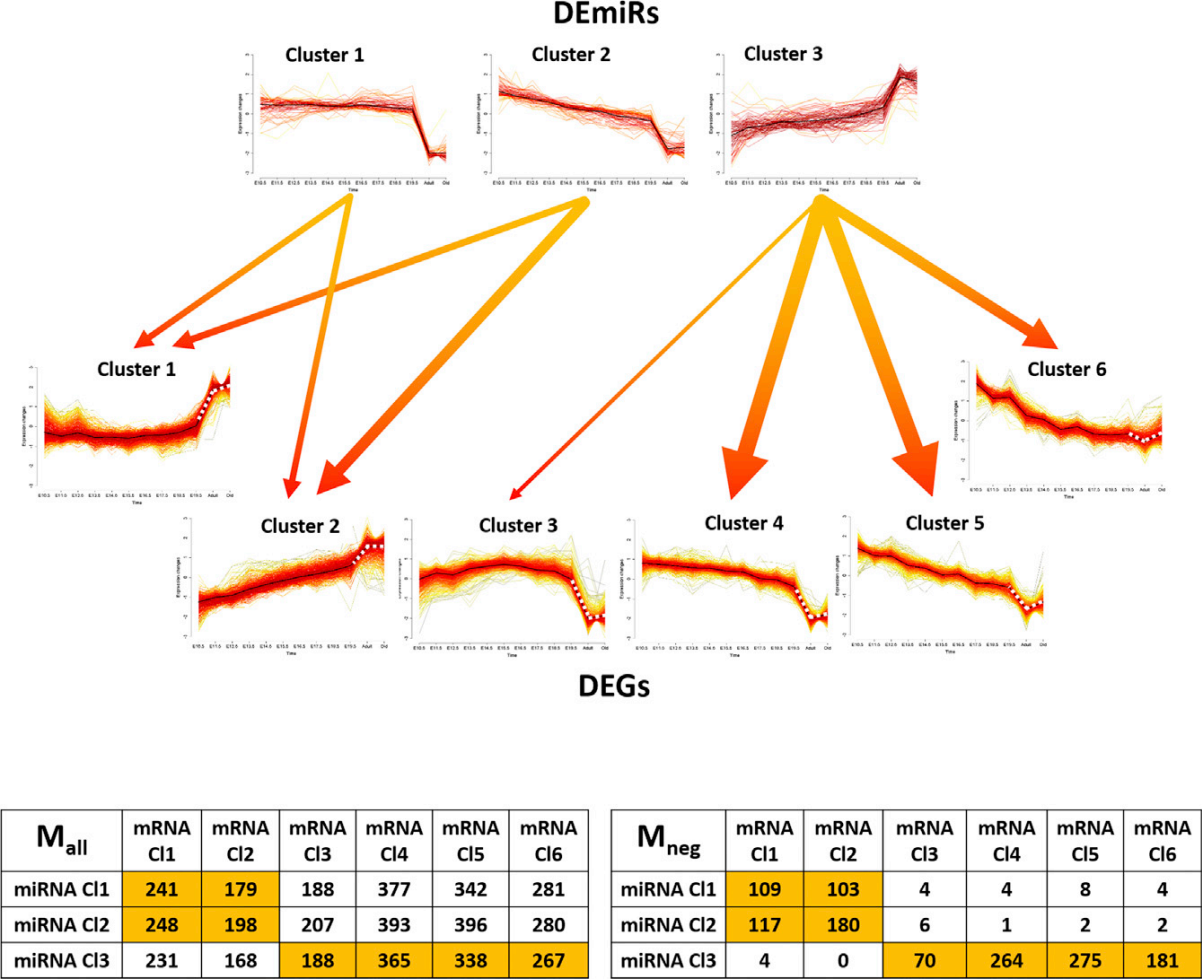
Integrative Analysis of Clusters of DEmiRs and DEGs The fuzzy c-means algorithm was used to obtain three DEmiR clusters and six DEG clusters. Clusters were linked based on miRNA-target gene interactions. Links are only displayed when dominated by negatively correlated miRNAs and target gene interactions. The tables in the bottom panel display the total number of potential regulatory interactions between pairs of DEmiR and DEG clusters (M_all_) and the number of interactions between negatively correlated miRNAs and target genes (M_neg_). The width of the arrow indicates the number of anti-correlated targeted genes.

DEmiRs in cluster 1 were strongly downregulated in mature heart tissue compared with samples of developing hearts. Only minor differences in their expression levels were observed between stages of embryonic development. Compared with DEmiR cluster 1, DEG cluster 1 showed the strongest anti-correlation in expression. Accordingly, DEG cluster 1 showed little change in gene expression from E10.5 to E19.5 but a considerable increase in mature tissue. 

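Among clusters whose mean is higher in adults, the one with the least embryonic change held 210 genes, and the centre of its standardized profiles changed by −0.32 SD units from E10.5 to E19.5. Clustering called probe sets in place of genes, which moved it most, gave 709 members; 5 clusters gave 491, 7 clusters 213 and a fuzzifier of 1.5 gave 188.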

Remarkably, miRNAs of DEmiR cluster 1 targeted 241 of the 643 genes included in DEG cluster 1. We also detected significant enrichment of target genes among biological processes associated with metabolism, such as oxidation-reduction processes (false discovery rate [FDR] = 2.0E−5) and the immune system (FDR = 0.009).

DEmiR cluster 2 showed a gradual decrease in expression during embryonic development and further downregulation in mature heart tissue. These changes in expression levels suggest a dynamic adjustment of the regulatory function of miRNAs included in DEmiR cluster 2 during embryonic development and are in contrast to miRNAs included in DEmiR cluster 1, which showed little expression change over this period. 

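The cluster with the largest embryonic rise held 285 genes, and its centre changed by 2.24 SD units from E10.5 to E19.5. Called probe sets gave 553 members, 5 clusters 415, 7 clusters 293 and a fuzzifier of 1.5 gave 244. The remaining cluster with a rise held 422 genes (1.08 SD units).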

DEG cluster 2 displayed anti-correlated gene expression behavior with DEmiR cluster 2, having a gradual increase in gene expression during embryonic heart development and further upregulation in mature tissue. Notably, a large number of genes in DEG cluster 2 were targeted by miRNAs in DEmiR cluster 2, i.e., 198 out of 517 genes. Further functional enrichment analysis of the targeted genes in DEG cluster 2 revealed a significant association with developmental biological processes, including angiogenesis (FDR = 3.7E−5) and cardiovascular system development (FDR = 9.9E−6).

Finally, the expression of most miRNAs in DEmiR cluster 3 increased only during embryonic heart development but reached high expression levels in mature hearts. 

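The other clusters held 504 genes, whose centre of standardized profiles changed by −2.37 SD units from E10.5 to E19.5, 676 with −1.50 and 535 with −0.27. All of these centres were lowest in young adults. Together they held 1715 genes, and those higher in adults 917.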

DEG clusters 3, 4, 5, and 6 showed the opposite pattern of gene expression over time, comprising genes with decreasing expression during heart development and minimum expression in young and old adult hearts. Members of DEmiR cluster 3 targeted 188 genes belonging to DEG cluster 3, 365 genes of DEG cluster 4, 338 genes of DEG cluster 5, and 267 genes of DEG cluster 6. GO analysis of the targeted DEGs from clusters 3, 4, 5, and 6 indicated statistically enriched biological processes, such as regulation of gene expression, cell cycle (FDR = 7.3E−5), heart development (FDR = 2.8E−5), and cytoskeleton organization (FDR = 0.0006). These results suggest that members of cluster 3 DEmiRs act as key regulators of cardiogenesis, given their potential to induce progressive downregulation of genes that were especially active during development and postnatal maturation.

Alternative to the data-driven clustering approach connecting the temporal profiles of DEGs and DEmiRs, we also aimed to link individual miRNAs to specific genes that are known to be involved in heart development and that we examined earlier (Figure 2). To this end, we searched for miRNAs that target these genes and show anti-correlated expression during embryonic development. We excluded mature samples in the calculation of correlation to avoid confounding effects through large postnatal expression changes that frequently were observed. Table 1 displays anti-correlated miRNAs that target genes in the specific sub-categories shown in Figure 2. For the majority of inspected genes, potential regulatory miRNAs with a moderately or strongly anti-correlated expression could be identified. However, we did not find indications that the same miRNA targets different genes of the same functional sub-categories. Further inspection of the role of the identified miRNAs in regulating heart developmental genes is vindicated.

**Table 1:** Highly Anti-correlated miRs to the Specific Gene Subcategories in Figure 2

		Kendall Dev
**Gata TFs**		

Gata4	miR-3474	−0.4
	miR-22-5p	−0.26
Gata3	miR-27a-3p	−0.64
	miR-34a-5p	−0.4

**Cardiac TFs**		

MyoCD	miR-495-3p	−0.6
	miR-31-3p	−0.54
Hand2	miR-671-5p	−0.26
	miR-181a-5p	−0.18
Nkx2-5	miR-207	−0.02

**Forkhead TFs**		

Foxc1	miR-133b-3p	−0.56
	miR-680	−0.46
Foxc2	miR-133a-3p	−0.61
	miR-133b-3p	−0.61
Foxc3	–	–

**Signalling**		

Tgfb2	miR-301a-3p	−0.57
	miR-193b-3p	−0.52
Wnt5a	miR-378a-5p	−0.71
	miR-378b	−0.66
Bmp2	let-7b-5p	−0.48
	miR-27a-3p	−0.44
Bmpr1a	miR-194-5p	−0.72
	miR-362-3p	−0.46

**Contraction**		

Myh7	–	–
Actc1	miR-30a-5p	−0.46
	miR-30e-5p	−0.44
Tnni3	–	–
Tcap	miR-128-3p	−0.23
	miR-324-3p	−0.17

**Hdac**		

Hdac2	–	–

**Ca**^**2+**^**Channels**		

Cacna2d2	miR-490-3p	−0.67
	miR-671-5p	−0.13
Cacna1h	miR-28a-3p	−0.63
	miR-466a-3p	−0.6
Cacna1g	miR-139-5p	−0.78
	miR-187-3p	−0.69

**Na**^**+**^**Channel**		

Scn7a	–	–

**K**^**+**^**Channel**		

Kcna5	miR-450b-3p	−0.2
Kcnb1	miR-409-3p	−0.8
	miR-17-5p	−0.6
Kcnq5	miR-292-5p	−0.54
	miR-324-3p	−0.41
Kcne1	miR-466g	−0.55
	miR-466f-3p	−0.42
Kcna4	miR-193b-3p	−0.46
	miR-181a-5p	−0.12

**Cl**^**−**^**Channel**		

Clcn5	miR-27a-3p	−0.62
	miR-194-5p	−0.58
Clca3a1	–	–
Clic5	miR-182-5p	−0.53
	miR-485-5p	−0.45

**Cell Cycle**		

Cdc27	miR-362-5p	−0.46
	miR-195a-5p	−0.45
Cdca3	miR-195a-5p	−0.48
Cdc20	–	–
Rgcc	–	–

### Temporal Expression of DEmiRs in E10.5–E19.5 Mouse Embryos

It should be noted that the inclusion of mature samples had an impact on the clustering (Figure 5). This appeared to be especially relevant for the clustering of DEmiRs. All three clusters displayed strong changes in expression between E19.5 and young mature stage, which could dominate more subtle changes during the embryonic period. Therefore, we carried out the clustering of DEmiRs without the expression for the mature tissues. This led to the detection of three new clusters (Figure 6, lower panels), which showed indeed more distinguished expression patterns during embryonic development as compared to the analysis including the mature tissues (Figure 6, upper panels; the same clusters as indicated in Figure 5A). The first cluster consisted of gradually downregulated miRs, whereas upregulated miRs were assigned to the second and the third clusters that showed distinct patterns. In the second cluster, we found miRs that were gradually upregulated, whereas the third cluster included miRs that showed the largest increase in expression at early time points and stable expression at later time points of the embryonic development.

**Figure 6:**
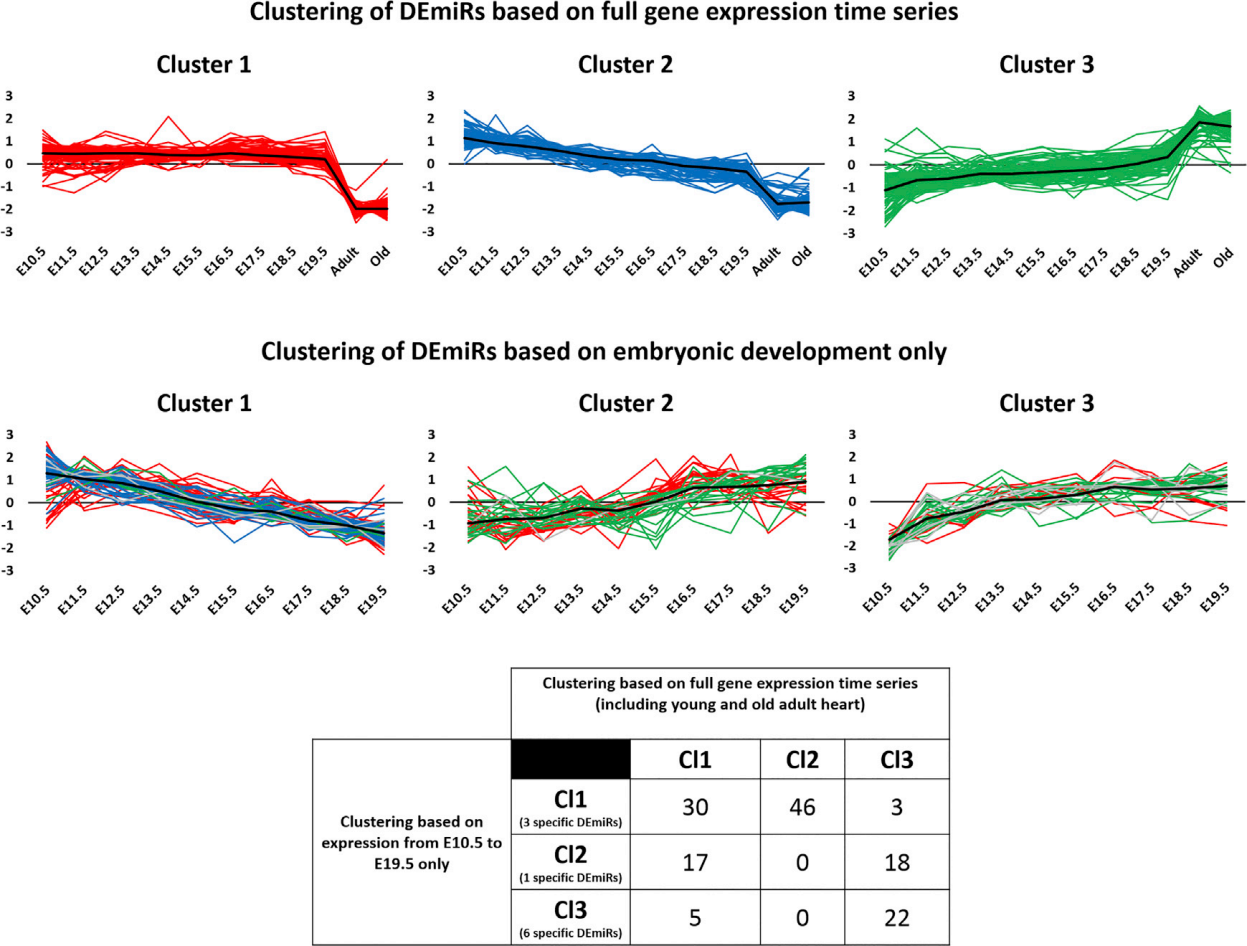
Clusters of Temporal Expression Profiles of DEmiRs for Embryonic and Mature Heart Tissues (Upper Panel) and for Only Embryonic Tissues (E10.5–E19.5) (Middle Panel) For cluster analysis, the fuzzy c-means algorithm was used to obtain three DEmiR clusters for each of the cases. The table below shows the numbers of common DEmiRs between the two clusterings. To indicate the redistribution of DEmiRs, the coloring of the first clustering (with red for cluster 1 DEmiRs, blue for cluster 2 DEmiRs, and green for cluster 3 DEmiRs) was kept in the second clustering. DEmiRs are labeled by the light gray color in the second clustering if they were not included in the first clustering but only found with E19.5 as reference time point. The number of these DEmiRs is also included in the table. The DEmiRs belonging to the six clusters are also included in Table S6 (worksheet-cluster distribution).

### Prioritization of miRNA Candidates Involved in Heart Development and Maturation

Our microarray experiment revealed a surprisingly large number of DEmiRs, with the vast majority of them not yet linked to heart development or cardiac tissue maturation. To assist prioritization for future studies of their functional relevance, we used several complementary approaches: (1) analysis of the correlation between miRNAs and their targets; (2) evaluation of the existing functional annotation of the targets; and (3) template-based detection of relevant miRNAs. More specifically, we classified target genes of miRNAs as negatively correlated if the Kendall’s correlation coefficient of the miRNA and target gene was smaller than −0.4. Target genes were also classified as associated with heart development or with transcriptional regulation based on their current GO annotation. These data can be found in Table S11.

Assuming that the dominant mode of miRNAs is post-transcriptional repression, we would expect that target genes show a negative correlation with miRNA expression profiles. Conversely, we can evaluate the regulatory activity of a miRNA by calculating how many of its differentially expressed target genes (DETGs) are negatively correlated (DETGNCs). Plotting DETGs and DETGNCs (Figure 7A) clearly showed that many of the miRNAs having a high percentage of negatively correlated target genes are already known to be involved in the regulation of heart development or function. For instance, at least 70% of the DETGs of miR-1a-3p and miR-195a-5p (a member of the miR-15 family) were negatively correlated. This supports the conjecture that the percentage of DETGNCs could be indicative of a miRNA’s regulatory activity. The highest percentage of DETGNCs (∼83%) was recorded for let-7f-5p, let-7g-5p, and miR-499-5p, which belong to the so-called intronic myomiRs. Based on their high percentage of DETGNCs, we also identified miRNAs that are not yet linked to heart development, namely let-7i (82%), mir-3472 (79%), and miR-490-3p (73%; also highlighted in Figure 7A). These miRNAs can provide attractive leads for further studies.

**Figure 7:**
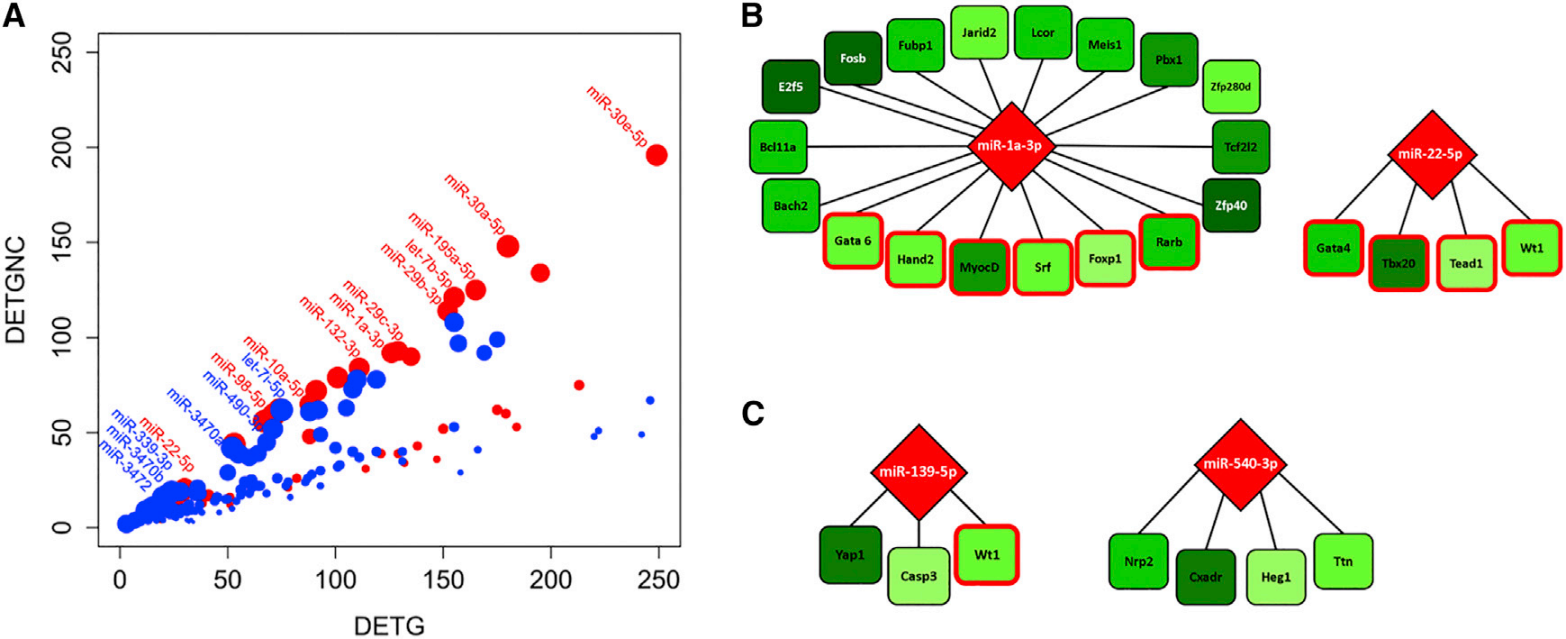
Prioritization of Cardiac miRNAs (A) Number of differentially expressed targets (DETGs) and differentially expressed genes that are negatively correlated (DETGNCs). Red dots label miRNAs that have been previously associated with heart development. Blue dots label miRNAs that have not been associated with the heart development to date. Dot size indicates the percentage of anti-correlated targets, compared to all differentially expressed targets. (B) Examples of two miRNAs (symbolized as diamonds) targeting TFs are shown (squares). Red borders highlight TFs associated with heart development. The colors of the symbols indicate expression changes in young mature tissue (shades of red: upregulated; shades of green: downregulated). (C) Examples of candidates of differentially expressed miRNAs (DEmiRs) targeting differentially expressed genes (DEGs) associated with heart development are shown.

In addition, we inspected the number of transcriptional regulators among the targets of miRNAs. We found 13 miRNAs that target 10 or more transcriptional regulators, with anti-correlated expression patterns. Differential expression of these miRNAs may have an especially broad effect on gene expression at a systems level. Strikingly, miR-1a-3p was the miRNA with the largest number of anti-correlated transcription regulators among its potential targets. Among the 18 transcription regulators possibly targeted by miR-1a-3p were six TFs (*Foxp1*, *Gata6*, *Hand2*, *Myocd*, *Rarb*, and *Srf*) associated with heart development, supporting a key role for miR-1 in the cardiac cell lineage (Figure 7B). Other miRNAs targeting multiple transcriptional regulators linked to heart development included miR-362-3p, miR-132-3p, miR-22-3p, miR-22-5p, and miR-221-3p. Four of the six transcriptional regulators potentially targeted by miR-22-5p are associated with heart development in GO, indicating that downstream regulatory effects of miR-22-5p may be specific to cardiogenesis (Figure 7B).

Finally, we filtered putative interactions by requiring that both miRNAs and target genes show at least a 4-fold differential expression change at one time point and were anti-correlated (Kendall correlation < −0.4). We only included target genes that were already associated with heart development in GO. Table S11 lists 51 miRNAs that were identified as targeting 48 genes annotated as heart developmental genes. Given these stringent thresholds, we retrieved only a few miRNAs that targeted several genes (e.g., miR-30e-5p targeted eight genes); the majority targeted only a single gene. However, miR-22-5p targeted both *Tbx20* and *Gata4*, i.e., two TFs that are essential for heart development (Figure 7C).^35^ A review of the literature for these 51 miRNAs showed that 24 (47%) are currently linked to cardiogenesis or heart functions (Table S12). In this context, their identified putative interactions with heart developmental genes may indicate a specific role in cardiogenic regulation. More importantly, we suggest that the remaining 27 miRNAs should be considered as candidates for cardiac regulators. These include miR-139-3p targeting *Dicer1*, *Nedd4*, *Sox11*, and *Ednra*, as well as miR-540-3p targeting *Nrp2*, *Caxadr*, *Heg1*, and *Ttn* (Figure 7C).

### HeartMir: An Interactive Resource for Identification of miRNA-Induced Gene Regulation during Heart Development and Maturation

We implemented a freely accessible database called HeartMiR, available at http://heartmir.sysbiolab.eu (Supplemental Information). It serves as a comprehensive tool for query, visualization, and identification of regulatory interactions of miRNAs with potential relevance in heart development and maturation. Its use is intuitive, following the scheme outlined in Figure 8. Thus, HeartMiR can be queried for all interactions of miRNAs and genes or for specific miRNA-mRNA interactions. Several gene or miRNA identifiers can be used to define a query. Currently, accepted gene identifiers include the gene name, gene symbol, Entrez Gene ID (using NCBI annotation), and its corresponding Affymetrix ID. Identifiers for miRNAs, which can be used for querying, include miRBase, Affymetrix, and Transcript IDs. Additionally, a threshold for correlation can be set, resulting in the exclusion of interactions with low absolute correlation between miRNAs and their corresponding target genes. Correlation of expression is measured using Kendall’s tau coefficient, because we found the Pearson correlation to be too sensitive to large expression changes occurring between E19.5 and the young adult stage. The Kendall correlation can be used for the complete time series or with separate correlation coefficients for developmental time points only (“Kendall Dev”). This enables a more sensitive examination of how strongly the expression of miRNAs and their targets are (anti-) correlated during embryonic development (E10.5–E19.5).

**Figure 8:**
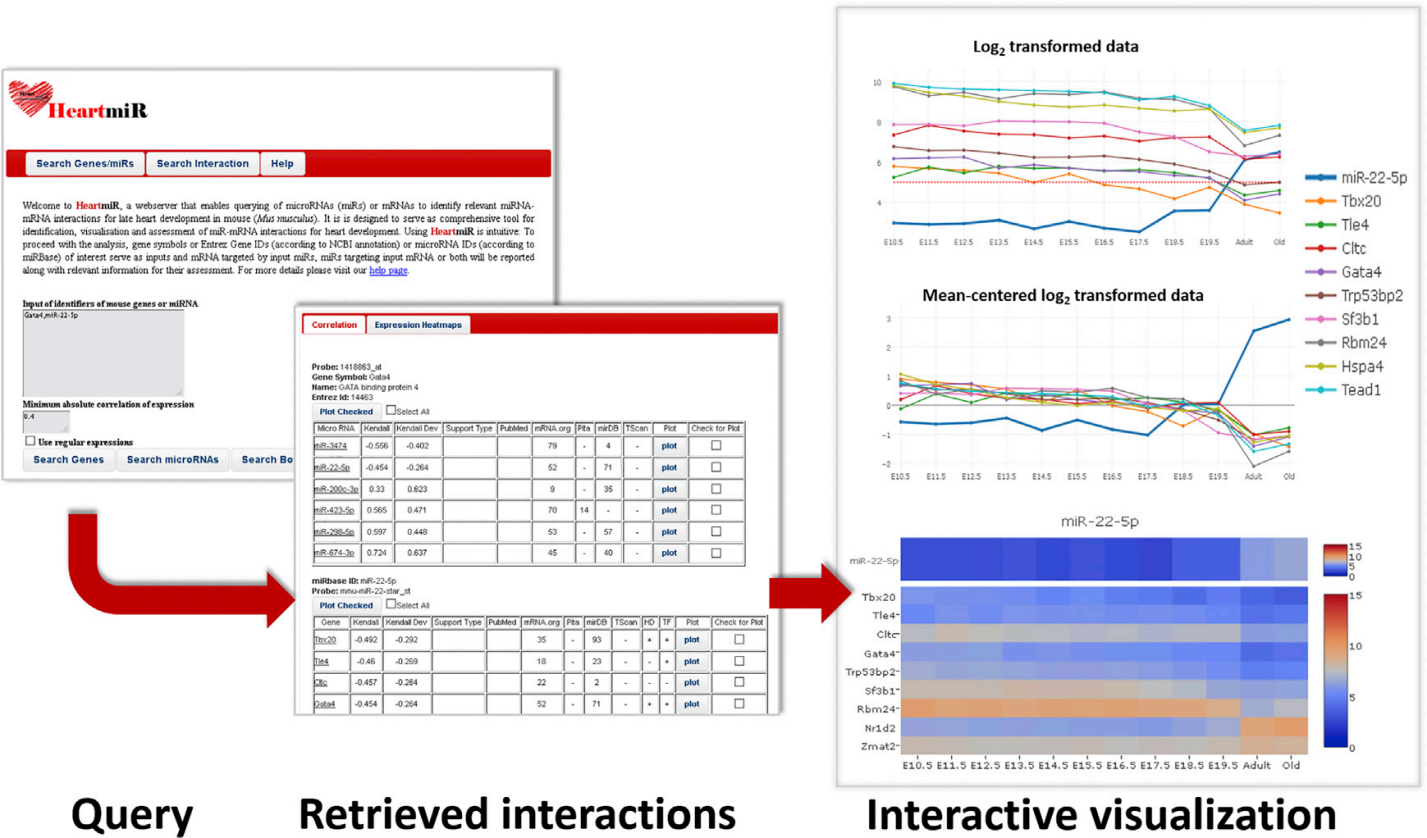
Workflow Scheme for HeartMir Following input of miRNA or gene identifiers (here: *Gata4* and *mirR-22-5p*), HeartMir can be queried for putative miRNA-target gene interactions. All retrieved interactions are listed in tables, along with additional information. Subsequently, miRNA (*mirR-22-5p*) and target genes (*Tbx20* and *Gata4*) can be selected and their profiles visualized and interactively analyzed. Gene expression data are plotted as log_2_ intensities with or without mean centering. The former provides a more informative presentation of the absolute expression levels, whereas the latter shows expression changes of transcripts and their (anti-) correlation more clearly.

The results of all queries are shown in tables. For each of the queried genes and miRNAs, a separate table displays these interactions, along with additional information. For experimentally derived interactions, the relevant PubMed references are given. To facilitate assessment of predicted interactions and a comparison of their scores, we ranked the scores and converted them to percentiles for each resource, separately. Thus, values between 1 and 100 are displayed for computationally predicted interactions used in HeartMiR. For instance, a value 1 signifies that the score of the interaction is within the top 1% of all scores for the corresponding resource; a value of 2 signifies that the score is in top 1%–2%. For gene targets, the result table also indicates whether they were assigned to processes related to heart development (GO: 0007507) or transcription regulation (GO: 0003700) in GO. These tables can be interactively sorted and filtered by increasing the threshold for absolute correlation. Finally, the expression profiles of miRNAs and target genes can be visualized as interactive line plots or heatmaps.

## Discussion

At present, there is no comprehensive compendium of heart-associated miRNAs, neither is there a clear understanding of how they contribute to the development of a fully mature and functional heart. In addition to providing fundamental biological knowledge, understanding their actions on heart development and function might provide crucial clues for regenerative treatment of heart diseases.^35^ To facilitate such endeavors, we integrated known or predicted miRNA-mRNA interactions with expression data from this study. This resource is available as a user-friendly database (http://heartmir.sysbiolab.eu/). In order to reduce the transcripts noise from other cell types interfering with the heart developmental transcripts, we analyzed only transcripts that were up- or downregulated at least 4-fold at one stage of development.

Our findings suggest that the composition of cardiac ion channels undergoes major remodeling during development, as many of their components were differentially expressed during the various stages of heart development, compared with adult hearts. Among them, the expression levels of the *Cacna2d2* and *Cacna1h* declined, whereas the expression of *Cacna1g* showed reciprocal expression changes during heart development. Such remodeling may have physiological relevance, as *Cacna1g* and *Cacna1h* encode for the distinct subtypes of T-type Ca^2+^ channels: Ca_v_3.1 (α1G) and Ca_v_3.2 (α1H), which are crucial for electrical conduction in the atria.^36^ Furthermore, it has been reported that disruption of *Cacna2d2* results in abnormalities in heart development.^37^ The expression levels of potassium channels (*Kcna5* and *Kcnb1*) were very low during all developmental stages but were strongly upregulated in adult heart tissue. *Kcna5* encodes for the voltage-gated K^+^ channel (Kv1.5), which has emerged as a promising target for the treatment of atrial fibrillation.^38^, ^39^ The voltage-gated K^+^ channel KCNB1 is mainly expressed in the heart, brain muscle, and pancreas^40^ and is a key player in apoptotic programs associated with oxidative stress in the cardiovascular system.^41^ With a transient maximum at E15.5, *Kcna4* displayed a distinctly different pattern that warrants further investigation, as its role during heart development has not yet been explored. A similar transient expression maximum was found for *Clca3a1* (*Clca1*), which encodes for a calcium-activated chloride channel contributing to the regulation of cellular volume. It has been speculated that *Clca3a1* is involved in arrhythmogenesis of the heart.^42^

An interesting by-product of our experimental design was the identification of genes that showed gender- or age-dependent expression. For instance, *ATP1A2* was found to be upregulated in old adult male compared with old adult female heart tissue. It belongs to the subfamily of Na^+^/K^+^-ATPase membrane proteins, regulating the electrochemical gradient in the cardiomyocytes and other cell types by transporting Na^+^ and K^+^ against their intracellular and extracellular concentrations. Similar upregulation was detected for *gelsolin*, *Gdf15*, members of the *Egr* and *Nr4a* protein families, and *Pah* in our study. 

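Between the old adult male and female array, *Gdf15* differed by 2.97 (7.38 and 4.41; mixed 4.99). *Egr1*, *Egr2* and *Egr3* differed by 2.35 (11.37 and 9.02), 4.61 (7.76 and 3.15) and 5.99 (9.71 and 3.71). *Nr4a1*, *Nr4a2* and *Nr4a3* differed by 2.48 (9.70 and 7.22), 2.62 (6.66 and 4.04) and 3.00 (7.73 and 4.73). Other probe sets gave −0.51 for *Egr3*, −0.08 for *Nr4a2* and −0.20 for *Nr4a3*. In young adults the differences were 0.26 for *Gdf15*, −0.52, 0.01 and 1.32 for the *Egr* genes and −0.74, −0.39 and 0.59 for the *Nr4a* genes. Whether old and young adults differ in this was not tested for single genes, as each age has 1 pair.

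**Figure D5:**
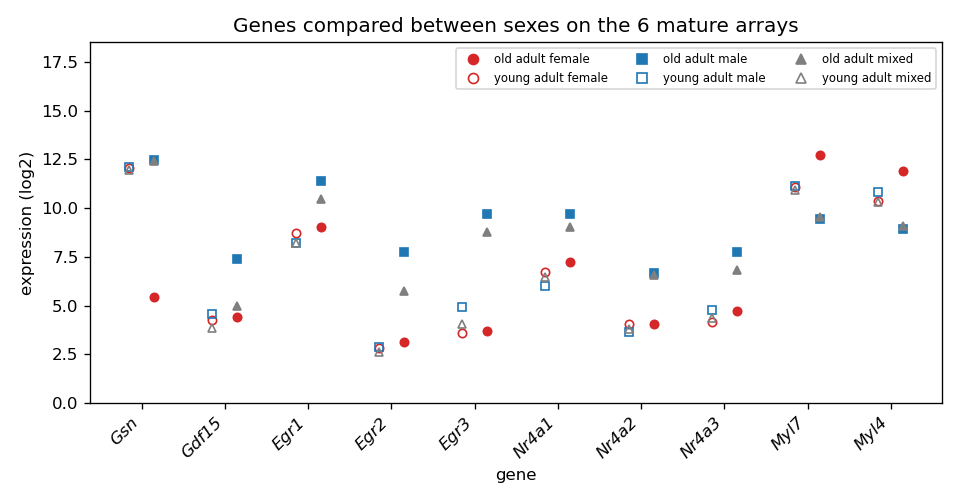
Log2 value (vertical axis) on the female, mixed-sex and male array of young and old adults (open and filled symbols, 1 array each) for the genes named here and for *Gsn*, *Myl7* and *Myl4* (horizontal axis). The spread between female and male is wider in old adults for each gene. The paper named these genes for their difference between the same old adult arrays, so the wider spread follows from that choice.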

Increased protein levels of *gelsolin* have previously been found in several organs of old rats.^43^ In senescent human fibroblasts, an enhanced aging-associated resistance to apoptosis was observed for increased *gelsolin* expression. 

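Over the 3 old and 3 young adult arrays, limma's adjusted p for age was 0.131 for *Egr1*, 0.0058 for *Egr2*, 0.0106 for *Egr3* and 0.0173 for *Gdf15*, with the old adult mixed-sex array at 10.47 for *Egr1*, 5.73 for *Egr2* and 8.78 for *Egr3*. None was a DEG between the ages on all arrays. *Egr2* and *Egr3* became DEGs without the old adult female array, and with an adjusted p limit of 0.05. *Egr1* and *Gdf15* did so in neither case.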

GDF15 is a cytokine having increased expression levels in heart degenerative diseases^44^ and is induced under various stress conditions by the early growth response protein-1 (EGR-1), whose transcript increased in abundance over time in our study, together with those of its paralogs *Egr-2* and *Egr-3*. Members of the nuclear receptor subfamily 4, group A are transcriptional regulators of metabolism and energy balance that are induced by a pleiotropy of stimuli and processes. Recently, it has been hypothesized that they could serve as targets for anti-aging interventions.^45^ Analysis of different microarray studies shows that aging led to consistently increased expression of phenylalanine hydroxylase (*Pah*) in murine hearts.^46^ In summary, it appears that the male heart displays higher expression of known age-related marker genes compared with the female heart. We also identified genes that were downregulated in the male heart. These included *Myl7* (encodes for myosin light chain 2a) and *Myl4* (encodes for myosin light chain 1), two cardiac-specific cytoskeletal genes that are key regulators of heart contraction.

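*Myl7* measured 9.46 on the old adult male, 12.73 on the female and 9.53 on the mixed-sex array, a difference of −3.27, against 0.07 in young adults. *Myl4* measured 8.91, 11.91 and 9.07, and in young adults the difference was 0.45. Another *Myl4* probe set gave −1.14.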

Of particular interest are genes encoding for lncRNAs, which are broadly defined as non-coding transcripts of length of 200 nt or more. Several lncRNAs are known to play key roles during heart development and have been associated with the regulation of gene expression through a variety of mechanisms on transcriptional, post-transcriptional, and epigenetic levels. In this context, a recent study identified a mouse-specific lncRNA termed Braveheart, expressed in embryonic stem cells and in mature heart tissue.^24^ It was shown that Braveheart strongly enhances the cardiac commitment by acting as a decoy for SUZ12 (a member of the polycomb repressive complex 2 [PRC2]), thereby releasing MESP1 (a master regulator of cardiac differentiation) from PRC2 suppression. In this study, we found 25 lncRNAs with significant differential expression. Given the relevance of lncRNAs in gene regulation, this set of lncRNAs provides an attractive list of candidates for future study.

In addition to TFs and lncRNAs, miRNAs constitute another important class of regulators of gene expression. They have pivotal roles in developmental processes and are implicated in various diseases. Despite the relatively early association of miRNAs with heart-specific expression, a comprehensive capture of miRNA abundance in the developing heart has never been undertaken. The expression of miR17-5p was gradually downregulated from E10.5 to E19.5 and declined again in adult heart tissue (Figure 4). This supports a role in the regulation of proliferation of cardiac cells, as recently reported.^17^ Expression in miR-29a-3p, miR-195a-5p, and miR-1a was relatively low at all developmental stages but was high in adult hearts. More recently, it has been shown that miR-29-3p is highly upregulated in adult hearts, as well as under pathological conditions, such as hypertrophic cardiomyopathy.^26^, ^27^ Expression patterns for miR-199a-3p and miR-133a showed maxima and minima at developmental stages E12.5 and E13.5, respectively. Expression of miR-199a-3p has been reported in the adult human heart and is correlated with heart failure.^28^, ^29^ In addition, miR199a-3p expression plays a pivotal role for cardiomyocytes survival.^30^ The expression of miR-1 also was high in mature hearts compared with all embryonic stages. Notably, miR-1 belongs to the so called “miR combo” (including miR-133a) used to reprogram somatic cells *in vitro* and *in vivo*.^31^, ^32^, ^33^ The expression of the major miRNA candidates obtained in our microarray study supports their involvement in heart development and cardiac tissue maintenance.^17^, ^32^, ^47^, ^48^, ^49^, ^50^ Among the miRNAs negatively correlated with heart development genes, we identified three miRNAs belonging to the let7 family (Table S11), which are upregulated during heart development. It has been previously reported that let7 family miRs are upregulated in the murine developing heart (E12.5, E14.5, E16.5, and E18.5; for review, see Bao et al.^51^).

Surprisingly, more upregulated than downregulated DEmiRs were detected during heart development. Assuming that the main regulatory activity of miRNA is post-transcriptional repression, this suggests that DEmiRs tend to function as suppressors of gene expression that is characteristic of mature tissue. This is a remarkable finding, as we can equally imagine the opposite scenario occurring, where DEmiRs are downregulated to enhance the expression of target genes that are characteristic for embryonic development. The consistent overrepresentation of upregulated DEmiRs indicates that the first mode of action is more common during heart development. The global analysis of the miRNA transcriptome also revealed a clear segregation between embryonic and mature tissue samples, indicating that miRNA expression in the developing heart is substantially different from the mature heart. Differences between the late stage of development (E19.5) and mature state define a framework for expression changes during postnatal maturation. Given that we detected a large variation between miRNA abundance in embryonic and mature tissue, we expect that miRNAs contribute substantially to this maturation process. Indeed, a recent comparison of miRNA profiles of *in vitro* derived human cardiomyocytes identified a maturation-enhancing role for let-7g.^52^ The inclusion of profiles of young and old heart tissue in our dataset enabled us to identify miRNAs that undergo characteristic postnatal changes and might drive the maturation process. We applied such template-based detection to the case of miR-17-5p, which has been linked to cardiomyocyte proliferation in neonatal and adult cardiomyocytes, to identify miRNAs that showed similar expression profiles. As shown in Figure S7, miR-122-5p and miR-20a-5p displayed a very similar expression pattern, with downregulation occurring in the mature heart. They are predicted to interact with two and six heart developmental genes, of which two (*Bmpr1a* and *Sox4*) and one (*Id1*) are also regulators of transcription, as indicated by GO annotation, respectively. The addition of transcriptome profiles for neonatal and postnatal heart tissue in future studies will help delineate the different profiles during maturation. In general, such template-based detection could be also applied to other expression patterns identified in this study.

The transcriptome study was carried out using a microarray platform, which has advantages but also limitations compared to RNA sequencing (RNA-seq) approach. The latter is a newer technology that is still relatively costly and requires a more complex and time-consuming process of storing and analyzing of the generated data.^53^ Also, the transcriptome findings from RNA-seq can be very much depending on the parameter settings, specifically for low expressed genes. On the other hand, a major advantage of the RNA-seq is the identification of longer reads with less starting material.^54^ Moreover, RNA-seq can identify previously unknown transcripts in contrast to the microarrays, which identify only transcripts for which probes have been included on the microarray.^55^ Nevertheless, one of the assets of microarrays is the availability of numerous published datasets, which allows an easy reanalysis and comparison with newly generated data by other scientists.

Overall, the dual profiling of the poly(A)-RNA and miRNA transcriptome not only provided a comprehensive characterization of murine heart development but also promises to be an excellent basis to establish the regulatory molecular networks involved in heart development. Our study identified several miRNAs already reported to be associated with heart development across different studies,^48^, ^49^ as well as many others that appear to be important regulators but are yet to be explored.^56^ In creating the open access database and interactive visualization tools implemented in HeartMiR, we provide a computational resource that will contribute to identification of miRNAs involved in regulating heart development.

## Materials and Methods

### Tissue Collection and Treatment

Fetal hearts were isolated from E10.5 to E19.5 embryos dissected from OF1 pregnant mice. Young (10-week-old) and old (10-month-old) adult hearts of OF1 mice were also isolated as completely developed hearts to compare with embryonic stages. At each time point, three pups were collected as biological replicates in three 1.5-mL microtubes. Biological replicates included hearts from one female pup, one male pup, and one replicate with mixed male and female hearts per time point from E12.5 onward. Collection of heart material from young and old adult mice was carried out similarly. At time points E10.5 and E11.5, only mixed samples were used, because of incomplete sex differentiation. Disaggregation of heart tissue was performed by mechanical dissociation, using a tissue homogenization machine (Precellys24; Bertin Instruments, France). For tissue homogenization, 700 μL lysis buffer Trizol (QIAGEN, Hilden, Germany) was added to each tube and single-cell dissociation was performed twice, using the Precellys24 for 20 s at 500 rpm. These animal experiments were approved by the governmental animal care and use office (Landesamt für Natur, Umwelt und Verbraucherschutz Nordrhein-Westfalen, Recklinghausen, Germany; reference number 84-02.05.50.15.003).

### Microarray Data Processing and Data Quality Assessment

Affymetrix Mouse Genome 430 2.0 arrays and Affymetrix miRNA 3.0 arrays were used to profile gene and miRNA expression during the mouse embryo cardiogenesis, respectively. RNA from homogenized heart tissue from different time points was isolated using miRNeasy mini kits (QIAGEN) with on-column DNase digestion following the manufacturer’s instructions. Microarray labeling and hybridization techniques have been described in detail previously.^57^

### Microarray Data Analysis

Microarray data were processed using the robust multi-array average (RMA) method on the R/Bioconductor platform. Variability between samples was visualized using PCA, hierarchical clustering, and density plots, implemented in R using the entire poly(A)-RNA and miRNA datasets. For differential expression analysis, the Bioconductor package *limma*^58^ and multivariate empirical Bayes statistic were applied, enabling comparison of expression values between different time points.^59^ To reduce noise in the data, an expression threshold was set. Genes or miRNA were only considered to be expressed and included for further analysis when the log_2_ intensity produced by RMA for the corresponding probe set was larger than five at one time point (at least). 

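A mean above 5 in at least 1 stage was reached by 20685 probe sets.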

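The array's annotation holds 20701 distinct Entrez gene IDs, or 20702 entries with the dash that marks a missing ID counted as one. Of these genes, 11358 passed the expression filter, 54.9%. A further 6937 probe sets carry no gene ID.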

The 45101 probe sets on the Affymetrix Mouse Genome targeted 20,702 genes, with unique Entrez Gene IDs, of which 11,358 were found be expressed at one time point (at least). Samples from the 10-week-old adult hearts and from E19.5 were used as references to calculate differential expression. To evaluate gender-specific gene expression, samples from the same time points were paired and the overall contrast between male and female samples was calculated. This is analogous to a classical paired t test. Samples from E12.5 were excluded, as sex differentiation had not been concluded at this stage. 

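At E12.5 the female, male and mixed-sex arrays measured 10.44, 10.20 and 10.29 for *Xist*, 6.19, 6.72 and 6.41 for *Eif2s3y*, and 6.77, 7.43 and 6.95 for *Ddx3y*. On the female and male array, all of these values lie within the ranges of the 15 mixed-sex arrays of other stages: 8.23 to 10.6 for *Xist*, 5.01 to 7.66 for *Eif2s3y* and 5.24 to 8.27 for *Ddx3y*.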

Genes were defined as differentially expressed when the corresponding adjusted p value was lower than 10^−5^ and an absolute log2 fold change in expression of greater than 2 was recorded. To visualize expression profiles in Figures 2 and 3, the (logged) intensities produced by RMA were inverse log_2_ transformed.

The full mRNA and miRNA expression datasets have been deposited in the NCBI Gene Expression Omnibus (GEO GEO: GSE93271).

### Clustering and Enrichment Analyses of Differentially Expressed Genes and miRNAs

To cluster DEGs and DEmiRs, the fuzzy c-means algorithm within the R/Bioconductor package *Mfuzz* was used.^60^ Expression profiles of DEGs and DEmiRs were standardized, i.e., the mean value was set to zero and the SD was scaled to one for each DEG and DEmiR. The fuzzification parameter *m* was kept at its default value (*m =* 2). The number of clusters was selected based on the minimum distance between cluster centroids (as implemented in the *Dmin* function of the *Mfuzz* package), as well as inspection of the visualized cluster patterns. To facilitate interpretation, the cluster index was sorted based on the cluster profile, starting with downregulated clusters. GO enrichment analysis for these clusters was carried out in R using the Bioconductor packages org.Mm.eg.db^61^ and GOstats.^62^ To reduce the number of correlated categories detected as enriched, a hypergeometric test conditioned on the GO tree structure was applied.^62^

### Integrative Analysis of Expression Data and Potential Regulatory Interactions

To obtain a comprehensive set of potential miRNA targets, we collated miRNA-mRNA interactions from five publically available resources: microRNA.org;^63^ Pita;^64^ miRDB;^65^ TargetScan—providing computationally predicted interactions;^66^ and MirTarBase,^67^ which included interactions based on experimental evidence. To obtain interactions with high confidence, the computationally predicted interactions were filtered according to recommendations of the creators of these resources (see Supplemental Information for details). Interactions were discarded when miRs and mRNAs were found not to be expressed at any time point of the time series. Filtering of interactions resulted in the identification of 102,083 potential interactions between 386 miRNAs and 9,211 target genes. Correlation between mRNAs and miRNAs was calculated using the Kendall rank correlation, which provides a more robust measure of the similarity of expression profiles than a standard Pearson correlation.

### Statistical Analysis

If not otherwise indicated in the text, the analysis was performed using a Bayesian moderated t test as implemented in the Bioconductor package limma and adjusted p values < 10^−5^ were considered to be statistically significant.

## Author Contributions

D.S. isolated the heart tissue samples from the embryos. R.G.A.S. contributed to the isolation of the heart tissue. S.R. isolated the RNA and performed the poly-A RNA and miRNA Affymetrix analysis. R.S.R.M., M.E.F., and J.P.P. performed the bioinformatic analysis, contributed to the interpretation of the results, and constructed the HeartMiR database. A.S. supervised the study, interpreted the results, and wrote the manuscript in consultation with R.S.R.M. and M.E.F. R.S.R.M., M.E.F., J.P.P., J.H., D.S., and A.S. edited the manuscript.

## Conflicts of Interest

The authors declare no conflict of interest.

# Supplementary material for: Parallel Genome-wide Profiling of Coding and Non-coding RNAs to Identify Novel Regulatory Elements in Embryonic and Maturated Heart
**Source:** Mol Ther Nucleic Acids. 2018 May 4;12:158–73. doi: 10.1016/j.omtn.2018.04.018
**Supplement:** Document S1. Supplemental Text and Figures S1–S6

## **Supplemental Information**

### **Parallel Genome-wide Profiling of Coding and Non-coding RNAs to Identify Novel Regulatory Elements in Embryonic and Maturated Heart**

**Davood Sabour, Rui S.R. Machado, José P. Pinto, Susan Rohani, Raja G.A. Sahito, Jürgen Hescheler, Matthias E. Futschik, and Agapios Sachinidis**

## Supplementary Figures

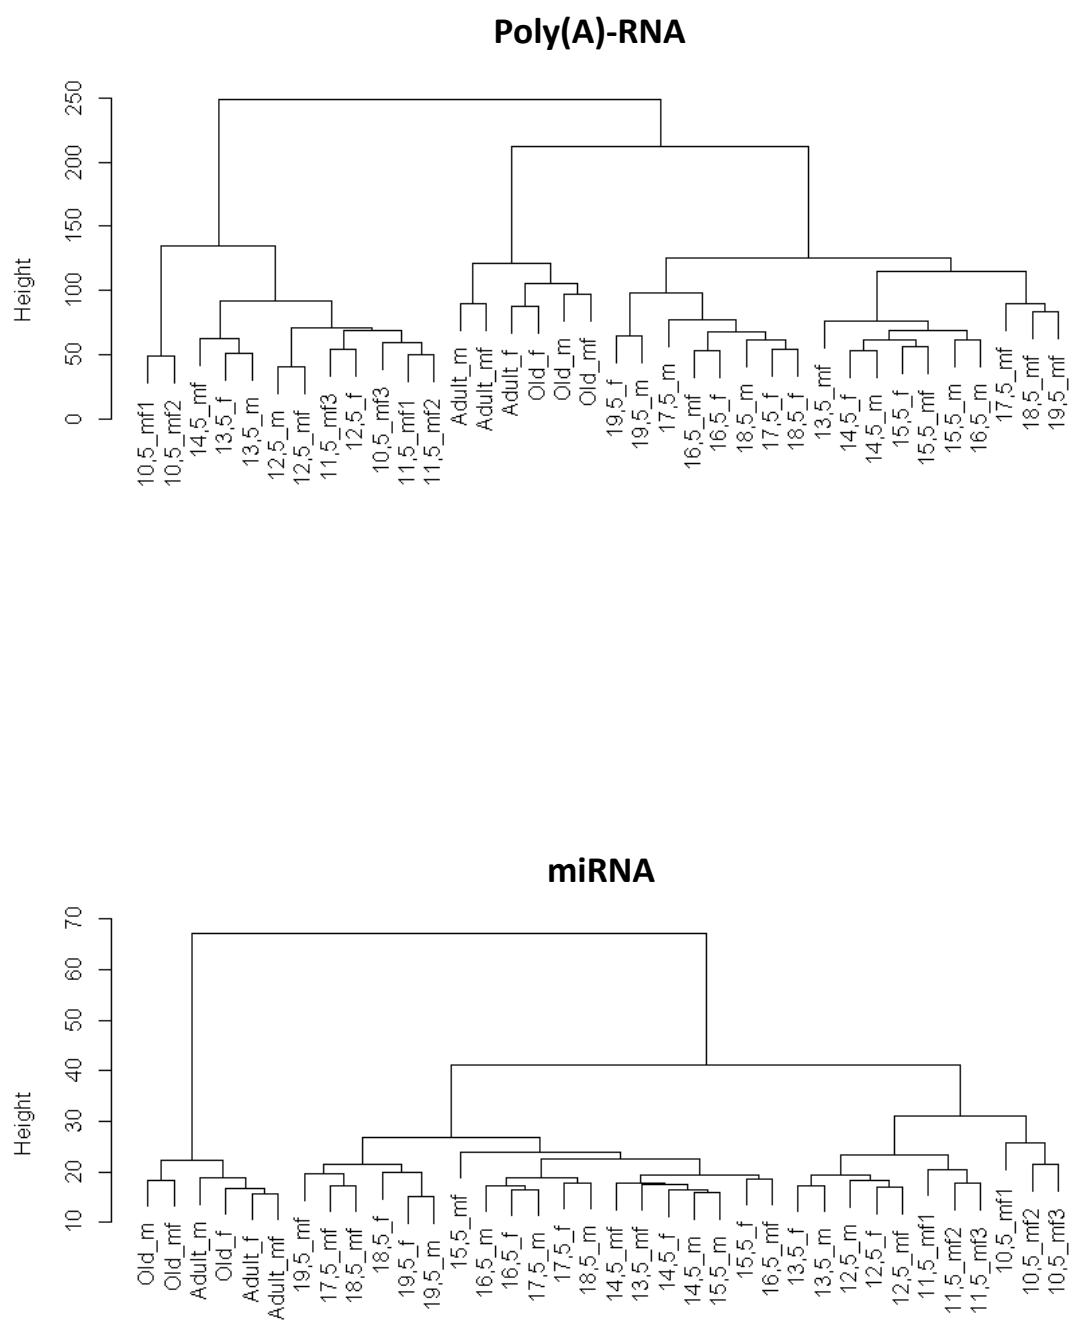

**Figure S1. Clustering dendrograms** produced based on both full poly(A)-RNA and miRNA microarray profiles.

### Poly(A)-RNA signal intensity

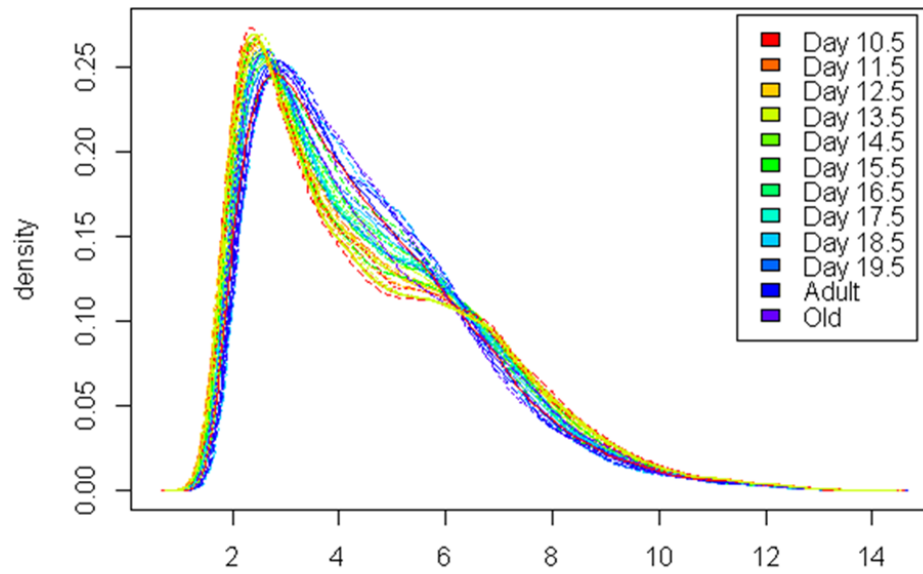

### miRNA signal intensity

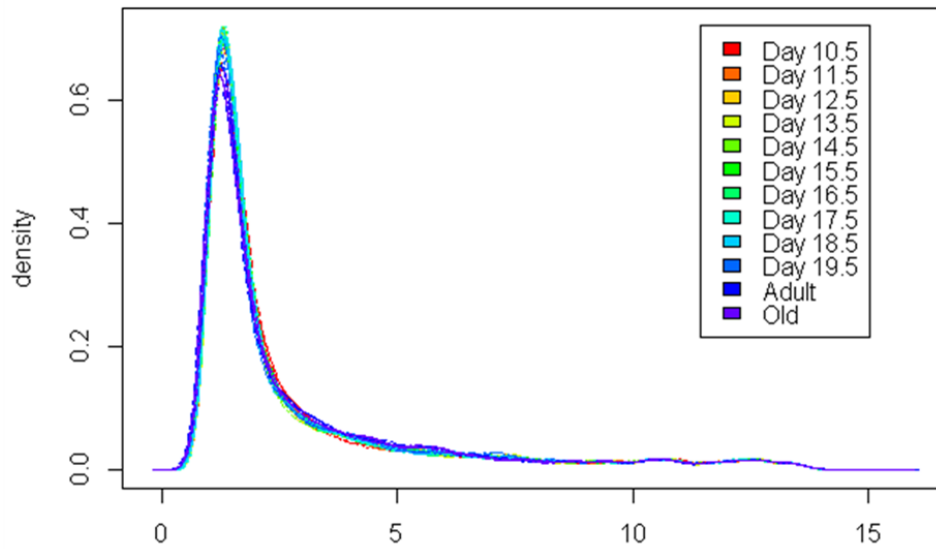

**Figure S2. Density plots of log2-transformed expression intensities.** The distribution for poly(A)-RNA displays a notable shoulder for logged expression values around 6 at earlier developmental stages (E11.5, E12.5, E13.5).

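By stage, the least steep density slope was −0.00206 at E10.5, −0.00796 at E11.5, −0.00900 at E12.5 and −0.0125 at E13.5. From E14.5 to E19.5 it was −0.0122, −0.00851, −0.00923, −0.0136, −0.0168 and −0.0181.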

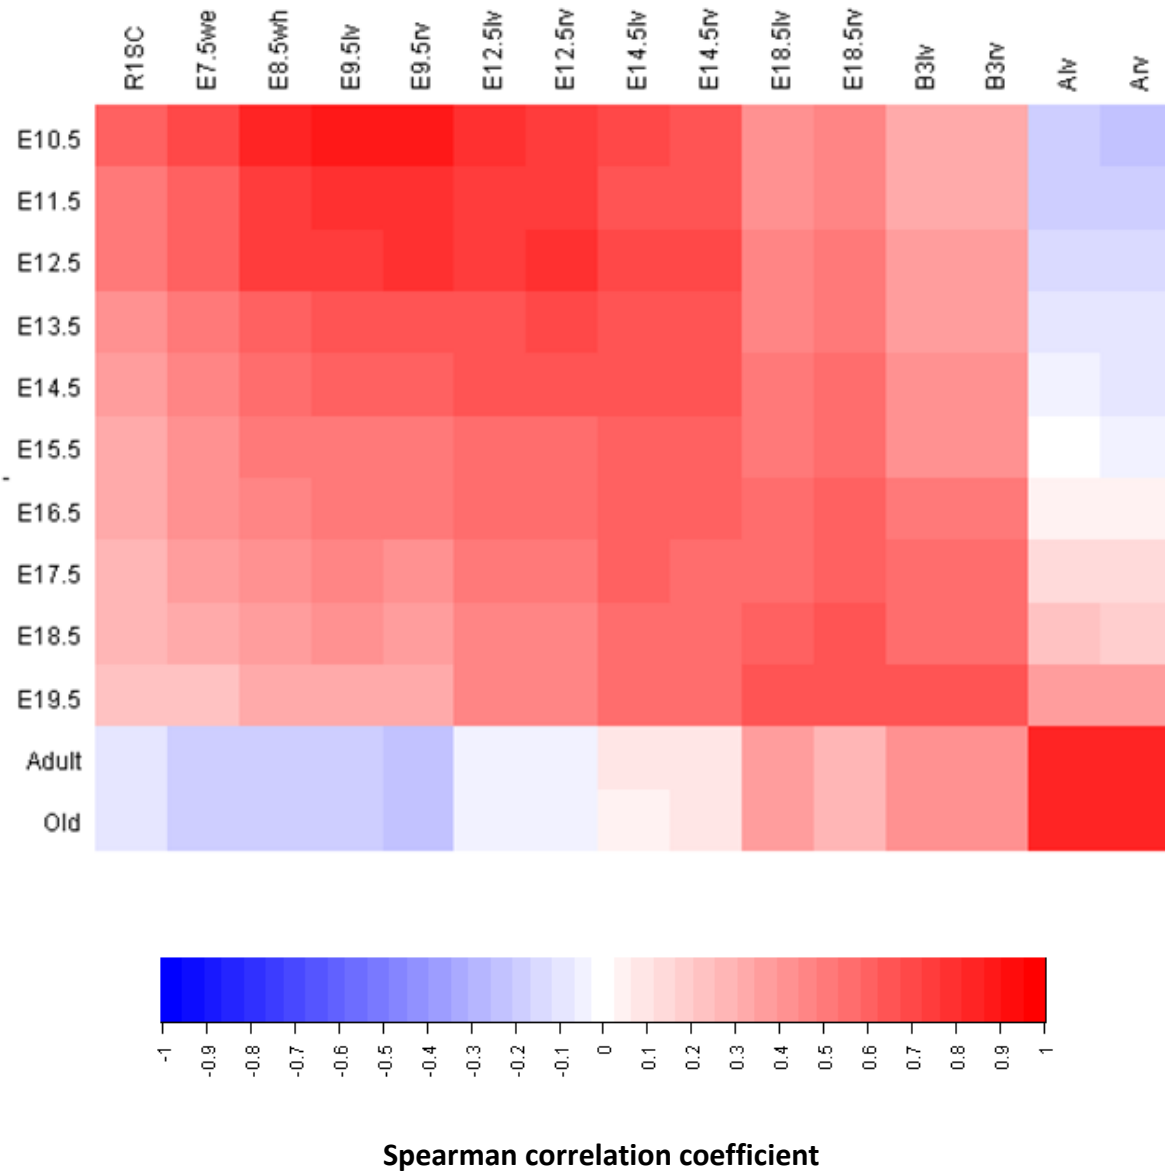

**Figure S3. Heatmap of correlation coefficients derived by cross-correlation with alternative microarray study (Li *et al.*, 2014).** Color represent Spearman correlation coefficient between expression profiles from our study and the study by Li *et al.*. The bar below the heatmap displays the color scheme: red indicates positive correlation while blue indicates negative correlation (or anti-correlation). In the labels for the time series by Li *et al.* “we” stands for “whole embryo”, “wh” for “whole heart”, “lv” for “left ventricle”, “rv” for “right ventricle”, and “B” day after birth. Moreover, this dataset included an expression profile of an undifferentiated murine embryonic stem cell line (R1SC).

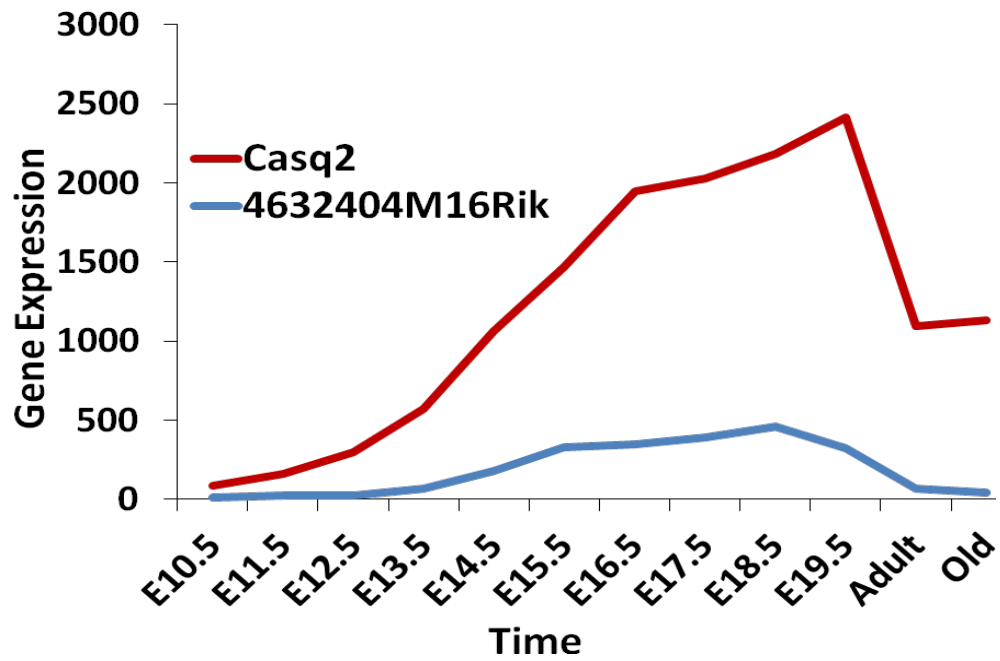

**Figure S4: Expression profiles of *Casq2* and the intronic lncRNA *4632404M16Rik*.** After reaching a peak at day 18.5, the expression of the lncRNA drops by a factor of ten in old tissue.

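From E18.5 to old adult, *4632404M16Rik* fell 9.98-fold.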

**E13.5**

Expression in male

Expression in female

Highlighted genes:

- E2f3y*
- Ddx3y*
- Kif5b*
- C030026M15Rik*
- Xist*

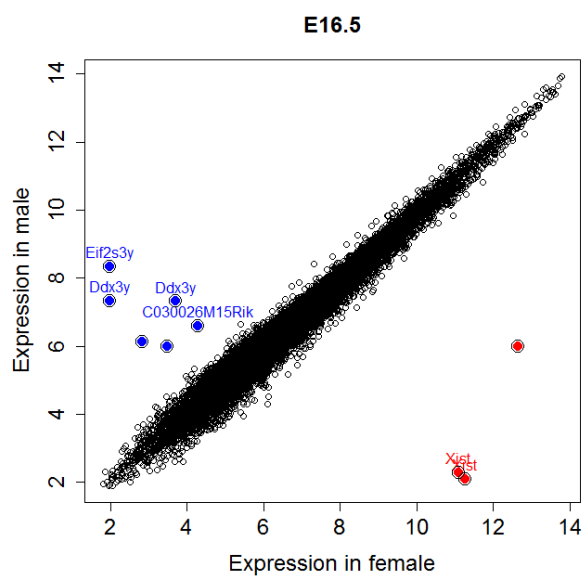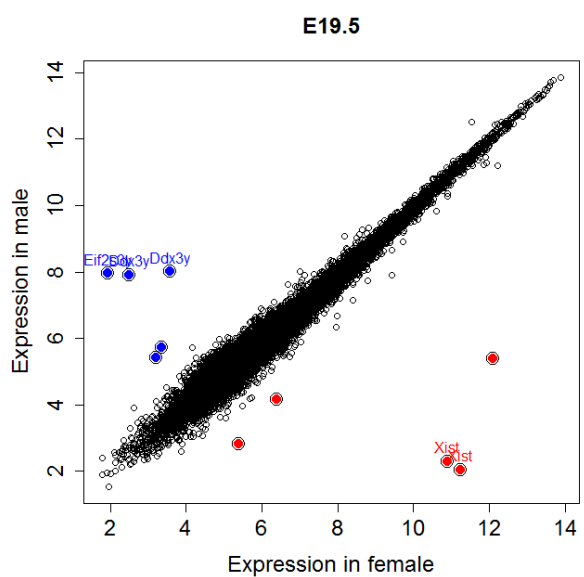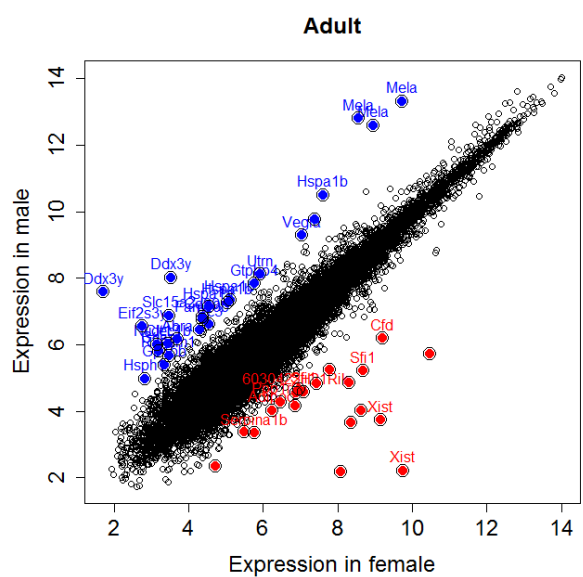

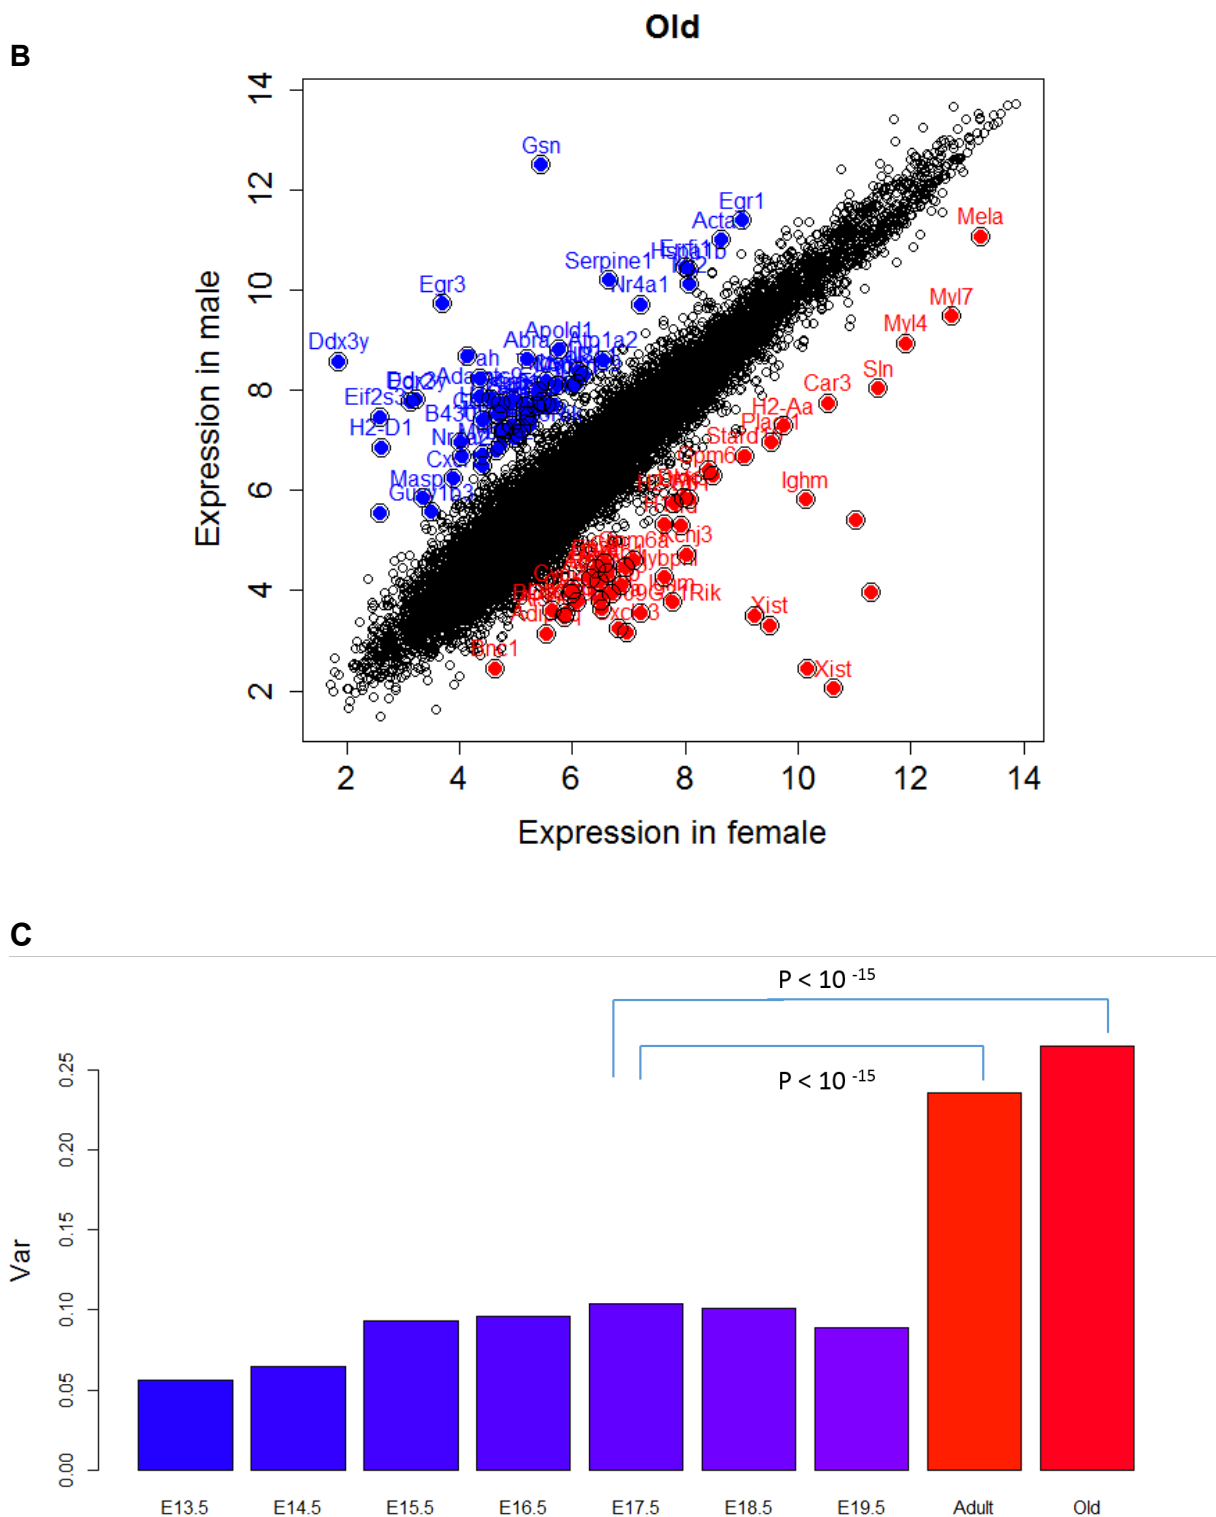

**Figure S5. Comparison of gene expression in male and female samples. A)** Scatterplots of logged signal intensities for male vs female samples of E13.5, E16.5, E19.5 and young adult mice. Red dots mark probe sets with signal intensities that are more than 4-fold larger in female than in male samples. Blue dots indicate probe sets with at least 4-fold larger expression in male samples. **B)** Scatterplot for old heart tissue. **C)** Variance of differential expression between male and female samples for different time points. P-values were derived using the F-test.

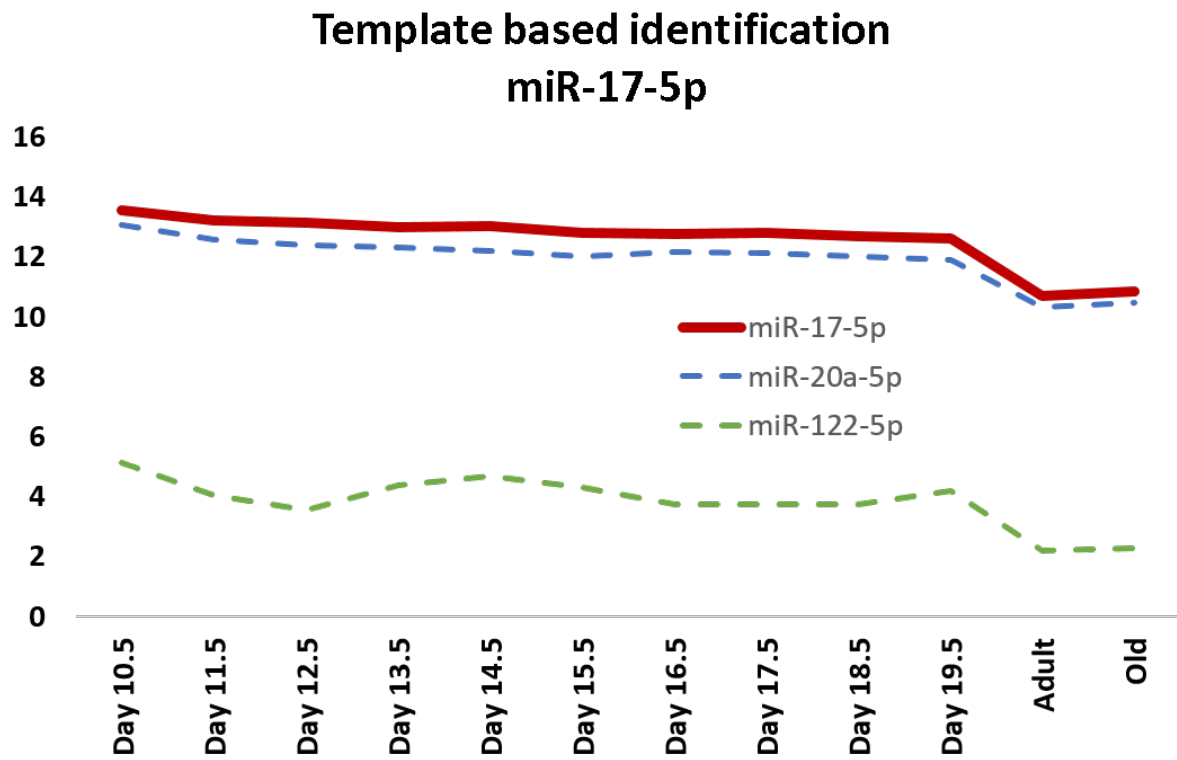

**Figure S6. Example for detection of miRNAs with similar profiles.** Here we used mir-17-5p as template and searched for miRNA with similar expression patterns in our miR transcriptome data set.

## **Supplementary Text**

### **a. Comparison with previous microarray study of murine heart development**

Recently, a similar study poly(A)-RNA abundance during the murine heart development was performed using the same type of the Affymetrix microarrays as we used in our study (Mouse Genome 430 2.0 arrays).<sup>1</sup> To assess the reproducibility of our study, we compared the expression values detected by the two studies.

For this purpose, we calculate the cross-correlation for the expression profiles captured at the different heart developmental stages. Such approach avoids the necessity that both studies include the same time points, which is not the case here. The alternative study of Li and co-workers<sup>1</sup> had lower temporal resolution (i.e. no measurements were taken for E10.5, E11.5, E13.5, E16.5, E17.5, E19.5), and started earlier during development making a direct alignment challenging. Furthermore, it included distinct tissue samples for left and right ventricle. Nevertheless, we would expect a high pair-wise correlation of similar time points using the cross-correlation approach if expression profiles of both studies agree. The expression profiles were defined here as the set of intensity values (averaged over replicates) of the 3540 Affymetrix probe sets that showed differential expression in our study. 

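The DEG limits on the deposited values gave 3886 probe sets, of which 450 carry no gene ID.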

The microarray data by Li et al (2014)<sup>1</sup> were downloaded from GEO and processed in the same manner as ours. The results of the cross-correlation were displayed as heatmap, in which red colour represents correlation and the blue colour represents anti-correlation (**Figure S3**).

The comparison showed that the expression profiles for similar time points are highly correlated between the two studies. For example, a correlation of 0.87 was obtained for the expression values of E10.5 in our study and E9.5 of the alternative study. Inspection also reveals that both time series agree in their relative temporal alignment. The level of correlation decreases with increased distance in time. For instance, the measurements for adult tissues in both studies are strongly correlated, while anti-correlated with early developmental time points of the other study. Based on the obtained results we conclude that detected gene expression intensities in our study are consistent with those previously reported.<sup>1</sup>

### **b. Implementation of HeartmiR tool**

HeartmiR is based on the integration of a large number of potential miRNAs-mRNAs interactions derived from different sources with the expression data that we obtained by parallel genome-wide profiling of mRNA and miRNA undertaken in our study. To obtain a comprehensive set of miRNA-mRNA interactions, we integrated five different datasets of miRNA-mRNA interactions that are publically available. These interactions are based on experiments<sup>2</sup> or computational predictions.<sup>3-6</sup> In order to obtain interactions of high confidence, each dataset was individually examined and filtered following the recommendations of the creators of the resources:

- **microRNA.org** ([www.microrna.org](http://www.microrna.org)): The two files labelled with “Good mirSVR score, Conserved miRNA” and the “Good mirSVR score, Non-conserved miRNA” were downloaded from [www.microrna.org/microrna/getDownloads.do](http://www.microrna.org/microrna/getDownloads.do). Interactions were subsequently merged into a single list and duplicated interactions were removed. To increase confidence, we eliminated all interactions that had a mirSVR score higher than -0.1 following the recommendation given by Betel.<sup>7</sup> This

produced a list of 92141 miRNA-RNA interactions.

- **Pita:** Mouse miRNA targets were obtained from the Download Page ([https://genie.weizmann.ac.il/pubs/mir07/catalogs/PITA\\_sites\\_mm9\\_0\\_0\\_ALL.tab.gz](https://genie.weizmann.ac.il/pubs/mir07/catalogs/PITA_sites_mm9_0_0_ALL.tab.gz)). A minimal score of -10 was set according to the authors' indications in the FAQ/Notes page (<https://genie.weizmann.ac.il/pubs/mir07/index.html>). Applying this threshold, we obtained 19615 miRNA-mRNA interactions.
- **miRDB:** Predicted interactions were retrieved from the miRDB webportal ([http://www.mirdb.org/miRDB/download/miRDB\\_v5.0\\_prediction\\_result.txt.gz](http://www.mirdb.org/miRDB/download/miRDB_v5.0_prediction_result.txt.gz)). Following the recommendations stated on the Download page, a gene with a score higher than 50 should be considered as a likely miRNA target. Considering only interaction with a score higher than 50 resulted in 68035 miRNA-mRNA interactions.
- **TargetScan:** Murine miRNA-mRNA interactions were downloaded from the TargetScan webpage ([http://www.targetscan.org/mmu\\_71/](http://www.targetscan.org/mmu_71/)). Only interactions with "Cumulative weighted context++ score" lower than -0.1 were to increase prediction confidence as suggested by Agarwal *et al.* (2015) resulting in 18612 interactions.
- **MirTarBase:** miRNA-mRNA interactions for mouse based on experimental data were downloaded from MirTarBase Version 6.1 ([http://mirtarbase.mbc.nctu.edu.tw/cache/download/6.1/mmu\\_MTI.xls](http://mirtarbase.mbc.nctu.edu.tw/cache/download/6.1/mmu_MTI.xls)). The complete set of 13027 miRNA-mRNA interactions of the MirTarBase was included in HeartmiR.

For integration with the expression data, miRNA targets were mapped to their gene symbol and Entrez Gene ID. We only kept interactions for which the corresponding mRNAs and miRNAs have higher expression than 32 units for at least one time point. To facilitate assessment of predicted interactions and comparison of their scores, we ranked the scores and converted them to percentiles for each resource separately. This information is displayed when using HeartmiR.

### c. Use of HeartmiR

HeartmiR can be queried for interactions with given miRNA and genes or for specific miRNA-mRNA interactions. Several gene or miRNA identifiers can be used to define the query. Currently, accepted gene identifiers include the gene name, gene symbol, Entrez Gene ID (according to NCBI annotation) and the corresponding Affymetrix ID. Identifiers for miRNAs that can be used for querying include the miRBase ID, the Affymetrix ID and the Transcript ID. Additionally, a threshold for correlation can be set resulting in the exclusion of interactions with lower absolute correlation between miRNA and the corresponding target mRNA. For instance, setting a threshold of 0.5, only miRNA-mRNA interactions that have a Kendall correlation higher than 0.5 or lower than -0.5 will be showed. By default, the correlation threshold is set to 0.4.

The results of the query are shown in tables. For each of the queried genes and miRNAs, a separate table displays the interactions with additional information. For experimentally derived interactions, the relevant PubMed references are given. For computationally predicted interactions, a value between 1 and 100 is shown. This represents the percentile of the ranked score. The value 1 signifies that the score of the interaction is within the top 1% of all scores for the corresponding resource; a value of 2 signifies that the score is in top 1-2% and so on. Besides the Kendall correlation for the complete time

series, separate correlation coefficient for developmental time points only (“Kendall Dev”) are shown. This can enable a better examination how strongly the expression of miRNAs and their targets are (anti-)correlated during the developmental phase (E10.5-E19.5). For gene targets, the table also indicates whether they were assigned to processes related to heart development (GO:0007507) or transcription regulation (GO:0003700) in Gene Ontology. The tables can be interactively sorted and further filtered by increasing the threshold for absolute correlation. Finally, the expression profiles of miRNAs and target genes can be visualised as interactive line plots or heatmaps.

## References

1. Li, X, Martinez-Fernandez, A, Hartjes, KA, Kocher, JP, Olson, TM, Terzic, A, *et al.* (2014). Transcriptional atlas of cardiogenesis maps congenital heart disease interactome. *Physiol Genomics* **46**: 482-495.
2. Chou, CH, Chang, NW, Shrestha, S, Hsu, SD, Lin, YL, Lee, WH, *et al.* (2016). miRTarBase 2016: updates to the experimentally validated miRNA-target interactions database. *Nucleic Acids Res* **44**: D239-247.
3. Agarwal, V, Bell, GW, Nam, JW, and Bartel, DP (2015). Predicting effective microRNA target sites in mammalian mRNAs. *Elife* **4**.
4. Bartel, DP (2004). MicroRNAs: genomics, biogenesis, mechanism, and function. *Cell* **116**: 281-297.
5. Kertesz, M, Iovino, N, Unnerstall, U, Gaul, U, and Segal, E (2007). The role of site accessibility in microRNA target recognition. *Nat Genet* **39**: 1278-1284.
6. Wong, N, and Wang, X (2015). miRDB: an online resource for microRNA target prediction and functional annotations. *Nucleic Acids Res* **43**: D146-152.
7. Betel, D, Wilson, M, Gabow, A, Marks, DS, and Sander, C (2008). The microRNA.org resource: targets and expression. *Nucleic Acids Res* **36**: D149-153.

# Supplementary material for: Parallel Genome-wide Profiling of Coding and Non-coding RNAs to Identify Novel Regulatory Elements in Embryonic and Maturated Heart
**Source:** Mol Ther Nucleic Acids. 2018 May 4;12:158–73. doi: 10.1016/j.omtn.2018.04.018
**Supplement:** Document S2. Article plus Supplemental Information

# Parallel Genome-wide Profiling of Coding and Non-coding RNAs to Identify Novel Regulatory Elements in Embryonic and Maturated Heart

Davood Sabour,<sup>1,5,6</sup> Rui S.R. Machado,<sup>2,6</sup> José P. Pinto,<sup>2</sup> Susan Rohani,<sup>1</sup> Raja G.A. Sahito,<sup>1</sup> Jürgen Hescheler,<sup>1</sup> Matthias E. Futschik,<sup>2,3,4</sup> and Agapios Sachinidis<sup>1</sup>

<sup>2</sup>Systems Biology and Bioinformatics Laboratory (SysBioLab), Center for Biomedical Research (CBMR), University of Algarve, Campus de Gambelas, 8005-139 Faro, Portugal; <sup>3</sup>Centre of Marine Sciences (CCMAR), University of Algarve, 8005-139 Faro, Portugal; <sup>4</sup>School of Biomedical Sciences, Faculty of Medicine and Dentistry, Institute of Translational and Stratified Medicine (ITSMED), University of Plymouth, Plymouth PL6 8BU, UK; <sup>5</sup>Department of Genetics, Faculty of Medicine, Babol University of Medical Sciences, 47134 Babol, Iran

**Heart development is a complex process, tightly regulated by numerous molecular mechanisms. Key components of the regulatory network underlying heart development are transcription factors (TFs) and microRNAs (miRNAs), yet limited investigation of the role of miRNAs in heart development has taken place. Here, we report the first parallel genome-wide profiling of polyadenylated RNAs and miRNAs in a developing murine heart. These data enable us to identify dynamic activation or repression of numerous biological processes and signaling pathways. More than 200 miRNAs and 25 long non-coding RNAs were differentially expressed during embryonic heart development compared to the mature heart; most of these had not been previously associated with cardiogenesis. Integrative analysis of expression data and potential regulatory interactions suggested 28 miRNAs as novel regulators of embryonic heart development, representing a considerable expansion of the current repertoire of known cardiac miRNAs. To facilitate follow-up investigations, we constructed HeartMiR (<http://heartmir.sysbiolab.eu>), an open access database and interactive visualization tool for the study of gene regulation by miRNAs during heart development.**

## INTRODUCTION

Heart development comprises a series of temporally and spatially coordinated processes, involving distinct cell populations.<sup>1</sup> In mice, a primitive linear heart tube is formed from the lateral mesoderm at embryonic day 8 (E8.0). As the embryo continues to develop, chamber formation and septation lead to formation of a functional four-chambered heart.<sup>2</sup> Key cardiac transcription factors (TFs), including Tbx5, Nkx2-5, Gata4, Isl1, and Mef2c, have been identified and their roles in heart development extensively studied (for review, see Meganathan et al.<sup>8</sup>).<sup>3–8</sup> These TFs form a conserved network and drive differentiation of cardiac progenitor cells toward cardiomyocytes, cardiac endothelial cells, and other cell types that constitute a functional heart. In addition, extrinsic signaling molecules, such as bone

morphogenic proteins (BMPs) in the anterior lateral plate mesoderm, are essential for the initiation of myocardial differentiation and cardiac developmental processes.<sup>9</sup> More recently, small non-coding RNAs, termed microRNAs (miRNAs) have been recognized as key regulators of organ development in several organisms, such as *Caenorhabditis elegans*, *Drosophila melanogaster*, and humans.<sup>10–13</sup>

miRNAs (21–25 nt in length) commonly regulate gene expression at post-transcriptional level through imperfect base pairing to target mRNAs,<sup>14</sup> leading to translational inhibition and mRNA degradation.<sup>15</sup> Formation of mature miRNAs occurs in four steps: (1) transcription of a primary miRNA (pri-miRNA) via RNA polymerase II; (2) processing of the pri-miRNA by Drosha (a RNase III type endonuclease) and the double-stranded RNA binding protein DGCR8 (DiGeorge syndrome critical region gene 8) complex to produce a hairpin precursor miRNA (pre-miRNA), consisting of ~70 nt in the nucleus; (3) export of the pre-miRNA to the cytosol via the protein exportin-5; and (4) cleavage by Dicer (a the RNase III type endonuclease) to produce ~22-bp double-stranded miRNA. Following this final step, one strand is typically degraded, whereas the other strand is integrated into the RNA-induced silencing complex (RISC). The RISC complex targets complementary sequences in the mRNAs that are mainly located in the 3' UTR but can also be found in the 5' UTR and coding region, resulting in degradation of the mRNA or inhibition of its translation.<sup>13</sup>

Received 12 September 2017; accepted 30 April 2018;  
<https://doi.org/10.1016/j.omtn.2018.04.018>.

<sup>6</sup>These authors contributed equally to this work.

A number of studies have suggested crucial roles for miRNAs in heart development and function. For instance, overexpression of miR-1 in a developing mouse heart inhibits proliferation of ventricular cardiomyocytes, causing developmental arrest at E13.5, as a result of thinning of the ventricle walls and heart failure.<sup>14</sup> Meanwhile, overexpression of the miR-17-92 cluster induced proliferation of both neonatal and adult cardiomyocytes. Overexpression of this miRNA cluster in adult cardiomyocytes also protected the heart from myocardial-infarction-associated injury, potentially through reducing the expression of phosphatase and tensin homolog (Pten)—a proliferation repressor.<sup>16</sup> Moreover, miRNA dysregulation has been associated with various cardiac events, influencing myocardial structure, contractility, fibrosis, and apoptosis.<sup>17</sup> Despite evidence of the impact of miRNAs on heart development and functional integrity, no comprehensive profiling of their expression during cardiogenesis has been undertaken to date. To address this salient lack of knowledge, we performed parallel genome-wide profiling of miRNAs and polyadenylated [poly(A)]-RNAs from developing hearts of mice embryos from E10.5 until E19.5, as well as from mature hearts of young and old adult mice. Profiles of poly(A)-RNA and miRNA were analyzed independently, and their differential expression was determined. Gene clustering analysis revealed a distinct temporal activation during the developmental processes, indicating specific genes involved in cardiogenesis. Integrative analysis of gene expression profiles and gene targets led to prioritization of 27 miRNAs as novel potential regulatory factors of heart development. Finally, an open access database and interactive visualization tool, called HeartMiR (<http://heartmir.sysbiolab.eu>), was developed to identify (anti-) correlated expression patterns of miRNAs and their target genes during heart development and in mature heart tissue. This database provides a resource for cardiac gene regulation by miRNAs and a basis for further investigation of heart development, congenital heart diseases, or cardiac regenerative medicine.

## RESULTS

### Parallel Profiling of the poly(A)-RNA and miRNA Transcriptomes

To assess dynamic expression of poly(A)-RNA and miRNA during murine heart development *in vivo*, tissue samples from embryonic hearts were taken each day from E10.5 to E19.5 (Figure 1A). For comparison, we also collected samples from young and old adult hearts. Microarray experiments were performed for triplicate biological samples of both poly(A)-RNA and miRNA. Notably, heart tissue was dissected from both male and female embryos and adults to identify any gender-specific effects on gene expression. Seventy-two samples were profiled using Affymetrix Mouse Genome 430 2.0 Arrays and Affymetrix miRNA 3.0 GeneChips. Although the majority of probes on the Affymetrix Mouse Genome platform target mRNAs, this platform also included probes against numerous long non-coding RNAs (lncRNAs).

For both poly(A)-RNAs and miRNAs, clustering of the full microarray profiles was carried out. In general, samples from the same developmental status were grouped, suggesting a robust temporal

expression signature (Figure S1). Expression profiles of young and old adult hearts formed a distinct cluster. Similar patterns also emerged through principal-component analysis (PCA). Global expression during development (E10.5–E19.5) gradually approximated the mature heart, although a clear segregation of embryonic and mature samples remained (Figures 1B and 1C). This indicates substantial differences in expression between developing and mature cardiac tissue. Interestingly, the distribution of poly(A)-RNA levels for E10.5–E13.5 showed a notable “shoulder,” suggesting an underlying bimodal distribution, whereas samples from later time points displayed a gradual decrease in the number of genes with high expression values (Figure S2). Such bimodality might suggest a greater tendency toward an “on or off” mode of expression during early development, with more gradual adjustment during later stages of development.

### Genes Linked to Heart Development and Function Show Distinct Expression Changes

To detect differentially expressed genes (DEGs) transcribed as poly(A)-RNAs, normalized Affymetrix GeneChip signal intensities of various developmental stages were compared with intensities for young adult hearts. Because a large number of genes displayed changes in expression, a very stringent threshold for differential expression was set, using an adjusted *p* value of  $\leq 10^{-5}$  and an absolute log<sub>2</sub> fold change of  $\geq 2$  (4-fold change). Collectively, we found 2,708 non-redundant genes to be differentially expressed for at least one time point. These represent 13% of the genes covered by the array. Notably, the number of DEGs reduced drastically with ongoing development, reducing to 2,080 at E10.5 and further to 495 at E19.5 (Figure 1D). DEGs at each time point are listed in Table S1. To evaluate the dynamics of gene expression during cardiogenesis, we initially inspected the transcript levels of genes associated with heart development in Gene Ontology (GO: 0007507; Table S2). TFs essential for heart development, such as *Gata3*, *Gata4* (Figure 2A), *Nkx2-5*, and *Hand2*, were gradually downregulated during embryonic development, whereas *Myocd* (transcriptional co-activator of serum response factor) displayed an initial increase in expression but plateaued from E15.5 to E18.5 (Figure 2B). All these TFs were only weakly expressed in mature hearts. Expression of *Foxc1*, *Foxc2*, and *Foxp1* of the forkhead family of TFs, known to play an important role in embryonic heart development,<sup>18</sup> decreased with progressive development, reaching lowest levels in adult tissue (Figure 2C). Consistent with the established role of BMPs in transforming growth factor beta and Wnt signaling pathways during cardiac development,<sup>9</sup> the expression of *Bmp2*, *Bmpr1a* (bone morphogenetic protein receptor type 1A), *Tgf- $\beta$* , and *Wnt5a* was downregulated over time (Figure 2D). Next, we inspected expression of genes associated with contraction of cardiac muscle, affecting the primary function of the heart (Figure 2E). Strikingly, cardiac alpha actin gene (*Actc1*), a known marker for early myogenesis,<sup>19</sup> had the highest signal intensity of all genes at E10.5 but was subsequently downregulated, having minimum expression in the adult heart. Likewise, *Myh7*, which encodes for the  $\beta$ -myosin heavy chain, was highly expressed at all developmental stages but weakly expressed in adult hearts. This finding is consistent with previous observations of postnatal downregulation of *Myh7* in mice and other

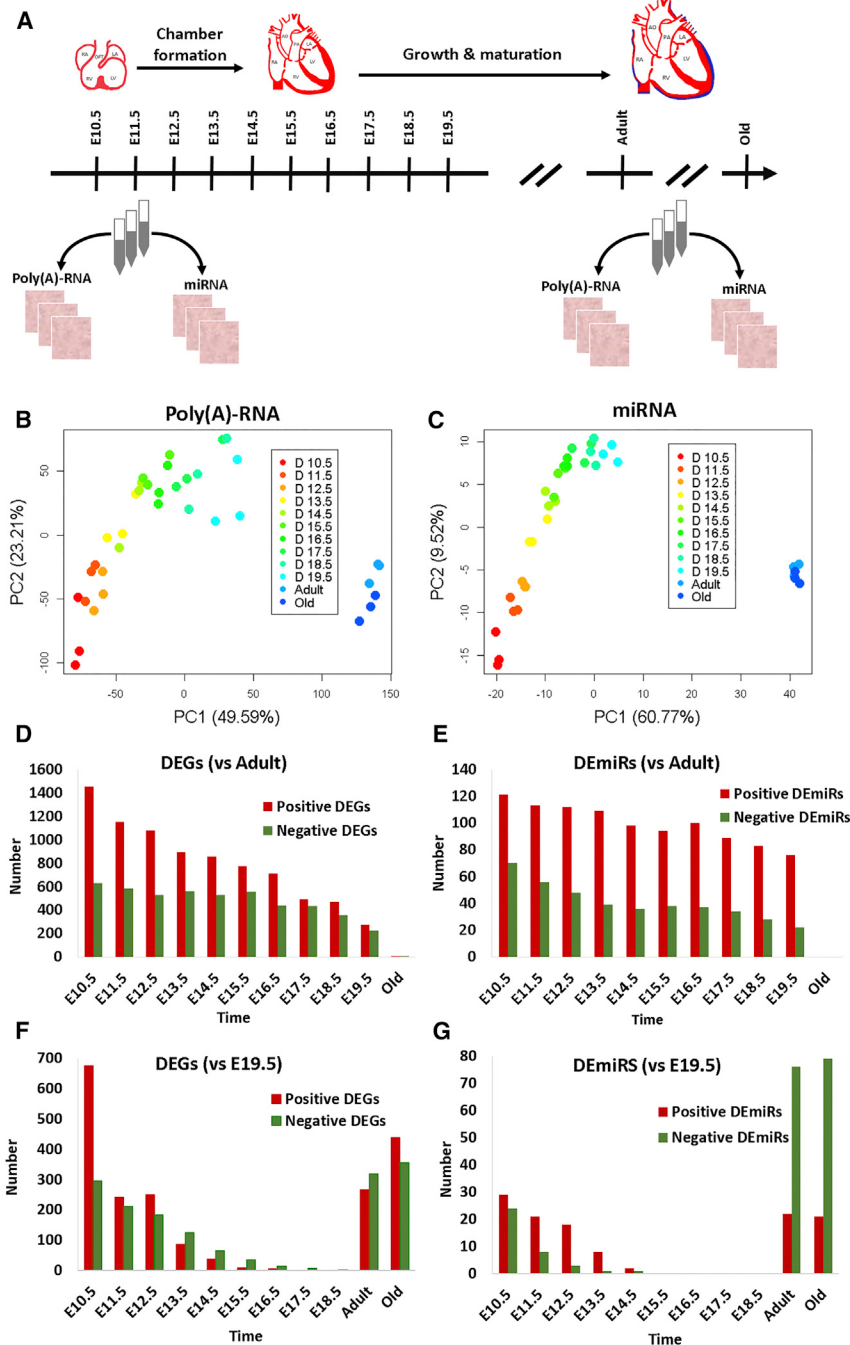

**Figure 1. Experimental Design, Principal-Component Analysis of Transcriptome Data, and Number of Differentially Expressed Genes and miRNAs**

(A) Tissue samples from the developing heart at time points from E10.5 to E19.5, as well as from young and old adult hearts, were taken, and the extracted RNA was analyzed by microarray experiments. (B) Principal-component analysis of the expression of genes coding for poly(A)-RNA is shown. (C) Principal-component analysis of miRNAs is shown. (D and E) Number of differentially expressed genes (D) and miRNAs (E) in developing heart and older adult heart tissues, compared with young mature heart tissue, is shown. (F and G) Number of differentially expressed genes (F) and miRNAs (G) in developing heart and older adult heart tissues, compared with E19.5 heart tissue, is shown.

in epigenetic regulators. In particular, expression of histone deacetylase 2 (*Hdac2*) strongly reduced in a linear manner during development, exhibiting a greater than 10-fold change (Figure 2F). *Hdac2* deacetylates lysine residues at the N-terminal regions of the core histones H2A, H2B, H3, and H4, playing an important role in transcriptional regulation and plasticity.<sup>21</sup> Table S3 indicates differentially expressed genes associated with the activity of ion channels in GO identified in our study. Close scrutiny suggests that ion channels undergo major remodeling during cardiac development. For instance, *Cacna1h* and *Cacna2d2* encoding for the  $\alpha_1$ - and  $\alpha_2$ - $\delta$  subunits of voltage-gated calcium channels, respectively, were gradually downregulated during development and were expressed at relatively low levels in adult hearts. In contrast, the gene *Cacna1g*, which is a paralog of *Cacna1h* that encodes for an alternative  $\alpha_1$  subunit, was initially upregulated, reaching a maximal plateau during late developmental stages (Figure 2G). Among the genes corresponding to sodium channels, we found that the  $\alpha$  subunit encoded by the *Scn7a* gene remained very weakly transcribed in embryonic hearts but had up to 10-fold higher expression in mature hearts, displaying a

switch-like expression pattern (Figure 2H). The genes for potassium channels, *Kcna5* and *Kcnb1*, were very lowly expressed in all developmental stages but induced in both young and old adult hearts (Figure 2I). In contrast, transcripts of *Kcne1* gradually accumulated during development but were markedly depleted in adult hearts (Figure 2J). Expression of *Kcnq5* tended to be more strongly repressed as development occurred, whereas expression of *Kcna4* showed a parabolic expression pattern, with maximal expression at E15.5

rodent hearts.<sup>20</sup> In contrast, the expression of cardiac troponin I (*Tnni3*) was gradually upregulated during development, with maximum expression occurring in mature hearts. An even more extreme case, showing almost switch-like upregulation, was observed for titin-cap (*Tcap*), linked to sarcomere assembly. Throughout most of the monitored developmental stages, it was expressed at marginal levels but began to accumulate at E19.5 only and was more than 10-fold upregulated in adult hearts. We also investigated expression

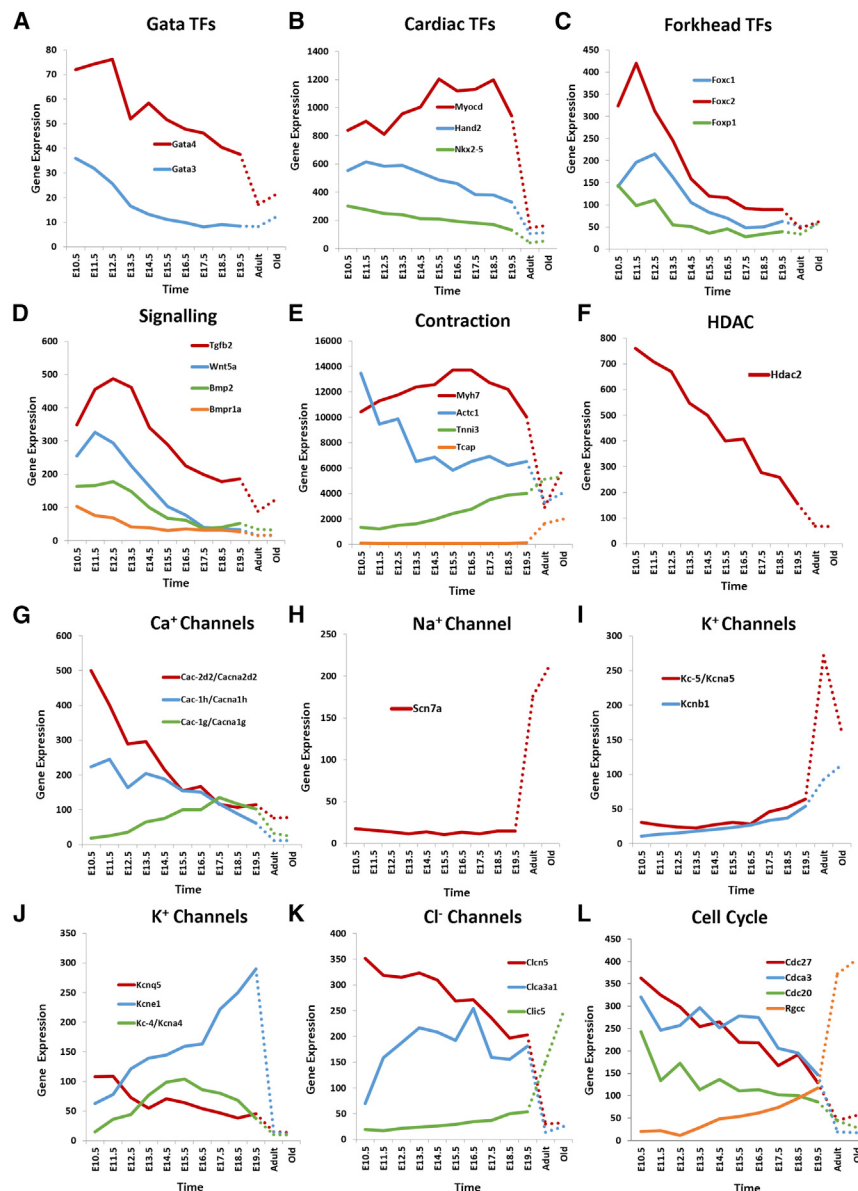

**Figure 2. Temporal Expression Profiles of Selected Genes with Existing Association with Heart Development and Ion Channel Function**

(A) Gata transcription factors (TFs). (B) Known key TFs for cardiogenesis are shown. (C) Fox family TFs are shown. (D) Signaling pathway molecules linked for cardiac development are shown. (E) Genes encoding for structural cardiac proteins are shown. (F) Histone deacetylase is shown. (G) Calcium channel genes are shown. (H) Sodium channel gene is shown. (I and J) Potassium channel genes upregulated (I) and downregulated (J) in young mature heart tissue are shown. (K) Chloride channel genes are shown. (L) Cell cycle genes are shown. Dotted lines were plotted between E19.5, young, and old adult stages to emphasize the largely increased time intervals between these time points compared to the previous time points.

cardiac tissue, reflecting the ceasing of cell cycle activity with progressing heart development. Interestingly, we found that *Rgcc* (regulator of cell cycle) displayed a contrasting pattern with low transcript levels during earlier development but high levels in adult heart. This suggests that *Rgcc* might contribute to postnatal cell cycle arrest in cardiomyocytes.

To assess the reliability of the generated transcriptomics data, we compared them with those reported in a related microarray study of murine heart development.<sup>23</sup> A cross-correlation analysis verified both time series studies were in concordance on the transcriptome level (Supplemental Information; Figure S3).

#### Gene Expression of Transcripts of Unknown Function during the Heart Development and Adult Heart

We were especially interested in genes listed as Riken genes or predicted in the Mouse Genome Informatic (MGI) database. The former originate from sequencing of full-length cDNA libraries collected at the Riken Institute, and many of these remain poorly characterized. In our study, we found 127 Riken and predicted genes among the DEGs. After removal of genes functionally annotated in GO, 107 DEGs remained (Table S4). Remarkably, almost a quarter (23%) was curated as (long) non-coding RNA genes in the MGI database.

(Figure 2J). A remarkable transcriptional plasticity was also observed for chloride ( $\text{Cl}^-$ ) channels. Expression of *Clcn5* progressively decreased between E10.5 and E19.5, resulting in very low levels in adult hearts (Figure 2K). A transient pattern was observed for *Clca3a1*. After an initial increase from E10.5 to E13.5, an almost stable expression level was maintained until E19.5 before a drastic reduction occurred, yielding very low levels in both young and old adult hearts. In contrast, *Clc5*, which encodes for a chloride channel located in cardiomyocyte mitochondria of different rodents,<sup>22</sup> displayed a linear increase in expression during development, with a considerable boost in expression in adult heart tissue. Finally, the transcript level of cell division cycle (Cdc) genes, such as *Cdc27*, *Cdc20*, and *Cdc3a3*, decreased during embryonic development and were further reduced in mature

adult heart tissue. A particularly strong increase of over 6-fold change and

We assigned protein-coding Riken and predicted genes to three classes, based on whether their expression patterns showed (1) a gradual decrease in expression over time (29 genes; Figure 3A); (2) a transient higher expression during development (37 genes; Figure 3B); or (3) a gradual increase in expression over time (16 genes; Figure 3C). A particularly strong increase of over 6-fold change and

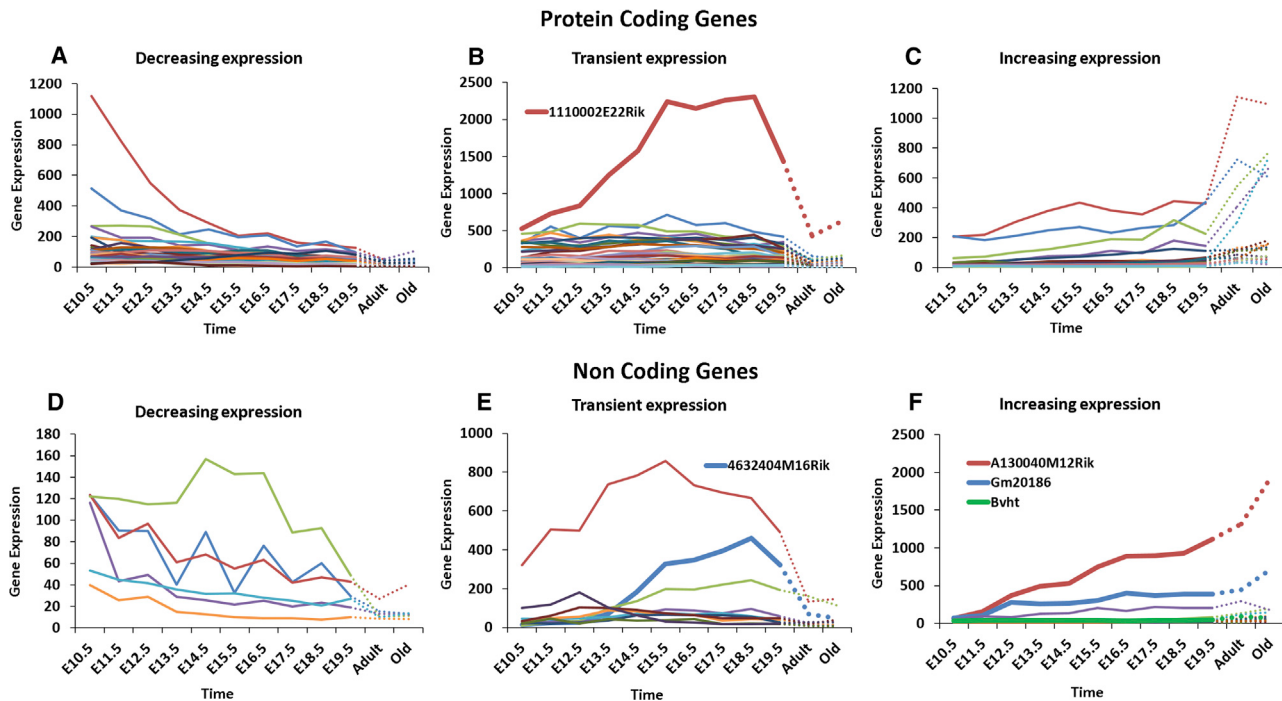

**Figure 3. Differentially Expressed Genes Encoding for Poly(A)-RNA without Current Functional Annotation**

(A–C) Protein-coding genes with decreased (A), transient (B), or increased (C) expression. (D–F) Non-coding genes with decreased (D), transient (E), or increased (F) expression during embryonic development are shown.

a high absolute expression level at E15.5 was recorded for *1110002E22Rik*. This was also one of the few Riken genes, for which a putative protein domain was detected. Close to the C terminus, a histone deacetylase superfamily domain (IPR000286) was predicted by Interpro, providing an interesting clue to the function of *1110002E22Rik*.

Similarly, the differentially expressed non-coding genes were grouped into three classes, reflecting their expression patterns. In this case, six genes were downregulated during development (Figure 3D) and ten genes displayed transiently higher expression (Figure 3E), whereas nine genes were gradually induced (Figure 3F). Two lncRNAs showed an especially strong increase in expression during development: Riken *A130040M12* (29-fold) and *Gm20186* (10-fold). The former has a 3,366-nt transcript derived from Viral-like 30 elements (VL30s). The latter leads to a 741-nt transcript and was detected as widely expressed across multiple organs in mouse embryos by *in situ* hybridization (MGI-Gene Expression database). The expression of lncRNAs increased in old compared with young adult hearts. A similar expression pattern was found for Braveheart, an lncRNA that was recently shown to modulate the expression of cardiac TFs. Whereas Braveheart was not included in the list of DEGs because of our stringent threshold, its previously reported expression is consistent with our data.<sup>24</sup> In our study, Braveheart displayed low transcript levels during developmental stages but was two-fold upregulated in mature heart

tissue (Figure 3F). A more transient expression pattern was observed for *4632404M16Rik* (Figure 3E), which is an intronic lncRNA of 2,882 nt length. It initially follows the upregulation of cardiac calsequestrin 2 (*Casq2*), in which *4632404M16Rik* is located. CASQ2 is the most abundant  $\text{Ca}^{2+}$ -binding protein in the sarcoplasmic reticulum and integral to the high  $\text{Ca}^{2+}$  capacity of the sarcoplasmic reticulum. Although *Casq2* remained highly expressed after development, *4632404M16Rik* expression was only weak in mature tissue, suggesting that its function is evoked mainly during cardiogenesis (Figure S4).

#### Genes Expressed in an Age- or Gender-Dependent Manner

PCA and clustering analysis (Figures 1B and S1) indicate that gene expression in the hearts of older adult mice (10 months old) closely resembles that in hearts of younger adult (10 weeks old) mice. Only seven genes were found to be differentially expressed (Table S1). The most upregulated gene in older hearts was *Adamts9*, which is a member of the ADAMTS (a disintegrin and metalloproteinase with thrombospondin motifs) family. It encodes for a secreted protease, acting as an angiogenesis inhibitor.<sup>25</sup> The most downregulated gene was the coiled-coil domain containing 141 (*Ccdc141*).

Over our time series, only three genes were consistently differentially expressed between male and female tissue samples. As expected, *Xist* was detected only in female samples, whereas *Eif2s3y* and *Ddx3y*, both located on the Y chromosome, were detected only in male samples.

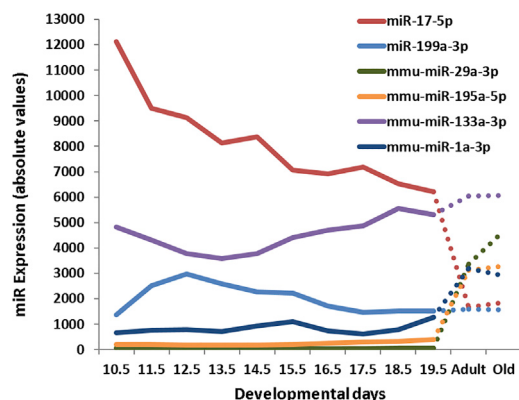

**Figure 4. Temporal Expression Profiles of Selected DEmiRs for Embryonic and Mature Heart Tissues**

Clearly, the extent of gender-specific expression was marginal during development, although we observed significantly larger variability in expression between male and female samples in adult samples, especially in older mature heart tissue (Figure S5). The number of genes having more than a 2-fold expression change between male and female samples increased from five at E19.5 to thirty in adult tissue and up to 98 in older mature tissue (Table S5). Of these, 55 genes were upregulated and 43 were downregulated in male heart tissue. A GO enrichment analysis of these upregulated genes showed significant overrepresentation of cytoskeletal genes, especially those associated with actin filament and organization. The most upregulated gene was gelsolin, which encodes for a protein regulating the actin cytoskeleton. In contrast, no enriched GO categories were associated with downregulated genes.

#### Differential miRNA Expression during Heart Development

The same method and thresholds for DEGs were used to identify differentially expressed miRNAs (DEmiRs). We identified 217 DEmiRs in this study. Similar to DEGs, the number of DEmiRs gradually decreased from 191 at E10.5 to 98 at E19.5, as heart development progressed (Table S6; Figure 1E). Comparing the number of upregulated and downregulated DEmiRs, we found 2.5–3.5 times more upregulated than downregulated DEmiRs during heart development. This contrast with the ratio of upregulated to downregulated DEGs, which is more balanced in later stages of development (Figure 1D). Among the DEmiRs, we identified a number of miRNAs associated with the cardiac cell lineage, including miR-17, miR-29-3p,<sup>26,27</sup> miR-199a-3p,<sup>28,29</sup> miR190-3p,<sup>30</sup> and miR-1.<sup>31–33</sup> The expression of miR-17-5p was gradually downregulated from E10.5 to E19.5, with a subsequent 3-fold drop in expression in adult heart tissue (Figure 4). In contrast, the expression levels of miR-29a-3p, miR-195a-5p, and miR-1a were relatively low during all developmental stages but highly upregulated in adult hearts. More transient expression patterns were displayed by miR-199a-3p and miR-133a, for which we recorded maximum and minimum signal intensities at developmental stages of E12.5 or E13.5, respectively. As in the case of poly(A)-RNAs, we searched for differentially ex-

pressed miRNAs in older versus younger adult heart tissue, as well as for gender-specific changes. However, no significant differential expression was detected in these comparisons.

#### Dynamics of Gene Expression during Embryonic Heart Development

Our approach to use the young heart tissue as reference delivered a large number of genes that were differentially expressed in embryonic compared to mature tissue. To demarcate genes that showed significant expression changes during the embryonic development, we reanalyzed the transcriptomic with E19.5 as new reference. As shown in Figures 1F and 1G, the number of the newly detected DEGs and DEmiRs rapidly decreased in the early stages of the development (E10.5–14.5) in exponential manner. Compared to the higher large numbers of genes and miRNAs observed in the previous comparison (Figures 1D and 1E), the numbers of genes and miRNAs with significant dynamic expression during development were considerably smaller. In particular, only a few genes and no miRNAs were found differentially expressed for E15.5–E18.5. Analyzing the expression in mature tissue with E19.5 as reference confirmed the striking imbalance between positively and negatively regulated miRNAs. We identified 3.5 times more negatively regulated than positively regulated miRNAs in mature tissue when compared to E19.5. Tables S7 and S8 list the genes that were found differentially regulated at the different heart developmental stages using the E19.5 heart developmental stage as a reference in comparison to young adult heart applied as a reference, respectively. Tables also show commonly differential expressed genes and miRs identified by applying the adult and E19.5 developmental stage as references. Moreover, we have also identified non-uniquely and uniquely genes (Table S9) and miRs (Table S10) that were expressed for each developmental stage.

#### Integrative Analysis of Dual Transcriptome Data and miRNA Gene Targets

To obtain comprehensive coverage of potential miRNA targets, we integrated miRNA interactions from five independent resources (see Materials and Methods). Stringent filtering procedures were applied to predicted miRNA interactions to reduce the number of false positives (see Supplemental Information). We only included interactions in which the miRNA or its target was expressed at least at one time point in this study. This led to compilation of 102,083 potential interactions between 368 miRNA and 9,211 gene targets, covered by our microarray platforms. To cope with this complexity and evaluate major expression trends, we clustered the DEGs and DEmiRs separately, based on their standardized expression profiles using fuzzy c-means clustering.<sup>34</sup> This resulted in the detection of six clusters of DEGs and three clusters of DEmiRs. Each possible pair of clusters of DEGs and DEmiRs was subsequently evaluated for putative miRNA-gene interactions to derive a regulatory interaction matrix ( $M_{all}$ ). Because miRNAs are commonly considered to be post-transcriptional repressors, we also determined an interaction matrix  $M_{neg}$ , which included only anti-correlated interactions between miRNAs and their

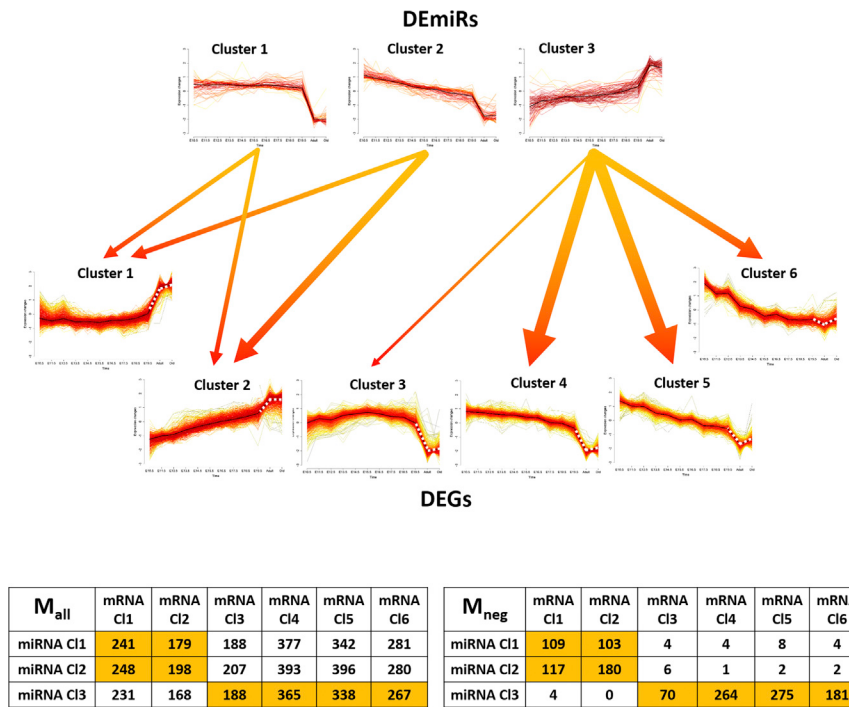

**Figure 5. Integrative Analysis of Clusters of DEmiRs and DEGs**

The fuzzy c-means algorithm was used to obtain three DEmiR clusters and six DEG clusters. Clusters were linked based on miRNA-target gene interactions. Links are only displayed when dominated by negatively correlated miRNAs and target gene interactions. The tables in the bottom panel display the total number of potential regulatory interactions between pairs of DEmiR and DEG clusters ( $M_{all}$ ) and the number of interactions between negatively correlated miRNAs and target genes ( $M_{neg}$ ). The width of the arrow indicates the number of anti-correlated targeted genes.

target genes. In this way, we combined our clustering approach and interaction data to generate a compact network of miRNA and gene clusters displayed in Figure 5, together with the regulatory interaction matrices  $M_{all}$  and  $M_{neg}$ . Given that, in classical models, miRNA binding leads to repression of their targets, we focused on the links between DEmiR and DEG clusters, in which putative negative regulatory interactions dominated.

DEmiRs in cluster 1 were strongly downregulated in mature heart tissue compared with samples of developing hearts. Only minor differences in their expression levels were observed between stages of embryonic development. Compared with DEmiR cluster 1, DEG cluster 1 showed the strongest anti-correlation in expression. Accordingly, DEG cluster 1 showed little change in gene expression from E10.5 to E19.5 but a considerable increase in mature tissue. Remarkably, miRNAs of DEmiR cluster 1 targeted 241 of the 643 genes included in DEG cluster 1. We also detected significant enrichment of target genes among biological processes associated with metabolism, such as oxidation-reduction processes (false discovery rate [FDR] =  $2.0E-5$ ) and the immune system (FDR = 0.009).

DEmiR cluster 2 showed a gradual decrease in expression during embryonic development and further downregulation in mature heart tissue. These changes in expression levels suggest a dynamic adjustment of the regulatory function of miRNAs included in DEmiR cluster 2 during embryonic development and are in contrast to miRNAs included in DEmiR cluster 1, which showed little expression change over this period. DEG cluster 2 displayed anti-correlated gene expres-

sion behavior with DEmiR cluster 2, having a gradual increase in gene expression during embryonic heart development and further upregulation in mature tissue. Notably, a large number of genes in DEG cluster 2 were targeted by miRNAs in DEmiR cluster 2, i.e., 198 out of 517 genes. Further functional enrichment analysis of the targeted genes in DEG cluster 2 revealed a significant association with developmental biological processes, including angiogenesis (FDR =  $3.7E-5$ ) and cardiovascular system development (FDR =  $9.9E-6$ ).

Finally, the expression of most miRNAs in DEmiR cluster 3 increased only during embryonic heart development but reached high expression levels in mature hearts. DEG clusters 3, 4, 5, and 6 showed the opposite pattern of gene expression over time, comprising genes with decreasing expression during heart development and minimum expression in young and old adult hearts. Members of DEmiR cluster 3 targeted 188 genes belonging to DEG cluster 3, 365 genes of DEG cluster 4, 338 genes of DEG cluster 5, and 267 genes of DEG cluster 6. GO analysis of the targeted DEGs from clusters 3, 4, 5, and 6 indicated statistically enriched biological processes, such as regulation of gene expression, cell cycle (FDR =  $7.3E-5$ ), heart development (FDR =  $2.8E-5$ ), and cytoskeleton organization (FDR = 0.0006). These results suggest that members of cluster 3 DEmiRs act as key regulators of cardiogenesis, given their potential to induce progressive downregulation of genes that were especially active during development and postnatal maturation.

Alternative to the data-driven clustering approach connecting the temporal profiles of DEGs and DEmiRs, we also aimed to link individual miRNAs to specific genes that are known to be involved in heart development and that we examined earlier (Figure 2). To this end, we searched for miRNAs that target these genes and show anti-correlated expression during embryonic development. We excluded mature samples in the calculation of correlation to avoid confounding effects through large postnatal expression changes that frequently were observed. Table 1 displays anti-correlated miRNAs that target genes in the specific sub-categories shown in Figure 2.

**Table 1. Highly Anti-correlated miRs to the Specific Gene Subcategories in Figure 2**

**Table 1. Continued**

For the majority of inspected genes, potential regulatory miRNAs with a moderately or strongly anti-correlated expression could be identified. However, we did not find indications that the same miRNA targets different genes of the same functional sub-categories. Further inspection of the role of the identified miRNAs in regulating heart developmental genes is vindicated.

#### Temporal Expression of DE miRs in E10.5–E19.5 Mouse Embryos

It should be noted that the inclusion of mature samples had an impact on the clustering (Figure 5). This appeared to be especially relevant for the clustering of DE miRs. All three clusters displayed strong changes in expression between E19.5 and young mature stage, which could dominate more subtle changes during the embryonic period. Therefore, we carried out the clustering of DE miRs without the expression for the mature tissues. This led to the detection of three new clusters (Figure 6, lower panels), which showed indeed more distinguished expression patterns during embryonic development as compared to the analysis including the mature tissues (Figure 6, upper panels; the same clusters as indicated in Figure 5A). The first cluster consisted of gradually downregulated miRs, whereas upregulated miRs were assigned to the second and the third clusters that showed distinct patterns. In the second cluster, we found miRs that were gradually

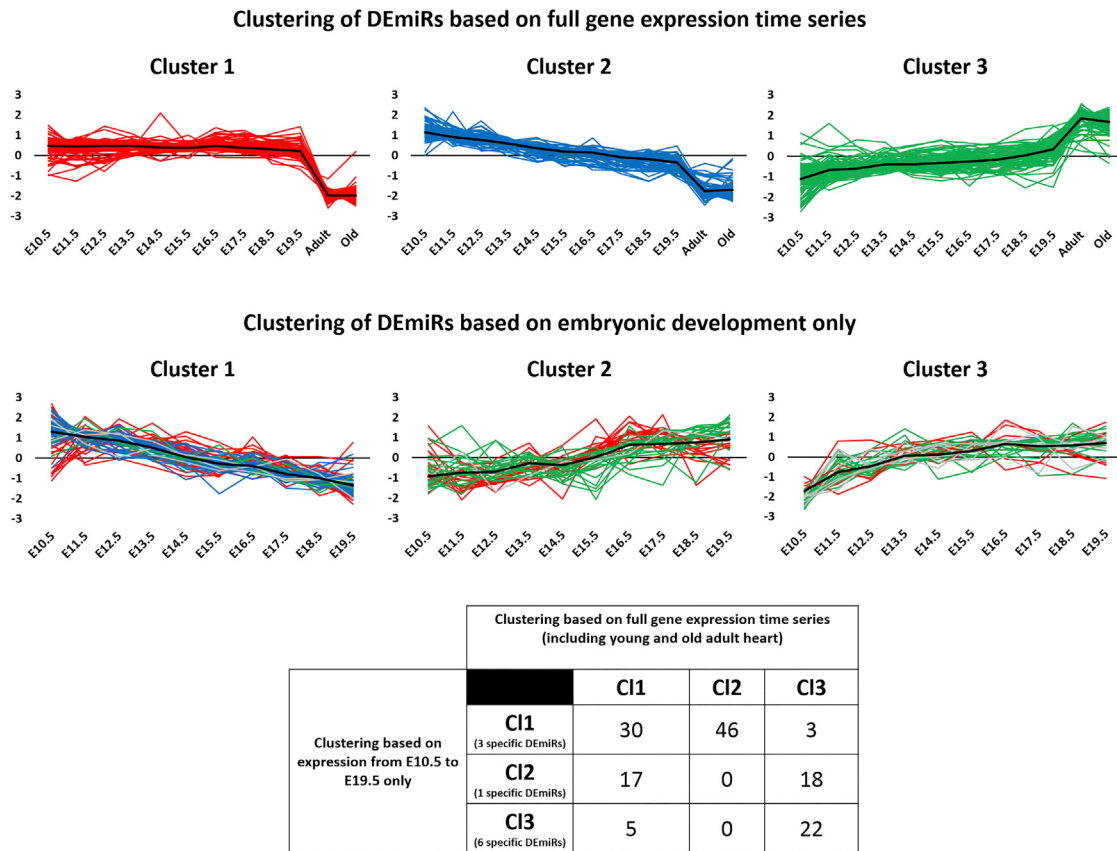

**Figure 6. Clusters of Temporal Expression Profiles of DEmiRs for Embryonic and Mature Heart Tissues (Upper Panel) and for Only Embryonic Tissues (E10.5–E19.5) (Middle Panel)**

For cluster analysis, the fuzzy c-means algorithm was used to obtain three DEmiR clusters for each of the cases. The table below shows the numbers of common DEmiRs between the two clusterings. To indicate the redistribution of DEmiRs, the coloring of the first clustering (with red for cluster 1 DEmiRs, blue for cluster 2 DEmiRs, and green for cluster 3 DEmiRs) was kept in the second clustering. DEmiRs are labeled by the light gray color in the second clustering if they were not included in the first clustering but only found with E19.5 as reference time point. The number of these DEmiRs is also included in the table. The DEmiRs belonging to the six clusters are also included in [Table S6](#) (worksheet-cluster distribution).

upregulated, whereas the third cluster included miRs that showed the largest increase in expression at early time points and stable expression at later time points of the embryonic development.

#### Prioritization of miRNA Candidates Involved in Heart Development and Maturation

Our microarray experiment revealed a surprisingly large number of DEmiRs, with the vast majority of them not yet linked to heart development or cardiac tissue maturation. To assist prioritization for future studies of their functional relevance, we used several complementary approaches: (1) analysis of the correlation between miRNAs and their targets; (2) evaluation of the existing functional annotation of the targets; and (3) template-based detection of relevant miRNAs. More specifically, we classified target genes of miRNAs as negatively correlated if the Kendall's correlation coefficient of the miRNA and target gene was smaller than  $-0.4$ . Target genes were also classified as associated with heart development or with transcriptional regulation based on their current GO annotation. These data can be found in [Table S11](#).

Assuming that the dominant mode of miRNAs is post-transcriptional repression, we would expect that target genes show a negative correlation with miRNA expression profiles. Conversely, we can evaluate the regulatory activity of a miRNA by calculating how many of its differentially expressed target genes (DETGs) are negatively correlated (DETGNCs). Plotting DETGs and DETGNCs ([Figure 7A](#)) clearly showed that many of the miRNAs having a high percentage of negatively correlated target genes are already known to be involved in the regulation of heart development or function. For instance, at least 70% of the DETGs of miR-1a-3p and miR-195a-5p (a member of the miR-15 family) were negatively correlated. This supports the conjecture that the percentage of DETGNCs could be indicative of a miRNA's regulatory activity. The highest percentage of DETGNCs ( $\sim 83\%$ ) was recorded for let-7f-5p, let-7g-5p, and miR-499-5p, which belong to the so-called intronic myomiRs. Based on their high percentage of DETGNCs, we also identified miRNAs that are not yet linked to heart development, namely let-7i (82%), mir-3472 (79%), and miR-490-3p (73%; also highlighted in

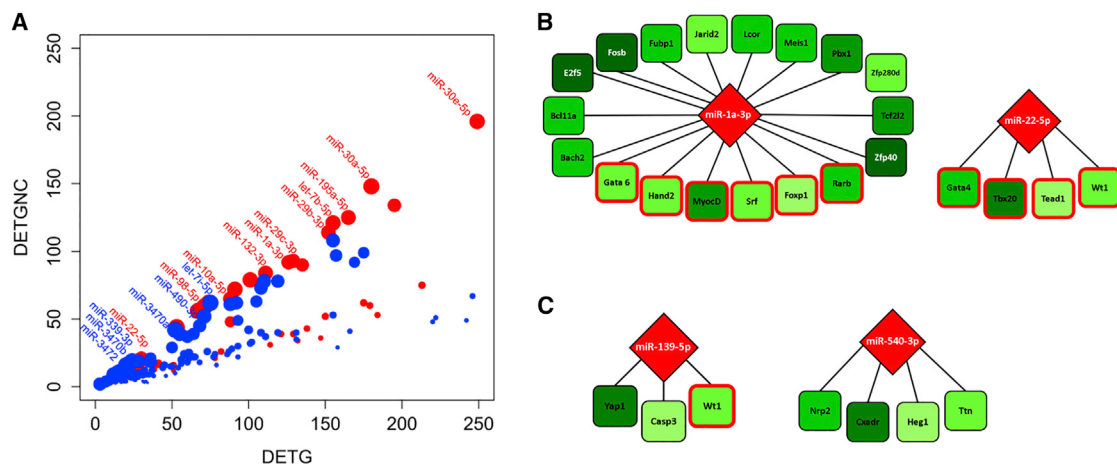

**Figure 7. Prioritization of Cardiac miRNAs**

(A) Number of differentially expressed targets (DETs) and differentially expressed genes that are negatively correlated (DETGNCs). Red dots label miRNAs that have been previously associated with heart development. Blue dots label miRNAs that have not been associated with the heart development to date. Dot size indicates the percentage of anti-correlated targets, compared to all differentially expressed targets. (B) Examples of two miRNAs (symbolized as diamonds) targeting TFs are shown (squares). Red borders highlight TFs associated with heart development. The colors of the symbols indicate expression changes in young mature tissue (shades of red: upregulated; shades of green: downregulated). (C) Examples of candidates of differentially expressed miRNAs (DEmiRs) targeting differentially expressed genes (DEGs) associated with heart development are shown.

Figure 7A). These miRNAs can provide attractive leads for further studies.

In addition, we inspected the number of transcriptional regulators among the targets of miRNAs. We found 13 miRNAs that target 10 or more transcriptional regulators, with anti-correlated expression patterns. Differential expression of these miRNAs may have an especially broad effect on gene expression at a systems level. Strikingly, miR-1a-3p was the miRNA with the largest number of anti-correlated transcription regulators among its potential targets. Among the 18 transcription regulators possibly targeted by miR-1a-3p were six TFs (*Foxp1*, *Gata6*, *Hand2*, *Myocd*, *Rarb*, and *Srf*) associated with heart development, supporting a key role for miR-1 in the cardiac cell lineage (Figure 7B). Other miRNAs targeting multiple transcriptional regulators linked to heart development included miR-362-3p, miR-132-3p, miR-22-3p, miR-22-5p, and miR-221-3p. Four of the six transcriptional regulators potentially targeted by miR-22-5p are associated with heart development in GO, indicating that downstream regulatory effects of miR-22-5p may be specific to cardiogenesis (Figure 7B).

Finally, we filtered putative interactions by requiring that both miRNAs and target genes show at least a 4-fold differential expression change at one time point and were anti-correlated (Kendall correlation  $< -0.4$ ). We only included target genes that were already associated with heart development in GO. Table S11 lists 51 miRNAs that were identified as targeting 48 genes annotated as heart developmental genes. Given these stringent thresholds, we retrieved only a few miRNAs that targeted several genes (e.g., miR-30e-5p targeted eight genes); the majority targeted only a single gene. However, miR-22-5p targeted both *Tbx20* and *Gata4*, i.e., two TFs that are

essential for heart development (Figure 7C).<sup>35</sup> A review of the literature for these 51 miRNAs showed that 24 (47%) are currently linked to cardiogenesis or heart functions (Table S12). In this context, their identified putative interactions with heart developmental genes may indicate a specific role in cardiogenic regulation. More importantly, we suggest that the remaining 27 miRNAs should be considered as candidates for cardiac regulators. These include miR-139-3p targeting *Dicer1*, *Neddd4*, *Sox11*, and *Ednra*, as well as miR-540-3p targeting *Nrp2*, *Cxadr*, *Heg1*, and *Ttn* (Figure 7C).

#### HeartMir: An Interactive Resource for Identification of miRNA-Induced Gene Regulation during Heart Development and Maturation

We implemented a freely accessible database called HeartMir, available at <http://heartmir.sysbiolab.eu> (Supplemental Information). It serves as a comprehensive tool for query, visualization, and identification of regulatory interactions of miRNAs with potential relevance in heart development and maturation. Its use is intuitive, following the scheme outlined in Figure 8. Thus, HeartMir can be queried for all interactions of miRNAs and genes or for specific miRNA-mRNA interactions. Several gene or miRNA identifiers can be used to define a query. Currently, accepted gene identifiers include the gene name, gene symbol, Entrez Gene ID (using NCBI annotation), and its corresponding Affymetrix ID. Identifiers for miRNAs, which can be used for querying, include miRBase, Affymetrix, and Transcript IDs. Additionally, a threshold for correlation can be set, resulting in the exclusion of interactions with low absolute correlation between miRNAs and their corresponding target genes. Correlation of expression is measured using Kendall's tau coefficient, because we found the Pearson correlation to be too sensitive to large expression changes occurring between E19.5 and the young adult stage. The

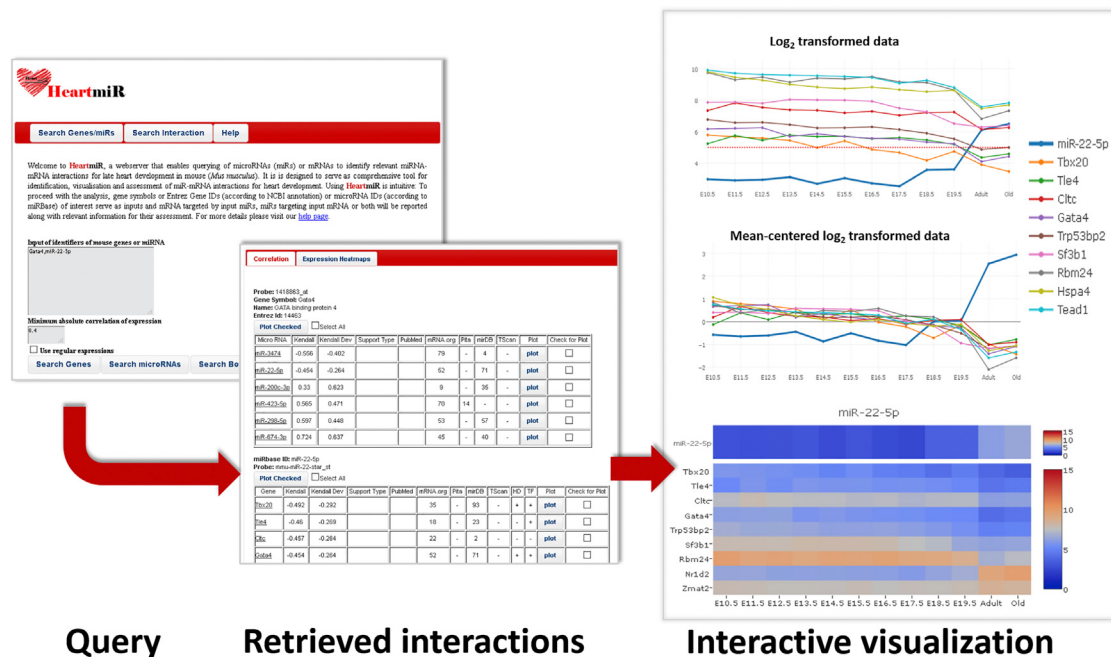

**Figure 8. Workflow Scheme for HeartMir**

Following input of miRNA or gene identifiers (here: *Gata4* and *miR-22-5p*), HeartMir can be queried for putative miRNA-target gene interactions. All retrieved interactions are listed in tables, along with additional information. Subsequently, miRNA (*miR-22-5p*) and target genes (*Tbx20* and *Gata4*) can be selected and their profiles visualized and interactively analyzed. Gene expression data are plotted as log<sub>2</sub> intensities with or without mean centering. The former provides a more informative presentation of the absolute expression levels, whereas the latter shows expression changes of transcripts and their (anti-) correlation more clearly.

Kendall correlation can be used for the complete time series or with separate correlation coefficients for developmental time points only (“Kendall Dev”). This enables a more sensitive examination of how strongly the expression of miRNAs and their targets are (anti-) correlated during embryonic development (E10.5–E19.5).

The results of all queries are shown in tables. For each of the queried genes and miRNAs, a separate table displays these interactions, along with additional information. For experimentally derived interactions, the relevant PubMed references are given. To facilitate assessment of predicted interactions and a comparison of their scores, we ranked the scores and converted them to percentiles for each resource, separately. Thus, values between 1 and 100 are displayed for computationally predicted interactions used in HeartMir. For instance, a value 1 signifies that the score of the interaction is within the top 1% of all scores for the corresponding resource; a value of 2 signifies that the score is in top 1%–2%. For gene targets, the result table also indicates whether they were assigned to processes related to heart development (GO: 0007507) or transcription regulation (GO: 0003700) in GO. These tables can be interactively sorted and filtered by increasing the threshold for absolute correlation. Finally, the expression profiles of miRNAs and target genes can be visualized as interactive line plots or heatmaps.

## DISCUSSION

At present, there is no comprehensive compendium of heart-associated miRNAs, neither is there a clear understanding of how they

contribute to the development of a fully mature and functional heart. In addition to providing fundamental biological knowledge, understanding their actions on heart development and function might provide crucial clues for regenerative treatment of heart diseases.<sup>35</sup> To facilitate such endeavors, we integrated known or predicted miRNA-mRNA interactions with expression data from this study. This resource is available as a user-friendly database (<http://heartmir.sysbiolab.eu/>). In order to reduce the transcripts noise from other cell types interfering with the heart developmental transcripts, we analyzed only transcripts that were up- or downregulated at least 4-fold at one stage of development.

Our findings suggest that the composition of cardiac ion channels undergoes major remodeling during development, as many of their components were differentially expressed during the various stages of heart development, compared with adult hearts. Among them, the expression levels of the *Cacna2d2* and *Cacna1h* declined, whereas the expression of *Cacna1g* showed reciprocal expression changes during heart development. Such remodeling may have physiological relevance, as *Cacna1g* and *Cacna1h* encode for the distinct subtypes of T-type Ca<sup>2+</sup> channels: Ca<sub>v</sub>3.1 (α1G) and Ca<sub>v</sub>3.2 (α1H), which are crucial for electrical conduction in the atria.<sup>36</sup> Furthermore, it has been reported that disruption of *Cacna2d2* results in abnormalities in heart development.<sup>37</sup> The expression levels of potassium channels (*Kcna5* and *Kcnb1*) were very low during all developmental stages but were strongly upregulated in adult heart tissue. *Kcna5* encodes for the

voltage-gated K<sup>+</sup> channel (Kv1.5), which has emerged as a promising target for the treatment of atrial fibrillation.<sup>38,39</sup> The voltage-gated K<sup>+</sup> channel KCNB1 is mainly expressed in the heart, brain muscle, and pancreas<sup>40</sup> and is a key player in apoptotic programs associated with oxidative stress in the cardiovascular system.<sup>41</sup> With a transient maximum at E15.5, *Kcna4* displayed a distinctly different pattern that warrants further investigation, as its role during heart development has not yet been explored. A similar transient expression maximum was found for *Clca3a1* (*Clca1*), which encodes for a calcium-activated chloride channel contributing to the regulation of cellular volume. It has been speculated that *Clca3a1* is involved in arrhythmogenesis of the heart.<sup>42</sup>

How the deposited data were processed for this re-analysis (not part of the article)

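Heart tissue of mice at 12 stages was measured on a 1-colour array with 45101 probe sets: each day from E10.5 to E19.5, young adult (10 weeks) and old adult. The old adult animals were 10 months old according to the paper and 14 months according to the sample labels; the paper's age is used, and no computation depends on it. Each stage has 3 arrays, 36 in all. At E10.5 and E11.5 all 3 are of mixed sex, and from E12.5 on they are labelled female, male and mixed. Their number limits the precision of each stage mean. The extraction protocol in the sample labels names liver tissue and another RNA kit than the paper's methods, which name heart. The titles of the labels change their prefix from the E16.5 female array on. Whether these arrays form a batch is not stated, and such a batch would coincide with late stages. The microRNA arrays were not analysed here.

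The authors made the deposited values by robust multi-array average (background subtraction, quantile normalization and summary of the probes of each probe set), and the values are log2 intensities. They were used as deposited, without a further offset or scaling. Gene IDs and symbols come from the array's annotation. In it, 259 symbols were restored from gene IDs, 13 of which had been turned into numbers or dates, and 6937 probe sets carry no gene ID. Of the gene IDs, 18342 were found in the RefSeq annotation of assembly GRCm38.p6, which served for gene biotypes, names and chromosomes. No column of values per sample was left unused.

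Stage comparisons were made in R 4.3.3 with limma 3.58.1: 1 model with 12 stage means on all 36 arrays and all probe sets, moderated variances (prior degrees of freedom 6.96), and Benjamini-Hochberg adjustment within each comparison. Every embryonic stage and old adult were compared with young adult, and every other stage with E19.5. A probe set was called at an adjusted p under 1e-05, an absolute log2 fold change above 2 (4-fold) and a mean above 5 in at least 1 stage. Calls were counted by Entrez gene ID, and a gene with probe sets called in both directions was counted in both. The expression filter was applied after the test. The adjusted p values of the paper's Table S1 come closer when the filter is applied before the model, which is 1 of the alternatives; the order chosen first was kept. Old and young adult were also compared on their 6 arrays with sex as a block. Male and female arrays were compared over 9 pairs from E13.5 to old adult with stage as a block, and in each stage as the difference between 1 male and 1 female array, which has no test. An interaction of sex with maturity was tested in limma over 7 embryonic and 2 mature pairs.

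Clustering of arrays used the Euclidean distance over all probe sets and complete linkage. Principal components were computed on centred values, with jackknife errors over arrays. The density of each array's values was estimated with a Gaussian kernel, and its least steep slope between 4.5 and 7 was taken. Relations across arrays were tested by two-sided permutation with 100000 resamples, within stages where a stage could explain them, so that the smallest p is 1e-05. Early against late stages and the relation with embryonic day were permuted over single arrays, not over whole stages. Fuzzy c-means clustering (e1071 1.7.16; 6 clusters, fuzzifier 2, 20 starts) was run on standardized stage means of called genes. Hybridization control levels are means over the control probe sets, 9 per control.

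Named in the text are the genes that the paper names for these arrays, some of which are not reported here; for the main comparisons the highest and lowest fold changes among called genes whose arrays do not overlap between groups; and for male minus female in each adult stage the highest and lowest differences. Each named gene is read from 1 probe set: the one in the paper's Tables S2 to S5, or otherwise the one with the highest mean. The directions of its other probe sets are given where they differ. The calls by age and the probe set without a gene ID that is named with them, the genes of the interaction test and the Y chromosome genes at E12.5 were chosen after their values were seen.

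Lists of marker genes, from general knowledge, were written before the arrays were read but after Table S5 had been read: atrial myocardium, ventricular myocardium, adipocyte, brown adipocyte, mesothelium and epicardium, lymphocyte and antigen-presenting cell, erythroid, immediate early, liver, skeletal muscle, proliferation, lung and thymus, Y chromosome and X inactivation. Expressed genes of a list that are outside Table S5 were compared with 10000 random lists matched for size and level.

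The procedures were tested on simulated data in which each probe set had its real spread within stages, pooled over all stages. Probe sets varied independently, without array-wide shifts and without the wider spread of adult arrays. The planted changes were past the log2 limit and lay in well expressed probe sets. The counts that follow hold for such data and do not give the error rate on the real arrays. For E10.5 against young adult, with 200 changed probe sets among 45101, 197 were recovered (98.5%) with 0 false calls and a median error of 0.12 log2. With no simulated change, E19.5 and old adult against young adult gave 0 false calls. For male against female, 20 of 20 were recovered.

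Alternatives concerned the expression filter and its place, the limits for adjusted p and fold change, the arrays in the model, variance moderation, scaling (quantile renormalization, and median centring, which shifts each array so that the median of the probe sets with a mean above 5 is equal), sex as a block, probe sets per gene, leaving out each array, and the settings of clustering, principal components and density. The alternative with the filter before the test together with an adjusted p limit of 1e-04, and the hybridization control level as a covariate, were chosen after the data had been seen.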

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

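Of the tests in this part, the interaction of sex with maturity was chosen before the data were examined, and the other tests were chosen only after the results were seen.

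On the E15.5 array labelled male, *Xist* stood apart from the other male arrays: the gap to the nearest of them was 0.924 of the whole range of the 9 male arrays. Gaps were examined in 10 groups of 9 arrays, and 3 were past the limit, where chance gives about 1 in 20. A fault of a single probe set is argued against, since 2 *Xist* probe sets were above all 8 other male arrays, at 7.34 and 8.60 against at most 2.41 and 3.74. RNA from female hearts on this array may explain the signal. The share of female RNA would be 6.31% by the one probe set and 14.7% by the other. Their ratio of 2.33 is past the limit of 2 set for a common source. On the 9 mixed-sex arrays, examined afterwards, the same ratio ranged from 1.23 to 4.34, so the ratio does not decide, and a mixed sample cannot be told apart from other sources. Female hearts alone are argued against by the Y chromosome genes on this array. *Eif2s3y* measured 8.16 and *Ddx3y* 7.02, against at most 2.75 and 2.50 on the 9 female arrays. *Uty* (4.83) and *Kdm5d* (4.69) were also above all female arrays, which reached at most 2.72 and 2.75. The stage, and the sex of the animals other than female hearts alone, remain open as untested explanations.

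*Xist* was lowest among female arrays on the young adult array (gap 0.569), and *Eif2s3y* lowest among male arrays on the young adult array (gap 0.497). A lower level of all probe sets left by the authors' normalization may explain the second: after median centring its gap was 0.407, and after quantile renormalization 0.335, both under the limit. For *Xist* the gap rose to 0.646 after median centring and fell to 0.487, under the limit, after quantile renormalization, so the normalization and a lower level in that sample cannot be told apart. Age, which the design names, was not tested as an explanation.

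The difference between male and female arrays depended on maturity for 187 genes outside the sex chromosomes at an adjusted p under 0.05 (limma's interaction term; 4151 at an unadjusted p under 0.05, of 17690 tested). Named here are *Cfd* with an interaction of −3.12, *Hspa1a* with 2.91, *Hspa1b* with 2.92, *Abra* with 3.17 and *Adipoq* with −2.25 on the log2 scale; they were chosen as the genes with the smallest adjusted p, of which the smallest is 1.07e-05. Both adult pairs had the same direction for each of the 5, with −2.22 in young and −2.44 in old adults for *Adipoq* and 2.44 and 3.39 for *Abra*. Of the 36 ways to take 2 of the 9 pairs as mature, 1, the real one, gave a count as large, and the largest other count was 1, so chance alone is argued against. The difference between the male and the female array varies more over probe sets in young (variance 0.236) and old adults (0.265) than at E19.5 (0.0889), while limma's model assumes 1 variance per probe set over all pairs, so that the p values of such genes come out too low and the real grouping can stand out for this reason too. *Cfd* and *Adipoq* are in the adipocyte list, so a different share of fat tissue in the samples is a candidate explanation for them. It could not be tested, because only 1 expressed gene of that list lies outside Table S5. A difference between the sexes in adults stays open, as untested beyond these 2 pairs.

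A probe set without a gene ID was higher in old than in young adults by 4.19 on the log2 scale (SE 0.222, adjusted p 6.7e-14). It lies outside the genes that the paper discusses. Female, male and mixed arrays measured 2.10, 2.86 and 3.05 in young and 7.24, 6.03 and 7.30 in old adults. A single outlying old adult array is argued against, since the mean of any 2 of the 3 was at least 3.96 above young adults. Age, and a difference between the animals such as a strain variant under the probes, remain open and were not tested.

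In at least 1 stage, 450 probe sets without a gene ID passed the limits against young adult hearts, 286 of them at E10.5 (155 higher, 131 lower) and 58 in every embryonic stage. The paper counts genes with an ID. One of the 58 is a spike-in control, so a part of these signals is not of the tissue; how large this part is was not tested, and stage is the explanation that the design names for the rest.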

How the results depend on the processing

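Of the tests in this part, the filter before the test together with an adjusted p limit of 1e-04 and the hybridization control level as a covariate were chosen only after the results were seen; the other alternatives were set beforehand. For 114 results, 1175 values under alternatives were computed. Of those for counts and global measures, 535 stayed within 1.5 times the reported count or within the spread, 78 moved and 2 became stronger. Of those for single genes, 511 kept their direction and, where tested, their side of the adjusted p limit, 27 lost significance, 4 gained it and 18 reversed. Calls that changed through the log2 limit alone are not counted as changed here and are given with the genes. The cause was not tested unless stated.

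Genes called in old against young adult numbered 2, and 0 with a stage mean above 6, 23 at an adjusted p under 0.05, 6 at 1e-04, 7 with the filter before the test and 1e-04, 5 at a log2 limit of 1, 0 with 2 stages in the fit and 0 with the control level as a covariate. Leaving out an array gave 1 to 24: 1 without the young adult mixed, 17 without the young adult female, 24 without the old adult female, 6 without the old adult male and 4 without the old adult mixed array. Where an age is left with 2 arrays, the others set the variance. At E17.5 against E19.5 the count was 4, and 7 with the filter before the test and 1e-04, 7 at 1e-04, 10 at 0.05, 9 after quantile renormalization, and 3 (without the E17.5 mixed-sex array) to 12 (without the E19.5 mixed-sex array).

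A log2 limit of 1 admits more genes by its construction. Against young adult it gave 4730 at E10.5, then 4156, 3865, 3619, 3488, 3475, 3191, 2728, 2499 and 1628 at E19.5, and 6015 in at least 1 stage. Against E19.5 it gave 2373 at E10.5, then 1136, 1029, 507, 303, 151, 49, 14 and 4 at E18.5, and 1770 in old adult.

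With 2 stages in the fit, fewer arrays estimate the variance. Against young adult this gave 1292 genes at E10.5, 386 at E17.5, 309 at E18.5 and 230 at E19.5. Against E19.5 it gave 161 at E10.5, then 168, 144, 16, 1, 5, 0, 0 and 0 at E18.5, and 64 in old adult. With the control level as a covariate, E10.5 had 1285 genes, E15.5 1970, E18.5 1289 and E19.5 745 against young adult.

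Leaving out each array gave 1919 to 2167 genes at E10.5 against young adult, 1644 to 1779 at E11.5, 1517 to 1658 at E12.5, 1348 to 1469 at E13.5, 1279 to 1392 at E14.5, 1200 to 1324 at E15.5, 1086 to 1160 at E16.5, 836 to 973 at E17.5, 738 to 825 at E18.5 and 438 to 509 at E19.5, and 2504 to 2803 in at least 1 stage. Against E19.5 it gave 582 to 947 at E10.5, 279 to 337, 249 to 319, 123 to 158, 54 to 94, 22 to 46, 11 to 20 at E16.5, 2 at E18.5 each time and 566 to 685 in old adult. Male against female gave 3 each time, and the correlation of distance with day stayed between −0.969 and −0.968.

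Requiring a value above 5 on any single array gave 5 genes between male and female arrays. For the difference of 1 male and 1 female array, a 2-fold limit gave 95 genes at E12.5, 22 at E13.5, 29 at E14.5, 113 at E15.5, 92 at E16.5, 168 at E17.5, 83 at E18.5, 70 at E19.5, 1118 in young and 930 in old adult. Median centring gave 1 at E12.5, and the expression filter left 3 at E18.5 and 3 at E19.5.

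Other probe sets of a gene reversed the direction: Gata4 (−0.33), Hand2 (−0.60), Myocd (−0.018), Bmpr1a (−0.27 and −0.69), Cacna2d2 (−0.24) and Cdca3 (−0.47 and −0.65) for E10.5 against young adult, Kcna4 (−0.31) for E15.5, 4632404M16Rik (−0.30) for E18.5 and Ccdc141 (0.58 and 0.31) for old adult. For old adult male minus female these were Gsn (−0.63, −0.21 and −0.59), Egr3 (−0.51), Nr4a2 (−0.076) and Nr4a3 (−0.20). No scaling reversed the direction of a named gene.

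Scaled to unit variance, PC1 held 34.1% and PC2 18.2% of the variance. Average linkage gave 1 stage whose arrays form their own group. The difference in density slope became 0.00667 with a bandwidth 1.5 times as wide and 0.00596 with the slope taken between 5 and 7. Called probe sets in place of genes gave clusters of 709 and 553 members, and 5 clusters gave 491 for the first of these; with called probe sets, 2 clusters in place of 3 were higher in adults. On E10.5 to E19.5 only, clusters that rise held 1080 genes, against 707.

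With sex as a block, old against young adult gave 2 genes at an adjusted p under 0.05 and 0 at the limit used. Sex labels do not pair arrays with those of young adults: 8 of 27 pairs with young adult had a correlation above 0.1, and 0 stages had all 3, with r from −0.0880 to 0.228 across probe sets, which are not independent. Between any 2 stages from E12.5 on, 22 of 45 pairs of female, 19 of male and 15 of mixed-sex arrays were above 0.1, with r from −0.575 to 0.596. With E19.5, where at E13.5 and E17.5 all 3 pairs were above 0.1, sex as a block in the model of all 36 arrays gave 153 and 4 genes, against 149 and 4, and it moved no count of stage comparisons by over 1.5 times. For arrays, signal over background limits what can be called, and probe sets under the expression limit in every stage were not called.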

Differences from the paper's values

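The filter before the test together with an adjusted p limit of 1e-04 and the hybridization control level as a covariate were chosen only after the results were seen; the other tests and alternatives in this part were set before the data were examined.

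For old against young adult hearts, the paper's number of DEGs is 7, against 2 here. Of the alternatives set before the data were examined, an adjusted p limit of 1e-04 (6), a log2 limit of 1 (5) and leaving out the old adult male array (6) come within 1.5 times of the paper's value. Those that do not are no filter (3), any single array above 5 (3), a mean above 6 (0), the filter before the test (2), an adjusted p under 0.05 (23), 2 stages in the fit (0), moderation with trend and robust (2), quantile renormalization (3), median centring (2), sex as a block over all arrays (2), mixed-sex arrays left out (2) and the highest probe set per gene (2). Leaving out another array gave 17 (young adult female), 3 (young adult male), 1 (young adult mixed), 24 (old adult female) and 4 (old adult mixed). The hybridization control level as a covariate, also chosen after seeing the values, gave 0. The alternative chosen after seeing the values, the filter before the test with 1e-04, gave 7: *Adamts9*, *Ccdc141*, *Chad*, *Cpeb1*, *Cyfip2*, *Cytip* and *Ryr3*. Of the 2 genes that the paper names for this comparison, it drops 0. It gives 2079 genes at E10.5, 494 at E19.5 and 2679 in at least 1 stage, where the paper's values are 2080, 495 and 2708.

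The paper names *Adamts9* and *Ccdc141* as DEGs, and neither is one here (adjusted p 1.1e-04 and 6.3e-05). *Adamts9* passes under an adjusted p of 0.05 and without the old adult female array. *Ccdc141* passes under 1e-04, under 0.05 and without the young adult female array.

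The paper's cluster with little embryonic change and a rise in mature tissue holds 643 genes, against 210 here. Called probe sets in place of genes (709) and 5 clusters (491) come within 1.5 times of it. A fuzzifier of 1.5 (188) and 7 clusters (213) do not. The paper's cluster with a gradual rise holds 517 genes, against 285. Called probe sets (553) and 5 clusters (415) come within 1.5 times, and a fuzzifier of 1.5 (244) and 7 clusters (293) do not. Here 3 clusters are higher in adults, the third with 422 genes, and 2 with called probe sets and with 5 clusters, so single clusters need not correspond.

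Other counts lie within 1.5 times of the paper's: 2632 genes in at least 1 stage, 122 Riken and predicted genes against the paper's 127, and 3886 probe sets against the paper's 3540. Against E19.5, Fig. 1F shows about 980, about 450, about 440, about 210 and about 100 DEGs from E10.5 to E14.5, and about 800 in old adult, read by eye. The numbers of genes here are 758, 330, 309, 149, 78 and 639, and the numbers of probe sets 983, 449, 436, 203, 101 and 862. The shares of PC1 and PC2 printed in Fig. 1 match those here. Values in the paper's Tables S2, S3 and S4 (162, 50 and 117 probe sets) equal the inverse log2 of the stage means to within 0.0005%. Of the E10.5 sheet of Table S1, 1998 of 2693 entries were read, and the log2 fold changes differ by at most 2.4e-05. The largest adjusted p in it is 8.2e-05, above the limit of the paper's methods.

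In the text, the counts of genes differing between the sexes have a 2-fold limit, and in Table S5 the smallest values outside E12.5 are above 4-fold; the same counts arise here at 4-fold. The E12.5 sheet of Table S5 holds values down to a log2 of 1.65.

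The paper describes *Gata3*, *Gata4*, *Nkx2-5* and *Hand2* as gradually downregulated in the embryo. All of them are lower at E19.5 than at E10.5, but *Gata4* has its highest mean at E12.5 (6.25, against 6.17 at E10.5) and *Hand2* at E11.5 (9.27, against 9.11). It places the lowest level of the Fox genes in adult tissue. Of these, 1 of 3 is lowest in young adults, and *Foxc1* and *Foxp1* are lowest at E17.5 (5.59 and 4.82). It describes *Myh7* as weakly expressed in adult hearts, where its log2 mean is 11.52 in young and 12.56 in old adults. The Cdc genes are described as decreasing in the embryo. All 3 are lower at E19.5 than at E10.5, and *Cdc20* is highest at E15.5 (9.96). For *1110002E22Rik* the paper gives a larger increase than the 5.26-fold (over young adult) and 4.23-fold (over E10.5) from the probe set read here, and its other probe set, with a log2 fold change of 2.68 over young adult, reaches the paper's value.

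The paper states that lncRNAs increase from young to old adults; 12 of 25 in Table S4 and 7 of 15 among the DEGs are higher in old adults. It describes the same pattern for Braveheart, whose old adult level is 0.785 times the young adult level, while 1 other probe set rises from 6.20 to 6.53. It states that *Xist* was detected in female samples alone, and on the E15.5 array labelled male it measures 7.34. It states that samples of the same developmental status were in general grouped; 22 of 36 arrays have a nearest neighbor of their own stage, and the arrays of 0 of 12 stages form a group of their own.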

Other observations

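The tests on other groupings of the arrays for stages, for old against young adult with sex as a block, and for male against female were chosen beforehand; the other tests in this part were chosen only after the results were seen.

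For each of the 21 comparisons of 3 arrays with 3, 1 of the 10 splits of the arrays gave a count as large, the real one. This test cannot exclude chance, because 10 splits allow no smaller share. For old against young adult with sex as a block, 4 of 4 sign patterns gave a count as large, since all counts were 0, so that this comparison is no test of chance. The real pairing gave 6163 probe sets at an unadjusted p under 0.05, against 1942, 941 and 788 for the other patterns, and 2 genes at an adjusted p under 0.05, against 0, but with 4 patterns chance cannot be excluded. For male against female, 1 of 100 sign patterns gave a count as large, the real one, while the 99 drawn at random gave 0, and chance is excluded.

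The number of DEGs against young adults fell 4.28 times from E10.5 to E19.5. With the hybridization control level as a covariate the ratio was 1.72. It is above the limit of 1.5 set for the test, but it ranged from 1.16 without the E10.5 array mf3 to 2.13 without the E19.5 mixed-sex array, a spread added after the value was seen. The ratio uses the end stages alone. With the covariate the counts were 1285 at E10.5, 1970 at E15.5, 1289 at E18.5 and 745 at E19.5. The count at E18.5 was thus not under that at E10.5, and the remaining ratio rests on E19.5. The control level may therefore account for part of the fall. Stage and control level cannot be told apart, since the level rises with stage. Stage itself, which the design names, stays open.

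The less steep density slope at E10.5–E13.5 may come from the control level of the arrays: with the relation within stages taken out, the difference between early and late stages was −0.00708 (permutation p = 0.00095; 1000 bootstrap draws gave −0.0130 to −0.00180), opposite to the 0.00520 before. That permutation also shuffled single arrays and not stages, so its p can come out too low. The poly-A controls followed the slope within stages too (r −0.676), so which step of the procedure sets the level is open. RNA quality, read as the difference between 3′ and 5′ probe sets for *Gapdh*, cannot be told apart from other sources: within stages the slope did not follow it (r 0.0763, permutation p = 0.781), so that taking it out, which left 0.00573, could move little. The *Gapdh* difference averaged 3.79 (SD 0.941) at E10.5–E13.5 and 4.34 (SD 0.530) at E14.5–E19.5. In young and old adults it averaged 1.84 (SD 0.430) and 2.32 (SD 0.284). Embryonic and adult arrays thus differ in it, and its part in comparisons between them was not tested. The bootstrap was set after the pooled values were known. A biological change of expression with stage remains untested.

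The E13.5 mixed-sex array lies nearest to E14.5 arrays and the E14.5 mixed-sex array to E13.5 arrays. An exchange of both labels could give this: in a model of embryonic day, their predicted days of 14.98 and 13.71 are reversed by 1.27, with a root mean square error of 0.916 over 10 other arrays. With the control level in the model the predicted days were 13.61 and 14.14, in the order of the labels (difference −0.537, error 0.293). The control level was 11.04 on the E13.5 mixed array, against 10.26 and 10.48 on the other two of that stage, and 10.36 on the E14.5 mixed array, against 10.86 and 10.91. The control level is thus a candidate explanation; an exchange was first judged by the model without it and cannot be told apart from it. A biological explanation, litters of differing maturity, was not tested.

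On the E12.5 arrays labelled female and male, *Xist* and Y chromosome genes are both present: 10 of 10 values of 5 genes lie within the range of the 15 mixed-sex arrays of other stages. RNA of both sexes on both arrays may explain this. Sex differentiation that was not concluded at E12.5, the paper's reason to leave out this stage, cannot be told apart from it, since hearts that could not be sexed would give the same values. Female hearts alone are argued against: on the array labelled female, 4 Y chromosome genes exceeded the highest of 9 other female arrays by 3.44 (*Eif2s3y*), 4.27 (*Ddx3y*), 0.807 (*Uty*) and 0.909 (*Kdm5d*). Their median, 2.17, was chosen in place of the smallest after the values were seen.

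Differences between the old adult male and female arrays were compared with marker lists, outside Table S5, which the study picked from these arrays. Genes of the atrial list had a median male minus female difference of −0.43, at percentile 2.33 of random lists (3 expressed genes; 7 of the list are in Table S5), and −0.33 (percentile 13.2) in young adults. With the genes of Table S5, 8 of 9 were higher in the female array. A different share of atrial tissue in the old adult samples may explain this part, although its abundant gene *Nppa*, which ventricles express too, was higher in the male array (13.41 against 12.97). For the lymphocyte list, 2 genes were left outside Table S5, and for the adipocyte list 1, under the 3 needed. With Table S5 the medians were −1.42 and −2.44, with 5 of 5 genes higher in the female array in each. Lymphoid cells and fat tissue thus cannot be told apart from other sources.

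Immediate early genes had a median of 0.70 in old adults, at percentile 99.98 (10 genes, 8 higher in the male array; 7 of the list are in Table S5), and of −0.54 at percentile 0.11 in young adults, the other direction. *Fos* measured 8.28 in the old adult male and 7.82 in the female array, and *Jun* 8.05 and 7.42. Handling of the tissue before lysis may explain this, as the direction differs between the ages. The sex of the animals was examined by the mixed-sex array: it lay between the female and the male array for 67.6% of the probe sets above 4-fold in old adults, and 93.5% in young adults, which does not decide. Sex and age stay open.

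For the other lists, the old adult medians were 0.38 for ventricular myocardium (percentile 88.8), 0.43 for brown adipocyte (88.4), −1.50 for mesothelium and epicardium (percentile 0, against −0.02 and 57.6 in young adults), −0.19 for erythroid (4.28, against 0.34 and 99.4), 0.11 for skeletal muscle (56.6) and 0.26 for proliferation (78.8). Single genes of the liver and the lung and thymus lists gave −0.80 and −0.89. All expressed genes of the Y chromosome and X inactivation lists are in Table S5; with them the medians were 4.70 and −8.61, as the sex labels say.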
